# Direct RNA sequencing of the *Escherichia coli* epitranscriptome uncovers alterations under heat stress

**DOI:** 10.1093/nar/gkaf175

**Published:** 2025-03-20

**Authors:** Sebastián Riquelme-Barrios, Leonardo Vásquez-Camus, Siobhan A Cusack, Korinna Burdack, Dimitar Plamenov Petrov, G Nur Yeşiltaç-Tosun, Stefanie Kaiser, Pascal Giehr, Kirsten Jung

## Abstract

Modifications of RNA, known as the epitranscriptome, affect gene expression, translation, and splicing in eukaryotes, with implications for developmental processes, cancer, and viral infections. In prokaryotes, regulation at the level of the epitranscriptome is still poorly understood. Here, we used nanopore direct RNA sequencing of *Escherichia coli* to study RNA modifications and their changes under heat stress. With a single sequencing reaction, we detected most known modification types in ribosomal RNA (rRNA), transfer RNA (tRNA), and messenger RNA (mRNA). RNA sequencing was complemented by a multifaceted approach that included mass spectrometry, deletion mutants, single-nucleotide polymerase chain reaction, and *in vitro* methylation. Known 5-methylcytidine (m^5^C) and *N*^6^-methyladenosine (m^6^A) sites in the rRNA were confirmed, but these types of modifications could not be localized in the mRNA. In response to heat stress, levels of m^5^C, m^6^A, and *N*^6^,*N*^6^-dimethyladenosine increased in the 16S rRNA. Sequencing and mass spectrometry data demonstrated a decrease in tRNA modification abundance in the anticodon loop at 45°C. In general, mRNA modifications at 37°C were enriched in the coding regions of genes associated with general metabolism and RNA processing, which shifted to genes involved in cell wall synthesis and membrane transport under heat stress. This study provides new insights into the complexity of post-transcriptional regulation in bacteria.

## Introduction

RNA molecules are subject to chemical modifications similar to those found in proteins and DNA. In prokaryotes, modifications in the ribosomal RNA (rRNA) and transfer RNA (tRNA) have already been characterized in detail. For example, rRNA modifications are known to play a key role in the catalytic activity and assembly of ribosomes, and the absence of such modifications can alter translation accuracy [1–4]. tRNAs are also highly modified, particularly in the D- and T-loops and in the anticodon region. These modifications affect the tRNA structure [5], mediate interactions with aminoacyl tRNA synthetases and EF-Tu (elongation factor thermo unstable) [6, 7], and influence the affinity of the anticodon region for specific codons [8]. Previous results from our laboratory have demonstrated the presence of numerous modification types in *Escherichia coli* messenger RNA (mRNA), which vary between growth stages and in response to stress conditions [9]. Despite these earlier findings, bacterial mRNA modifications remain to be explored in detail; their roles, abundance, and distribution are still largely unknown.

Over the past decade, several platforms have been developed with the capacity to directly sequence native RNA molecules, providing new approaches to elucidate the epitranscriptome. Direct RNA sequencing (DRS) using Oxford Nanopore Technologies (ONT) platforms not only provides information about nucleotide sequences but also about nucleotide modifications. Modified bases produce slightly different electrical signals than canonical (i.e. unmodified) bases when the RNA strand translocates through the nanopore. Multiple experimental strategies and bioinformatics tools have been developed to identify RNA modifications from ONT’s DRS data. Some tools compare DRS signals between pairs of samples [e.g. wild type (WT) versus gene knockout (KO) or WT versus *in vitro* transcribed (IVT) RNA] to identify signals corresponding to modifications [10–13], whereas other approaches are based on the evaluation of individual sample types [14, 15]. Although protocols have been developed to evaluate DRS data from bacterial samples [16] and the signals produced by bacterial rRNA modifications have been analyzed [17], comprehensive studies of regulation at the level of the epitranscriptome are still lacking.

In *E. coli*, detailed studies have been conducted for the detection of pseudouridine (Ψ) and *N*^6^-methyladenosine (m^6^A) [18, 19]. A protocol called Pseudo-seq that combines carbodiimide *N*-cyclohexyl-*N*′-(2-morpholinoethyl)carbodiimide methyl-p-toluene sulfonate treatment, size selection for truncated reverse-transcribed complementary DNA (cDNA), and high-throughput sequencing revealed that RluA, previously characterized as a tRNA- and 23S rRNA-specific Ψ-synthase, is responsible for modifications of at least 31 different mRNA positions [18]. Other rRNA Ψ-synthases, such as RluC and RluD, also modify some mRNA positions [18]. Notably, *fimA* transcripts (which encode the major subunit of the pilus) are less abundant in a Δ*rluA* mutant [18].

m^6^A is the most prevalent mRNA modification in eukaryotes and has roles in translation, degradation, splicing, nuclear export, and mRNA turnover [20]. In Gram-negative bacteria, such as *E. coli* and *Pseudomonas aeruginosa*, the ratio of m^6^A to unmodified A bases has been calculated as ∼0.2%, similar to the ratios found in eukaryotic cells [19]. Immunoprecipitation of m^6^A followed by Illumina sequencing has revealed m^6^A modifications in the mRNA of bacterial genes related to metabolism, transport, gene regulation, the cell envelope, ribosomes, stress responses, and nucleic acid synthesis [19]. m^6^A consensus motifs have been proposed in *E. coli* and *P. aeruginosa* (UGCCAG and GGCCAG, respectively). Furthermore, a recent study using a combination of DRS and antibodies for m^6^A RNA immunoprecipitation (MeRIP-seq) describes 75 high-confidence m^6^A sites in the mRNA corresponding to 21 *E. coli* genes [21]. However, no m^6^A methyltransferase for mRNA is currently known [19, 21].

In nature, microbes are frequently exposed to various environmental stresses, including sudden changes in growth temperature (e.g. heat stress). In *E. coli*, heat stress triggers a well-characterized response involving the induction of heat-stress proteins to counteract protein denaturation and prevent protein aggregate accumulation [22, 23]. Mechanisms for DNA repair [24] and reactive oxygen species mitigation [25] are also activated at elevated temperatures, as are modifications that help stabilize the tRNA to facilitate temperature adaptation. Specifically, levels of modifications such as 4-thiouridine (s^4^U), 2′-*O*-methylguanosine (Gm) at position 18, and 7-methylguanosine (m^7^G) at position 46 increase at high temperatures [26], whereas levels of modifications at position 32 decrease [26, 27]. In the tRNA T-loop, the presence of 5-methyluridine (m^5^U) at position 54 (catalyzed by TrmA) and Ψ55 (produced by TruB) enhances stacking interactions [28, 29]; the absence of these modifications and of Gm18 (introduced by TrmH) impairs growth under heat stress [4, 30].

Heat stress also impacts modifications in the rRNA. For example, 5-hydroxycytidine (ho^5^C) at position 2501 of the 23S rRNA in *E. coli* diminishes after 1 h of exposure to 45°C [31]. *In vitro* studies suggest that a high ho^5^C modification level almost inhibits protein biosynthesis [31]. Similarly, mutants of *rlmE*, which encodes the heat shock protein responsible for methylation of 2′-*O*-ribose U2552 in the 23S rRNA, show alterations in the ribosome profile and a severe growth defect [32]. Mutants lacking methyltransferases that are responsible for 5-methylcytidine (m^5^C) at position 1407 and *N*^6^,*N*^6^-dimethyladenosine (m^6,6^A) at positions 1518 and 1519 have decreased responses to heat stress [33]. Although changes in specific types of tRNA and rRNA modifications at individual positions have been studied, a comprehensive analysis of all modification types simultaneously under stress conditions has not yet been conducted, and stress-induced changes in modification levels have not been assessed in *E. coli* mRNA.

To address knowledge gaps regarding prokaryotic RNA modifications and their changes in response to stress, we here established a systematic DRS approach to thoroughly and simultaneously study numerous modification types in the rRNA, tRNA, and mRNA of *E. coli* K-12 (WT), an IVT RNA control, and an m^6^A methyltransferase KO mutant. This approach was complemented by mass spectrometry (MS), single-nucleotide quantitative PCR (qPCR), and *in vitro* methylation to localize m^5^C and m^6^A and other modifications in the mRNA. These approaches yielded a uniquely robust dataset, enabling the first comprehensive analysis of the epitranscriptomic landscape in *E. coli* and its changes under heat stress. Our study not only advances understanding of the importance of RNA modifications in this model bacterium but also establishes a blueprint for future epitranscriptomic analyses in prokaryotes.

## Materials and methods

### Strains and growth conditions

Experiments were conducted with the *E. coli* strain MG1655. Bacteria were grown in lysogeny broth (LB) at 37°C with 200 rpm shaking to an optical density at 600 nm (OD_600_) of 0.5. Untreated cells were retained at 37°C until they reached an optical density at 600 nm (OD_600_) of ∼0.8–1; for heat-shock treatment, 3.52 ml of 90°C LB was added to 20 ml of culture, which was then incubated at 45°C. Cells from both groups were collected 30 min later. The single mutants Δ*rlmF* and Δ*rlmJ* and the double mutant Δ*rlmF*Δ*rlmJ* were generated with in-frame deletion using an approach similar to a previously described method [34]. Briefly, ∼500-nt regions upstream and downstream of the gene to be deleted were amplified in two overlapping PCRs, purified, ligated into the suicide vector pNPTS138-R6KT using Gibson assembly, and transferred into *E. coli* DH5α λpir. The vector was then transferred in a second transformation into the diaminopimelic acid (DAP) auxotrophic *E. coli* WM3064 donor strain. The nonreplicative plasmid was transformed into *E. coli* MG1655 via conjugative mating on LB agar with the addition of 300 μM DAP to site-specifically integrate the plasmid into the genome. Bacteria with a chromosomally integrated plasmid were selected on LB agar with kanamycin sulfate. Strains with the plasmid integrated were selected the following day by growth on LB agar with 10% sucrose (w/v) at 30°C. Sucrose-resistant kanamycin-sensitive strains were then examined for deletion of the desired gene using single-clone PCR and sequencing. The Δ*trmM* mutant was generated using the Quick & Easy *E. coli* Gene Deletion Kit (Gene Bridges GmbH, Heidelberg, Germany), which is based on the RED^®^/ET^®^ recombinase system [35]. Primers used for mutant construction are listed in Supplementary Table S1.

### Total RNA isolation

RNA was isolated using the PCI protocol [36] with some modifications [9]. Specifically, bacterial cultures were mixed with phenol and ethanol to final concentrations of 1% (v/v) and 20% (v/v), respectively, then flash-frozen in liquid nitrogen. Thawed samples were centrifuged at 16 000 × *g* for 10 min and the resulting pellets were resuspended in 500 μl of ice-cold sodium acetate buffer (20 mM, pH 5.2) with 1 mM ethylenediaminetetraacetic acid (EDTA) (AE buffer). Extracted RNA was treated with RNase-free DNase I [New England Biolabs (NEB), Ipswich, MA, USA] following the manufacturer’s protocol. RNA quality and integrity were assessed via chip gel electrophoresis with a 2100 Bioanalyzer and an RNA Nano Chip Kit (Agilent Technologies, Santa Clara, CA, USA).

### tRNA/rRNA removal and mRNA enrichment

To remove tRNAs, total RNA samples were purified using the RNA Clean & Concentrator Kit (Zymo Research, Irvine, CA, USA) following the manufacturer’s protocol for exclusion of RNA below 200 nt. RNA quality was confirmed by electrophoresis using the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Oligo-based rRNA depletion was then performed with the pan-Bacteria riboPOOL rRNA Depletion Kit (siTOOLS, Planegg, Germany) according to the manufacturer’s instructions. Depletion efficiency was assessed using Bioanalyzer mRNA chip electrophoresis (with Pico and Nano chips) and reverse transcription (RT)-qPCR as described below to amplify 23S and 16S rRNAs and the mRNA marker *recA*. Ribosome (16S and 23S) transcript abundance was measured both before and after the depletion protocol was applied and normalized to *recA* abundance in each sample. Ribosome depletion was then calculated as the percentage of normalized 23S and 16S rRNAs remaining after the depletion protocol. Primers for RT-qPCR are listed in Supplementary Table S2.

### RT-qPCR

cDNA was reverse transcribed from purified (DNase-treated) RNA samples. RT was carried out with the iScript™ Advanced cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA) on 500 ng to 1 μg RNA per sample according to the manufacturer’s protocol. The resulting RT product was diluted four times and 4 μl per sample was mixed with 1 μl of primer mix (containing 10 μM of each primer) and 5 μl of SsoAdvanced™ Universal SYBR^®^ Green Supermix (Bio-Rad, Hercules, CA, USA). Amplification was conducted on the CFX96^TM^ Real-Time System (Bio-Rad, Hercules, CA, USA) using 16S rRNA as the internal control; a No-RT negative control (RNA sample without RT enzyme) and a No-template negative control (water and qPCR mix with no template) were both included in every experiment. Relative gene expression was calculated as the abundance of the gene of interest normalized to that of the 16S rRNA using the X^–ΔCt^ method, where X corresponds to primer-specific amplification efficiency. RT-qPCR primer sequences are listed in Supplementary Table S2.

### MS analysis of RNA modifications

Absolute quantitative analyses using isotope dilution MS were performed as previously described [9]. Briefly, enzymatic hydrolysis of 300 ng RNA to nucleosides was achieved by incubation with a mixture of benzonase (2 U), snake venom phosphodiesterase (0.2 U), and calf intestine phosphatase (2 U) for 2 h at 37°C in a buffer containing Tris–HCl (5 mM, pH 8), deoxycoformycine (1 μg), and tetrahydrouridine (5 μg). For calibration, the nucleosides cytidine (C), uridine (U), guanosine (G), and adenosine (A) (Sigma–Aldrich, St Louis, MO, USA), 2′-*O*-methylcytidine (Cm), 2′-*O*-methyluridine (Um), m^6^A, m^5^C, Gm, 2-methylguanosine (m^2^G), 1-methylguanosine (m^1^G), 2,2-dimethylguanosine, 2-methylthio-*N*^6^-isopentenyladenosine (ms^2^i^6^A), m^7^G (Carbosynth, Staad, Switzerland), m^6,6^A (Alfa Chemistry, NY, USA), dihydrouridine (D) (Apollo Scientific, UK), 6-threonylcarbamoyladenosine (t^6^A) (TRC, Toronto, Canada), and *N*^4^,2′-*O*-dimethylcytidine (m^4^Cm) (STORM Therapeutics, UK) were mixed to a final concentration of 100 nM for canonical nucleosides and 5 nM for modified nucleosides. This stock calibration solution was serially diluted 1:1 to receive 12 calibration levels. Prior to analysis, the improved gen^2 13^C/^15^N stable isotope-labeled internal standard from *Saccharomyces cerevisiae* tRNA [37] was added for absolute quantitative analysis. The resulting ribonucleotide mixture was separated using a Synergy Fusion RP column (Phenomenex, Torrance, CA, USA) with a 2.5-μm particle size, 100-Å pore size, 100-mm length, and 2-mm inner diameter on an Agilent 1290 Infinity II series ultra-high-performance liquid chromatography instrument. Mobile phase A was 5 mM ammonium acetate adjusted to pH 5.3 with glacial acetic acid, and mobile phase B was pure acetonitrile. Gradient elution began with 100% A for 1 min, increased to 10% B at 4 min and 40% B at 7–8 min, maintained for 1 min, then returned to the starting condition of 100% A for an additional 2.5 min. The flow rate was 0.35 ml/min and the column temperature was 35°C. For MS measurements, an Agilent 6470 Triple Quadrupole MS instrument set to dynamic multiple reaction monitoring mode was used. MS was conducted in positive ion mode with the following parameters: skimmer voltage of 15 V, cell accelerator voltage of 5 V, N_2_ gas temperature of 230°C, N_2_ gas flow of 6 l/min, sheath gas (N_2_) temperature of 400°C with a flow of 12 l/min, capillary voltage of 2500 V, nozzle voltage of 0 V, and nebulizer at 40 psi. A list of monitored mass transitions is given in Supplementary Table S3. Data analysis was performed using MassHunter Quantitative software to yield molar amounts of analytes. Absolute modified nucleosides’ abundance was calculated as the abundance per 1000 of the canonical nucleoside.

### Purification of RlmJ and RlmF

*rl* *mJ* (b3499) and *rlmF* (b0807) were cloned into the pET28 vector (bearing a C-terminal His6 tag). *rlmJ* was amplified from the *E. coli* genome and ligated into the pET28 vector using Gibson assembly. *rlmF* was amplified via PCR, then the amplicon was cut with NcoI and HindIII (NEB, Ipswich, MA, USA) and ligated into the vector pET28, which had also been digested with NcoI and HindIII. The sequences were verified with sequencing. Primers used for cloning are listed in Supplementary Table S4. *Escherichia coli* BL21 (DE3) pLysS competent cells (Novagen, Darmstadt, Germany) containing the pET28-based expression system were cultured in LB at 37°C to an OD_600_ of 0.5, then gene expression was induced by the addition of 0.5 mM isopropyl β-d-thiogalactoside for 3 h at 37°C to a final OD_600_ of ∼2. Cell pellets were lysed by sonication in buffer containing 20 mM Tris–HCl (pH 7.0), 200 mM NaCl, 5% glycerol (v/v), and 5 mM β-mercaptoethanol (β-ME) as previously reported [38]. The lysate was centrifuged for 10 min at 5000 × *g*, then for 30 min at 70 000 × *g*. The resulting supernatant was incubated with Ni-NTA Agarose (QIAGEN, Hilden, Germany) for 45 min at 4°C, then washed with 30 volumes of 20 mM Tris–HCl (pH 7.0), 500 mM NaCl, 5% glycerol (v/v), 5 mM β-ME, and 10 mM imidazole. Enzymes were eluted with 20 mM Tris–HCl (pH 7.0), 500 mM NaCl, 5% glycerol (v/v), 5 mM β-ME, and 100 mM EDTA. Proteins were concentrated using Amicon^®^ (Merck, Darmstadt, Germany) and stored at 4°C for up to 1 month.

### *In vitro* transcription for methyltransferase activity assays

Following the manufacturer’s protocols, RNA was synthesized from a DNA template (Supplementary Table S5) using the HiScribe T7 High Yield RNA Synthesis Kit (NEB, Ipswich, MA, USA) and treated with DNase I (NEB, Ipswich, MA, USA) to eliminate DNA. The resulting RNA was purified and concentrated with a Monarch RNA Clean-up Kit (NEB, Ipswich, MA, USA), quantified, and stored at −80°C prior to further use. For methylation reactions, IVT RNA (50–200 pmol) was heated for 1 min at 95°C and then cooled on ice. The reaction was carried out for 10 min at 37°C in a buffer containing 20 mM potassium phosphate (pH 6.5), 50 mM NaCl, 5 mM β-ME, 1 U/μl murine RNase inhibitor (NEB, Ipswich, MA, USA), and 6 μg of pure enzyme (RlmJ/RlmF) or bovine serum albumin (NEB, Ipswich, MA, USA) as a control [38]. Finally, 0.5 μM *S*-adenosyl-l-[methyl-^3^H]-methionine (5–15 Ci/mmol; American Radiolabeled Chemicals, Inc., St Louis, MO, USA) was added to a total volume of 50 μl to start the reaction. After 10 min, the reaction was stopped using RNA binding buffer from the RNA Clean & Concentrator Kit (Zymo Research, Irvine, CA, USA) plus ethanol following the manufacturer’s protocol. Purified RNA was diluted in scintillation liquid, homogenized, and quantified in a Tri-Carb^®^ 2910 TR scintillation counter (PerkinElmer, Waltham, MA, USA). Previously reported methylated sites in the 23S rRNA were used as positive controls. For RlmJ, the positive control was a 28-nt fragment containing the A2030 position of the 23S rRNA with an additional 5′-GG sequence [39]. For RlmF, a 30-nt fragment from 1601 to 1631 of the *E. coli* 23S rRNA containing A1618 served as the positive control.

### SELECT for m^6^A detection

The single-base elongation- and ligation-based qPCR amplification method (SELECT) was conducted as previously described [40, 41]. Briefly, total RNA from WT or IVT samples was hybridized with 40 nM up/down primers (Supplementary Table S6), then combined with 5 μM dNTPs and 2 μl of 10× rCutSmart buffer (NEB, Ipswich, MA, USA) in a total reaction volume of 17 μl. For positions in the 23S rRNA, 100 ng of RNA was used; reactions for all other positions included 500 ng of RNA. The mixture was annealed sequentially at 90°C, 80°C, 70°C, 60°C, and 50°C for 1 min each, then at 40°C for 6 min. Subsequently, 3 μl of a ligation mixture containing 0.01 U of Bst 2.0 DNA polymerase (NEB, Ipswich, MA, USA), 0.5 U of SplintR ligase (NEB, Ipswich, MA, USA), and 10 nmol ATP was added. The mixture was incubated at 40°C for 20 min, then denatured at 80°C for 20 min. RT-qPCR was conducted with 4 μl of the product using 200 nM of SELECT-specific forward and reverse primers (Supplementary Table S2).

### IVT RNA control preparation

The IVT RNA control was prepared as previously described [42, 43] with some modifications. Briefly, 50 ng of polyadenylated tRNA/rRNA-depleted *E. coli* RNA was used as the starting material. VN and Strand-Switching primers from the cDNA-PCR Sequencing Kit (ONT, #SQK-PCS109) were used with Maxima H Minus Reverse Transcriptase (Thermo Fisher Scientific, Waltham, MA, USA) for RT and strand switching with the following parameters: 90 min at 42°C (one cycle), heat inactivation for 5 min at 85°C (one cycle), then holding at 4°C. The RT RNA sample (5 μl) was amplified using the LongAmp Taq 2× Master Mix (NEB, Ipswich, MA, USA) with IVT Nanopore T7 Fw and IVT Nanopore T7 Rv primers (Supplementary Table S7). The thermocycling conditions were as follows: initial denaturation for 30 s at 95°C (one cycle), denaturation for 15 s at 95°C (11 cycles), annealing for 15 s at 62°C (11 cycles), extension for 5 min at 65°C (11 cycles), and a final extension for 6 min at 65°C (one cycle), followed by holding at 10°C. The PCR product was treated with Exonuclease I (NEB, Ipswich, MA, USA) for 15 min at 37°C, followed by 15 min at 80°C to eliminate single-stranded products. DNA was purified using AMPure XP (Beckman Coulter, Brea, CA, USA) following the manufacturer’s instructions for the cDNA-PCR Sequencing Kit (ONT, #SQK-PCS109). The PCR product was used as the template for IVT with the HiScribe T7 High Yield RNA Synthesis Kit (NEB, Ipswich, MA, USA). Samples were then treated with DNase I and cleaned with the Monarch RNA Cleanup Kit (NEB, Ipswich, MA, USA) following the manufacturer’s protocol. RNA was polyadenylated with *E. coli* Poly(A) Polymerase (NEB, Ipswich, MA, USA) and cleaned with the Monarch RNA Cleanup Kit (NEB, Ipswich, MA, USA). Ribosomal 23S and 16S samples were prepared by amplifying the appropriate sequences from genomic *E. coli* DNA and adding the T7 sequence to the forward primer (Supplementary Table S7). IVT was performed following the manufacturer’s protocol for the HiScribe T7 High Yield RNA Synthesis Kit (NEB, Ipswich, MA, USA). Polyadenylated RNA was added to the IVT RNA control at a ratio of 1:1000.

### Nanopore sequencing

mRNA-enriched samples and IVT RNA controls were analyzed via DRS using the MinION platform (ONT, Oxford, UK). The DNase-treated, tRNA-depleted RNA samples were polyadenylated with *E. coli* Poly(A) Polymerase (NEB, Ipswich, MA, USA) for 30 min following the manufacturer’s protocol. Polyadenylation levels were assessed with Bioanalyzer chip gel electrophoresis and through evaluation of a size shift increase of ∼500 bp for the 23S and 16S rRNAs. rRNA was depleted as described above. Nanopore libraries were prepared with ∼200 ng of polyadenylated *E. coli* mRNA or IVT RNA following the manufacturer’s protocol (ONT, #SQK-RNA002). Each sample was sequenced on an individual MinION R9.4.1 flow cell.

### ONT data processing

Reads from ONT sequencing were basecalled using Guppy v6.5.7 (ONT, Oxford, UK) with the rna_r9.4.1_70bps_hac.cfg configuration file, and the two biological replicates of each sample type combined to form a single sample each. The total numbers of sequenced reads and bases passing quality control during basecalling, average read length, and N50 length were calculated with SeqKit [44]. Average Q scores were calculated with NanoPlot [45]. Minimap2 (v2.26) [46] was used for alignment to a modified version of the ensemble *E. coli* reference genome (Escherichia_coli_str_k_12_substr_mg1655_gca_000005845. ASM584v2) with duplicate tRNA and rRNA genes removed and to a comparably deduplicated transcriptome generated using the coordinates of transcriptional units, including 5′ and 3′ untranslated regions (UTRs) [47]. Mapped reads were divided into the following RNA types as annotated in the EnsemblBacteria cDNA and ncRNA FASTA files for *E. coli* str. K-12 substr. MG1655 (GCA_000 005 845): tRNA, rRNA, protein coding, nontranslating coding sequence, pseudogene, and noncoding RNA (ncRNA; comprising small RNA and small interfering RNA). Reads mapping to *ssrA* were classified as transfer–messenger RNA (tmRNA). The numbers of mapped reads and bases belonging to each RNA type and the numbers of unmapped reads and bases that passed quality control during basecalling were calculated with SeqKit [44]. For further analyses, aligned reads were filtered using SAMtools (v1.17) [48] to remove secondary alignments, then quantified using Salmon [49] and analyzed with ELIGOS [11] to identify putative modifications of all types. Aligned reads were also indexed and preprocessed with Nanopolish (v0.14) [50] before analysis with CHEUI [51] for detection of only m^6^A and m^5^C and analysis with Nanocompore [52] and DRUMMER [13] (in exome mode) for detection of all modification types. With the exception of a minimum read count of 20 in Nanocompore, all programs were run with default parameters. For differentially expressed gene (DEG) analysis, read counts from Salmon were imported into R using the “tximport” package [53], and DEGs were identified using DESeq2 (v1.38.3) [54]. Note, only genes that were present in at least three samples at a depth of at least 10 reads were considered for analysis. Significant DEGs were obtained by filtering the results based on *P*-value (≤.05), *q*-value (≤0.05), and log_2_(fold change) (≥2).

### Putative modification site analyses

#### Biotype annotations

Putative modification sites were classified as present within the tRNA, rRNA, ncRNA, coding sequence (CDS), 5′ UTR, 3′ UTR, or intergenic region using the annotated *E. coli* K-12 substr. MG1655 ASM584v2 reference genome (RefSeq #GCF_000005845.2) and the genomic coordinates of UTRs [47].

#### Thresholding

Precision–recall curves were generated for modifications in the rRNA and tRNA using a range of thresholds for each of several values generated by ELIGOS: the percent error of specific bases (%ESB) in the WT sample (ESB test), ESB in the IVT control sample (ESB control), the odds ratio (OddR), and the adjusted *P*-value. Precision and recall were also calculated for all possible combinations of the threshold values tested for these four parameters. For these analyses, recall was calculated using known modification sites only. Precision was calculated considering known modification sites ± 10 nt within continuous regions of putative modification sites as true signals due to the known noise caused by modifications in nanopore data. The final thresholds for the ESB test, ESB control, OddR, and *P*-value were selected by taking the combination of threshold values that resulted in the highest recall at a precision of ≥85% (i.e. error ≤15%). Where multiple values of a single parameter resulted in identical precision and recall values, the least restrictive threshold value was selected.

#### Modified region identification and characterization

The threshold values established as described above were applied to modification sites called by ELIGOS in all biotypes other than the tRNA and rRNA (namely the CDS, ncRNA, intergenic region, and 5′ and 3′ UTR). Due to the presence of known modification sites in the tRNA and rRNA, true modification sites could be distinguished from noise within regions of adjacent nucleotides in which all sites were called as modified by ELIGOS; because this was not possible for the other gene biotypes, each group of adjacent nucleotides in which every site was called as modified by ELIGOS was considered a single “signal region” in which one or more modifications were present. The distribution of modifications across a model gene transcript was determined by calculating the normalized relative location of each modification within the 5′ UTR, CDS, or 3′ UTR. The data were visualized with the R package ‘ggplot2’ [55].

### Statistical analyses

Differences between pairs of samples were assessed with an unpaired Student’s *t*-test. Gene Ontology (GO) enrichment was calculated with FUNAGE-Pro v2 [56].

## Results

### DRS using ONT

*Escherichia coli* MG1655 (WT) was grown to mid-exponential growth phase in LB medium at 37°C and RNA was extracted from two independent biological replicates. Due to the high abundance of tRNA and rRNA molecules, a tRNA/rRNA depletion strategy was applied (Fig. 1A). Specifically, tRNA was depleted using an RNA purification column, which can eliminate RNAs of <200 nt. The RNA was then polyadenylated, and 16S and 23S rRNAs were depleted using a specific oligo-based rRNA depletion kit to generate mRNA-enriched samples (“WT mRNA”) (Fig. 1A). At each step, the quantity and quality of RNA were assessed by RNA chip electrophoresis. tRNA depletion was evaluated based on the signal at 100 nt, and rRNA depletion was assessed based on the presence of peaks at ∼1500 nt (16S rRNA) and ∼2900 nt (23S rRNA) (Fig. 1A). The presence of 16S and 23S rRNA was also quantified in the WT mRNA samples via RT-qPCR; these samples contained 0.4%–0.6% and 0.1% of the 16S and 23S rRNA levels, respectively, of the nondepleted samples (Supplementary Fig. S1A).

**Figure 1.**
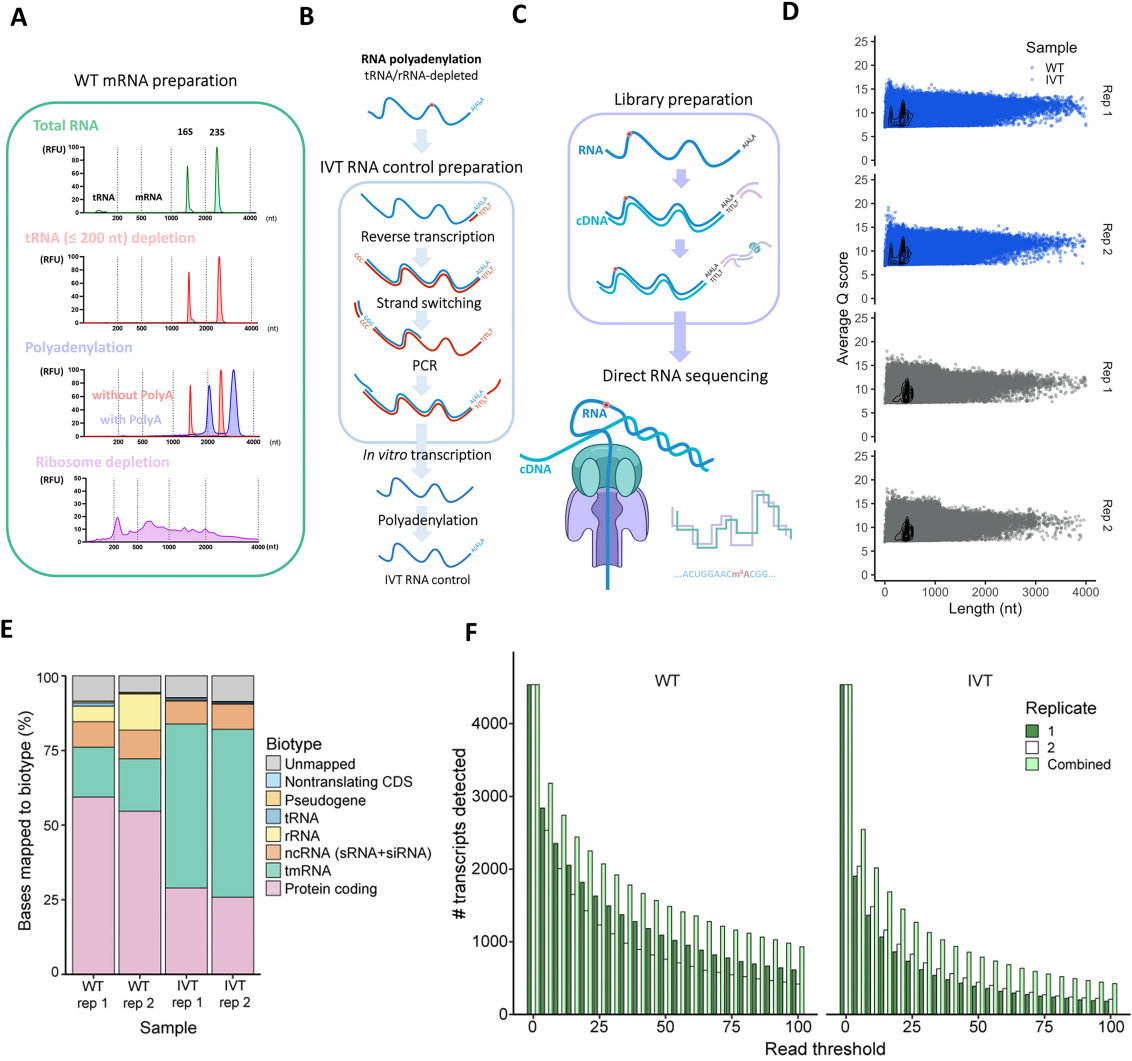
DRS of *E. coli*. (**A**) Electropherograms from each step of enriched mRNA preparation. (**B**) Preparation of the IVT *E. coli* RNA control. (**C**) Graphical illustration of the library preparation and Nanopore sequencing protocol. (**D**) Q score per read versus read length for the two biological replicate WT and IVT RNA samples. (**E**) Relative proportions of bases mapping to specific RNA types in the two biological replicate WT and IVT RNA control samples. sRNA, small RNA; siRNA, small interfering RNA. (**F**) Number of transcripts detected in the WT and IVT RNA samples across thresholds of the minimum read number.

As an unmodified RNA control, IVT RNA was prepared by adapting available protocols [42, 43] for use with prokaryotic samples (Fig. 1B). Specifically, polyadenylated (tRNA/rRNA-depleted) RNA (Supplementary Fig. S1B) was prepared and a single reverse primer was used to initiate RT of all molecules. A second primer was used to switch the strands and produce cDNA from *E. coli* RNA. The DNA was then amplified by PCR, incorporating the T7 promoter into the forward primer (Fig. 1B). The resulting PCR product was used as a template for IVT, yielding unmodified RNAs (Supplementary Fig. S1C and Fig. 1B). After a final polyadenylation step (Supplementary Fig. S1D and Fig. 1B), the samples were prepared for DRS on the ONT MinION platform (Fig. 1C). Two independent biological replicates of the WT mRNA and the IVT RNA control were sequenced individually. 

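The deposited processed data hold 1 library per condition, in which the authors combined the 2 biological replicates, so no spread between replicates could be computed and the 95% intervals given with the values cover counting error only. Salmon estimated reads were deposited per transcriptional unit, in which the genes of an operon share 1 entry; they were not normalized and summed to 1353512 in the WT and 836604 in the IVT RNA control. Shares of reads were computed from these deposited sums and not from the rounded numbers of mapped reads that the paper gives. The ELIGOS table for WT against IVT lists 5996 positions of the ASM584v2 genome with the error at specific bases (ESB, the fraction of base observations with a basecalling error) in both libraries, the odds ratio (OddR), the P-value of a Fisher exact test on the reads and its adjusted value. Only positions with an OddR of at least 1.2 and a P-value below 0.001 are in this table, so a missing position has no deposited ESB. Each ESB was computed by the authors over a window of 1, 3 or 5 nt, and the median depth at the listed positions was 648 reads in the WT and 277 in the IVT library. The Nanocompore and CHEUI tables give positions within each transcriptional unit, which were converted to genomic positions with the deposited coordinates of the units.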

The biological replicates showed a high degree of similarity in parameters such as Q scores and biotype distribution (Fig. 1D and E). One of the primary challenges in detecting RNA modifications is reaching a sufficient read depth for modification detection. We therefore assessed the number of unique RNAs that could be detected at a range of read depths from 1 to 100 in each biological replicate separately and in each sample type using combined biological replicates. At all read depths, the combined samples enabled detection of a greater number of RNAs than either of the biological replicate samples individually for both the WT and the IVT control (Fig. 1F). A single combined WT sample and a single combined IVT sample were therefore used in all further analyses. With respect to sequencing read abundance and quality, the combined IVT sample produced a total of ∼1.15 million reads with an average Q score of 9.2, and there were ∼1.6 million reads with an average Q score of 9.6 in the WT sample (Table 1 and Fig. 1D).

**Table 1.** Summary of data produced with ONT sequencing

Parameter	WT 37° rep1	WT 37° rep2	IVT rep1	IVT rep2	WT 45° rep1	WT 45° rep2	Δ*rlmF*Δ*rlmJ* rep1	Δ*rlmF*Δ*rlmJ* rep2
Total read number	897 041	706 660	523 595	629 379	659 947	792 751	1394 298	1019 458
Total base number	420 479 350	301 680 341	249 386 094	298 163 413	227 410 453	270 807 691	738 588 960	392 445 013
Average read length (nt)	469	427	476	474	345	342	530	385
N50 length (nt)	535	447	450	450	416	418	604	426
Average Q score	9.91	9.92	9.4	9.29	9.77	9.88	9.97	9.98
Mapped read proportion (%)	86.98	86.35	91.07	91.29	75.65	75.58	94.27	84.94
Mapped base proportion (%)	86.15	87.01	74.89	72.69	79.84	79.91	89.46	85.72
tRNA-mapped read proportion (%)	1.14	0.12	0.79	0.48	0.49	0.39	0.54	0.16
tRNA-mapped base proportion (%)	0.24	0.03	0.17	0.11	0.13	0.11	0.10	0.04
rRNA-mapped read proportion (%)	9.30	16.51	0.15	0.10	18.14	18.99	3.02	20.46
rRNA-mapped base proportion (%)	4.27	10.56	0.27	0.21	10.01	8.77	1.83	13.20
mRNA-mapped read proportion (%)	39.21	35.63	20.08	19.02	26.41	26.63	47.10	31.52
mRNA-mapped base proportion (%)	47.75	44.30	21.62	19.15	36.49	38.25	53.20	39.00

Sequencing reads were generated on the ONT MinION platform. Per-sample statistics were produced for each replicate. Heat-stressed samples are denoted “WT 45°” and *E. coli* Δ*rlmF*Δ*rlmJ* double mutants are denoted “Δ*rlmF*Δ*rlmJ*”.

The *E. coli* genome contains duplicate tRNA and rRNA genes encoding identical molecules that cannot be effectively distinguished from each other. Therefore, to ensure accuracy, reads were mapped to a modified version of the *E. coli* transcriptome [47] containing a single representative copy of each duplicate tRNA and rRNA gene. For example, only the 16S gene *rrsH* and the 23S gene *rrlH* were retained. Sequencing produced ∼1.3 million and ∼1.0 million reads from the WT and IVT RNA control samples, respectively, that could be mapped to this version of the *E. coli* transcriptome (Table 1). Per-gene sequencing read depths were quantified with Salmon [49]. In the WT sample, 45% of the 83% of reads mapping to the *E. coli* transcriptome corresponded to protein-coding regions (Fig. 1E and Table 1). 

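In the WT sample, 1630 transcriptional units (61.5% of all units) had at least 20 Salmon estimated reads, and 1582 of these contain a protein-coding gene. A minimum of 10 reads was met by 1945 units and a minimum of 50 reads by 1133. When the annotated genes in the units were counted in place of the units, a choice made after the data were seen, 3080 of the 4650 genes of the reference annotation (66.2%) lay in a unit with at least 20 reads.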

Approximately 2154 transcripts (49.4% of all unique *E. coli* RNAs) were present in the WT sample at a depth of 20 or more reads (Fig. 1F), which has been reported as the minimum depth required to accurately analyze RNA modifications [11]. 

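The gene *ssrA*, at positions 2755593 to 2755955 of the genome, was assigned 334738 reads in the WT sample, which is 24.7% of all assigned reads (exact binomial 95% interval 24.7 to 24.8). Among reads outside rRNA and tRNA units its share was 29.9%. The unit with the second highest share, 11.2%, contained *rnpB*, and the 10 most abundant units together held 59.7% of the reads. Units with a protein-coding gene held 57.0% of the reads, or 45.9% without the unit that also holds *rnpB*; rRNA held 15.2%, tRNA 2.16% and ncRNA units without *rnpB* 0.365%.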

Of the non-mRNAs, the tmRNA (*ssrA*) was the most highly abundant transcript, accounting for ∼25% of all reads in the WT sample (Fig. 1E). This was significantly more than the ∼10–15% previously detected with Illumina sequencing [57]. rRNAs and tRNAs accounted for ∼15% and ∼1%, respectively, of all reads in the WT. In the IVT RNA control, 19.5% of reads mapped to mRNA sequences, corresponding to 1379 transcripts (31.6%) that were present at a sufficient sequencing depth for further analyses (Fig. 1F). 

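In the IVT library, units with a protein-coding gene held 15.6% of the assigned reads, and 597 units (22.5%) had at least 20 reads, 564 of them with a protein-coding gene. There were 895 units at a minimum of 10 reads and 337 at a minimum of 50. Counted as genes, a choice made after the data were seen, 1280 (27.5%) lay in a unit with at least 20 reads. Units on the minus strand held 1.39% of the IVT reads, compared with 32.1% of the WT reads. Apart from *ssrA*, 530 of the units with at least 20 reads lay on the plus strand and 66 on the minus strand.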

Of the RNAs that were not present at a sufficient sequencing depth, there was no statistically significant difference in RNA size between the IVT and WT samples (Supplementary Fig. S1E). 

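For *ssrA*, 693956 reads were assigned in the IVT library, a share of 82.9% (exact binomial 95% interval 82.9 to 83.0). The assigned reads of this library include few on units of the minus strand, which limits this share as a measure of the library. Leaving out rRNA and tRNA units gave 84.0%. As a share of all sequenced reads in Table 1, mapped or not, a choice made after the data were seen, it was 60.2%. The second most abundant unit in this library was *lpp* with 1.74% of the reads. The rRNA and tRNA shares were 0.481% and 0.728%, respectively.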

Notably, the IVT RNA control sample had a very high level of tmRNA (∼60% of all reads), a serious distortion of the true abundance of this RNA *in vivo*. The increased abundance in the IVT samples was likely due to the presence of a poly(A) tail in the tmRNA. rRNAs and tRNAs accounted for 0.12% and 0.62%, respectively, in the IVT RNA control sample; the rRNA abundance in the final sample was dependent on the amount spiked in after IVT (see the “Materials and methods” section). Even at this low read depth, at least 31 (67.4%) of the 46 unique *E. coli* tRNA molecules with known modifications were detected at a read depth of at least 20 in both the WT and IVT RNA control samples, indicating that the numerous known modifications in the tRNA and rRNA (in addition to those in other regions) could be used to validate our sequencing results.

### Detection of known RNA modifications in *E. coli*

We first searched for known modifications in the mRNA using ELIGOS [11], which identifies nucleotide modifications by comparing the %ESB produced during nanopore sequencing of a modified WT RNA sample with those in an unmodified IVT control; the proportion of %ESB in the WT compared with the IVT sample is referred to as the OddR. A recent study using Pseudo-seq demonstrated the presence of 44 Ψ sites in *E. coli* mRNAs [18]. 

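The Ψ site in the CDS of *acnB*, at genomic position 133695, was listed with an ESB of 0.739 in the WT (479 reads) and 0.106 in the IVT control (85 reads), an OddR of 23.8. The other sites were located by the U and its nearest bases in the sequence contexts of the paper's supplementary figure, and not by the whole context. A match was sought only among listed Us in or near each gene, and the match with the highest ESB was taken. The OddR was 12.7 for *rpsQ*, 7.44 for *tufA*, 2.82 for both *secY* and *ptsI*, 2.77 for *rpsA*, 2.28 for *rplA*, 2.01 for *tufB* and 1.46 for *fimA*. For *fimA*, the match lies 69 nt upstream of the annotated CDS, so it may be another site than the paper's. All 9 sites had an authors' adjusted P-value of at most 0.05, with ESB values from 0.0826 to 0.739. The 3 sites in *acnB*, *rpsQ* and *tufA* also passed the later thresholds of an ESB of at least 0.1 and an OddR of at least 3.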

Using ELIGOS, we were able to identify nine of these sites, which were in the CDSs of *rplA*, *tufB*, *acnB*, *rpsQ*, *tufA*, *secY*, *rpsA*, *ptsI*, and *fimA* (Supplementary Fig. S2A). Moreover, the known tmRNA modifications at positions 341 (m^5^U) and 342 (Ψ) [58, 59] of *ssrA* were detected in our dataset (Supplementary Fig. S2B).

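Position 341 of *ssrA* (genomic position 2755933) had an ESB of 0.367 in the WT and 0.0597 in the IVT control, an OddR of 9.14 over a window of 3 nt. At position 342 (genomic position 2755934), the ESB was 0.956 (Wilson 95% interval 0.951 to 0.960; 8342 reads) in the WT and 0.0365 (7238 reads) in the control, an OddR of 575 over a window of 1 nt. Because the window at position 341 includes position 342, the 2 values are not independent.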

Depletion protocols are not 100% effective in removing tRNAs and rRNAs. We therefore took advantage of the presence of tRNAs and rRNAs remaining in our samples by analyzing known modifications in these reads. Importantly, the tRNA read depths were comparable between our samples and those from a prior publication describing analysis of solely tRNAs [60]. Furthermore, coverage across the entire rRNA was more than sufficient for accurate detection of modifications. Comparing the WT signal to the systemic sequencing noise (as determined with the IVT RNA control), 59.7% of all known modifications in the rRNA and tRNA produced signals that were detectable with ELIGOS (Fig. 2A). In a previous study, it was shown that the modification types m^6^A, 1-methyladenosine, 5-methoxyuridine, Ψ, m^7^G, inosine (I), 5-hydroxymethylcytidine, and 5-formylcytidine can be detected with ELIGOS, but m^5^C cannot [11]. Similarly, we were able to detect signals for 25 of the 34 different types of modifications described in *E. coli* rRNA and tRNA, but the modification types s^4^U, 2-thiocytidine (s^2^C), m^5^C, 5-methylaminomethyluridine (mnm^5^U), 2-lysidine, *N*^6^-methyl-*N*^6^-threonylcarbamoyladenosine (m^6^t^6^A), *N*^6^-isopentenyladenosine (i^6^A), and m^4^Cm were not detected.

**Figure 2.**
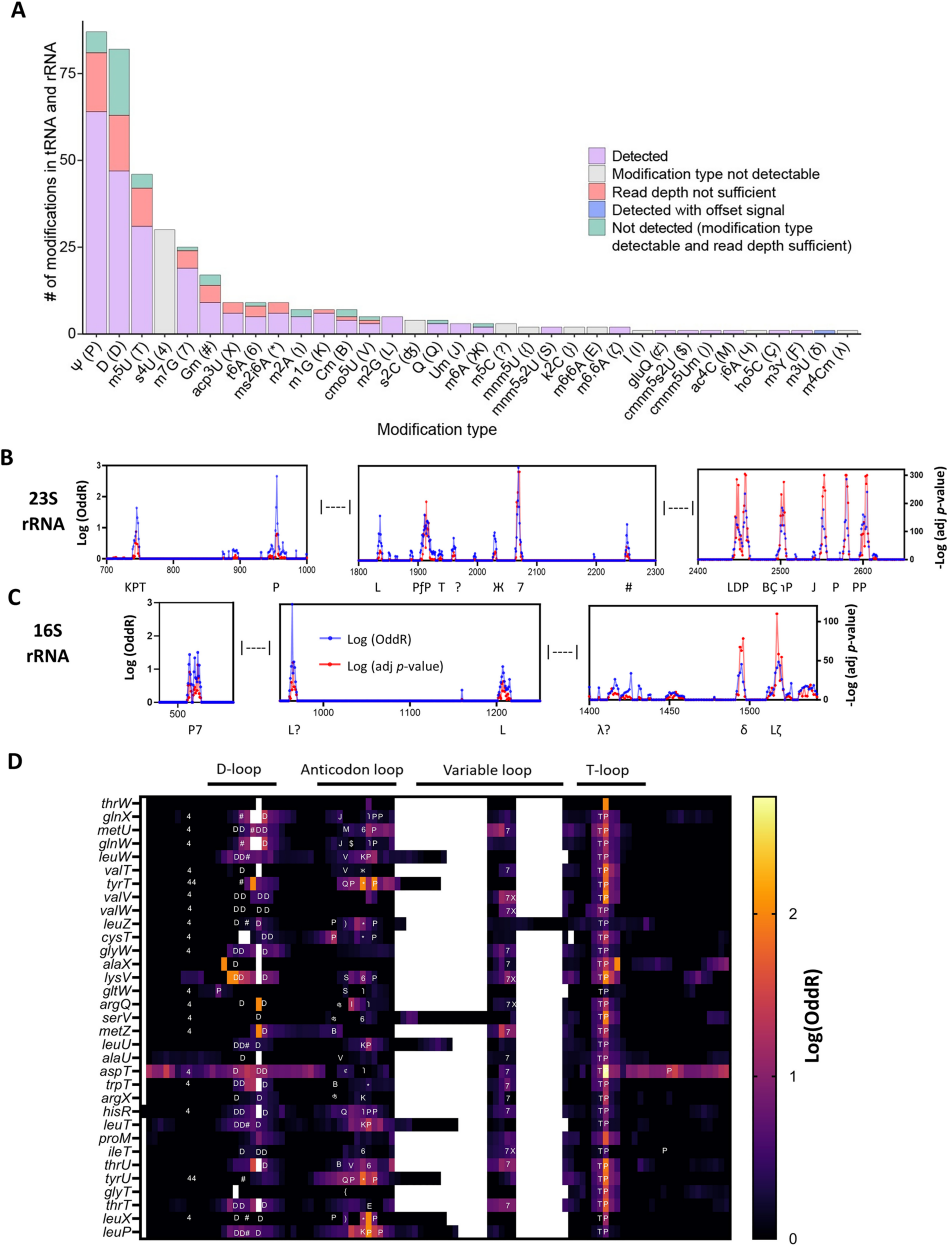
Detection of known tRNA and rRNA modifications. WT *E. coli* RNA and the IVT RNA control were processed with DRS and analyzed using ELIGOS. Putative modification sites were compared with the set of all known modifications in the *E. coli* tRNA and rRNA as published in MODOMICS [52]. (**A**) Overview of known tRNA and rRNA modifications. "Detected" indicates a modification that was detected at the known modified site, "Modification type not detectable" indicates a modification type that is not known to be detectable with ELIGOS, "Read depth not sufficient" indicates a modification in an RNA that was not present at a sufficient sequencing depth (≥20 reads), "Not detected" indicates a modification of a type that is detectable with ELIGOS and within an RNA that was present at a sufficient sequencing depth but was not detected, and "Detected with offset signal" indicates a modification that was detected through a signal that was offset from the known modification site. Negative log-transformed adjusted (adj) *P*-value and log-transformed OddR values at sites across the (**B**) 23S and (**C**) 16S rRNAs. Modification types are shown below the graph. (**D**) Log-transformed OddR values at sites across the 33 tRNAs in which modification signals were detected with ELIGOS. Symbols associated with the modification types are consistent with those used in the MODOMICS database [52]: D, dihydrouridine (D); *, 2-methylthio-*N*^6^-isopentenyladenosine (ms^2^i^6^A); ʤ, 2-thiocytidine (s^2^C); /, 2-methyladenosine (m^2^A); 4, 4-thiouridine (s^4^U); V, uridine 5-oxyacetic acid (cmo^5^U); M, *N*^4^-acetylcytidine (ac^4^C); ), 5-carboxymethylaminomethyl-2′-*O*-methyluridine (cmnm^5^Um); $, 5-carboxymethylaminomethyl-2-thiouridine (cmnm^5^s^2^U); S, 5-methylaminomethyl-2-thiouridine (mnm^5^s^2^U); {, 5-methylaminomethyluridine (mnm^5^U); K, 1-methylguanosine (m^1^G); 6, *N*^6^-threonylcarbamoyladenosine (t^6^A); P, pseudouridine (Ψ); T, 5-methyluridine (m^5^U); L, *N*^2^-methylguanosine (m^2^G); Ƒ, 3-methylpseudouridine (m^3^Y); ?, 5-methylcytidine (m^5^C); E, *N*^6^-methyl-*N*^6^-threonylcarbamoyladenosine (m^6^t^6^A); Ж, *N*^6^-methyladenosine (m^6^A); 7, 7-methylguanosine (m^7^G); J, 2′-*O*-methyluridine (Um); #, 2′-*O*-methylguanosine (Gm); B, 2′-*O*-methylcytidine (Cm); Ç, 5-hydroxycytidine (ho^5^C); ɿ, 2-methyladenosine (m^2^A); λ, *N*^4^,2′-*O*-dimethylcytidine (m^4^Cm); δ, 3-methyluridine (m^3^U); ζ, *N*^6^,*N*^6^-dimethyladenosine (m^6,6^A); ⊄, glutamyl-queuosine (gluQ); Q, queuosine (Q); and X, 3-(3-amino-3-carboxypropyl)uridine (acp^3^U).

After controlling for sequencing noise based on the IVT sample, we identified 31 out of 36 known rRNA modifications (86.1%) in the WT mRNA sample. However, excluding the types of modifications that are not known to be detectable with ELIGOS left 32 known rRNA modifications; i.e. 96.8% of the expected modifications were detected (Fig. 2A). m^6^A (Ж) could be detected at position 2030 but not at position 1618 of the 23S rRNA (Fig. 2B and C), which is consistent with a previous report [17]. It was not possible to identify m^5^C (?) at C967/C1407 of the 16S rRNA or C1962 of the 23S rRNA, or to detect m^4^Cm (λ) at position 1402 of the 16S rRNA (Fig. 2C), presumably because the signal alterations produced by m^5^C and m^4^Cm were not strong enough to be classified as errors during basecalling [11]. 

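A known rRNA position was counted as detected when it was in the ELIGOS table with an adjusted P-value of at most 0.05. This held for 32 of the 36 known positions (88.9%, Wilson 95% interval 74.7 to 95.6). A stricter threshold (OddR of at least 2.5 and adjusted P-value of at most 0.00001) gave 29, and accepting a listed position within 5 nt gave 35. Of the 3961 rRNA positions more than 10 nt away from any known modification, 377 (9.52%) were in the table. The highest OddR among the known positions was 885 at m7G2069 of the 23S rRNA, where the ESB was 0.927 in the WT and 0.0140 in the IVT control.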

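At A2030 of the 23S rRNA (genomic position 227788), the ESB was 0.130 in the WT (3577 reads) and 0.0298 in the IVT control (425 reads), an OddR of 4.85 over a window of 3 nt. A1618 (genomic position 227376) was not in the table, and the nearest listed position lay 11 nt upstream.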

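C967 of the 16S rRNA was listed with an ESB of 0.475 in the WT and 0.0763 in the IVT control, an OddR of 10.9. The adjacent m2G966 was listed with an OddR of 16.4 and ESB values of 0.421 and 0.0424. C1962 of the 23S rRNA was listed with an ESB of 0.110 against 0.0499, an OddR of 2.36 over a window of 5 nt. Neither C1402 nor C1407 of the 16S rRNA was listed; the nearest listed positions were 2 nt and 1 nt upstream, respectively.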

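At U1498 of the 16S rRNA (genomic position 225268), no value was listed in the 37°C sample. Each position from 1492 to 1497 was listed. At A1493, 5 nt upstream of U1498, the ESB was 0.0789 in the WT and 0.0142 in the IVT control, an OddR of 5.95. The highest OddR of these positions was 13.7 at U1495, 3 nt upstream, with ESB values of 0.430 and 0.0523.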

Notably, m^3^U (δ) modification of the 16S rRNA did not produce a signal at the known modification site (position 1498), but did produce an offset signal 5-nt upstream (Fig. 2A and C and Supplementary Fig. S3A). 

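The known tRNA positions 54 (m5U) and 55 (Ψ) can be placed in every tRNA by their distance from the 3′ end, and were examined in the 33 tRNAs with at least 20 reads in both libraries. Position 54 was listed with an adjusted P-value of at most 0.05 in 30 tRNAs (90.9%, Wilson 95% interval 76.4 to 96.9) and position 55 in 32 (97.0%, 84.7 to 99.5). With an OddR of at least 2.5 and an adjusted P-value of at most 0.00001, position 54 was found in 66.7% of the tRNAs. The other known tRNA positions, which need a tRNA-by-tRNA list of modifications, were not counted here.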

In the tRNA, we were able to detect signals in 198 out of all 346 known modification sites (57.2%) (Fig. 2D and Supplementary Fig. S3B). Considering only the modifications that are known to be detectable with ELIGOS and the tRNAs that were present at a sufficient sequencing depth in our dataset (72.7% of the unique tRNA molecules with known modifications), we were able to detect 83.2% of known tRNA modifications (Supplementary Fig. S3B). Overall, these findings confirmed the validity of our approaches for RNA modification detection.

We next benchmarked the performance of Nanocompore [52] and DRUMMER [13] using the set of all known modification sites in the *E. coli* tRNA and rRNA [61]. In the Nanocompore results, putative modification sites were considered only if they had a *P*-value <.05 from the Gaussian mixture model (GMM) logit test or from the Kolmogorov–Smirnov test for current intensity or dwell time; sites in the DRUMMER results were considered if they had an OddR ≥1.5 and adjusted *P*-values <.05 for the G-test and the OddR. In total, Nanocompore detected 24.9% of the expected tRNA and rRNA modifications (Supplementary Fig. S4A); after exclusion of RNAs that were not present at a depth of ≥20 reads, Nanocompore identified 32.4% of the known tRNA and rRNA modifications. 

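For the rRNA part of this comparison, a known position was counted when the GMM logit, KS intensity or KS dwell time P-value was below 0.05 in any 5-mer that holds the base. All 36 known rRNA positions met this rule (Wilson 95% interval 90.4 to 100%), as did 32.9% of the 3958 rRNA positions more than 10 nt away from a known modification. With the GMM logit P-value alone at a threshold of 0.01, 29 of the 36 positions were counted.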

DRUMMER detected just 7.9% of the expected tRNA and rRNA modifications (Supplementary Fig. S4B). Excluding RNAs that were not present at a sufficient read depth, this increased to 10.2%. Thus, ELIGOS showed superior performance compared with the other two programs we tested that are capable of detecting a range of modification types, and ELIGOS results were prioritized for further analyses.

### Detection of m^5^C in *E. coli* RNA

Previous studies have evaluated the presence of m^5^C in *E. coli* RNA using bisulfite treatment coupled with RT and DNA sequencing [62]. Using this strategy, known m^5^C sites have been detected at positions 967 and 1407 of the 16S rRNA and 1962 of the 23S rRNA, but due to a lack of sequencing depth in the CDS, the presence of m^5^C in *E. coli* mRNA could neither be confirmed nor refuted [62]. Although ELIGOS is also unable to detect m^5^C modifications, another program developed for the analysis of nanopore data, CHEUI, does not have this limitation [51]. CHEUI can be run in CHEUI-diff mode to evaluate the differences between paired samples (e.g. WT compared with IVT RNA or a mutant sample) or in CHEUI-solo mode to calculate the probability that a given 9-mer is modified. Here, a comparison of the WT mRNA to the IVT RNA control was performed with CHEUI-diff using thresholds of stoichiometry difference ≥0.1 and adjusted *P*-value ≤.05 (Fig. 3A). Samples were also processed individually with CHEUI-solo, considering only sites with a probability ≥0.9999 in the WT and <0.999 in the IVT RNA control. 

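The CHEUI-diff m5C table for WT against IVT covers 79076 9-mers, and its rank-sum P-values were adjusted here by the Benjamini-Hochberg method over all of them. A higher stoichiometry in the WT past the thresholds was found at 344 9-mers, and 7 of these also met the CHEUI-solo probabilities. The stoichiometry differences were 0.739 at C967 of the 16S rRNA, 0.832 at C1961, 0.798 at C1962, 0.865 at C2498, 0.877 at C2499 and 0.841 at C2501 of the 23S rRNA, and 0.400 at C56 of *thrU* (genomic position 4175443). At *thrU* C56, the stoichiometry was 0.935 in the WT and 0.535 in the IVT control. Lowering the WT probability to 0.999 gave 21 9-mers, 7 of them outside rRNA and tRNA, and lowering it to 0.99 gave 51, with 24 outside. The 415 units tested with CHEUI-diff comprised 411 on the plus strand and 4 on the minus strand.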

Seven 9-mers were detected using this approach (Fig. 3B): the known m^5^C modification at position 967 of the 16S rRNA, the known m^5^C modifications at site 1962 of the 23S rRNA and the adjacent C (Fig. 3A), ho^5^C at site C2501 of the 23S rRNA, 2′-*O*-ribose (Cm) at site C2498 of the 23S rRNA and the adjacent C (Fig. 3A), and site 56 in the tRNA *thrU* (genomic position 4175 443). The signal in *thrU* was presumably produced by nearby known modifications, namely the previously reported modifications at the side of the T-loop (sites 54 and 55). Using less stringent thresholds, the m^4^Cm at position 1402 of the 16S rRNA could be detected with CHEUI m^5^C (stoichiometry difference 0.51, adjusted *P*-value 3.87 × 10^–32^, and probability 0.999), as could the m^5^C at site C1407 of the 16S rRNA (stoichiometry difference 0.42, adjusted *P*-value 2 × 10^–11^, and probability 0.989). 

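C1402 had a stoichiometry difference of 0.516 and a WT probability of 0.992; C1407 had a difference of 0.425 and a WT probability of 0.989. Benjamini-Hochberg adjustment of the rank-sum P-values in the authors' table gave 6.9e-32 for C1402 and 9.3e-14 for C1407. The neighbouring C1403 and C1404 had differences of 0.564 and 0.532, which are larger than those of C1402 and C1407.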

The stoichiometry values predicted from nanopore sequencing of the WT and IVT RNA control samples and the calculated stoichiometry differences were plotted for the regions surrounding known m^5^C sites in *E. coli* at positions 967 (Fig. 3C) and 1407 (Fig. 3D) of the 16S rRNA and 1962 of the 23S rRNA (Fig. 3E). These well-characterized modifications could be clearly distinguished from background noise using the stoichiometry predictions generated with CHEUI. Furthermore, consistent with previous results from bisulfite sequencing [62], m^5^C methylation levels were lower at the 16S rRNA position 1407 than at the 16S position 967 or the 23S rRNA position 1962 (Fig. 3D). This recapitulation of earlier findings demonstrates the reliability of our approach for detecting RNA modifications.

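The WT stoichiometry predicted by CHEUI was 0.710 at C1407 (coverage 11211 reads), 0.761 at C967 (1783 reads) and 0.937 at C1962 (1889 reads). With the coverage taken as the number of reads, the Wilson 95% intervals were 0.702 to 0.719, 0.741 to 0.780 and 0.925 to 0.947, respectively. The stoichiometries are not whole counts of the coverage, so fewer reads may enter them and these intervals can be too narrow. In the IVT control, where these positions are unmodified, the predicted stoichiometry was 0.286 at C1407, 0.0225 at C967 and 0.139 at C1962. From the detection of the known sites and the lower level at C1407, the paper concludes that its approach for detecting RNA modifications is reliable.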

**Figure 3.**
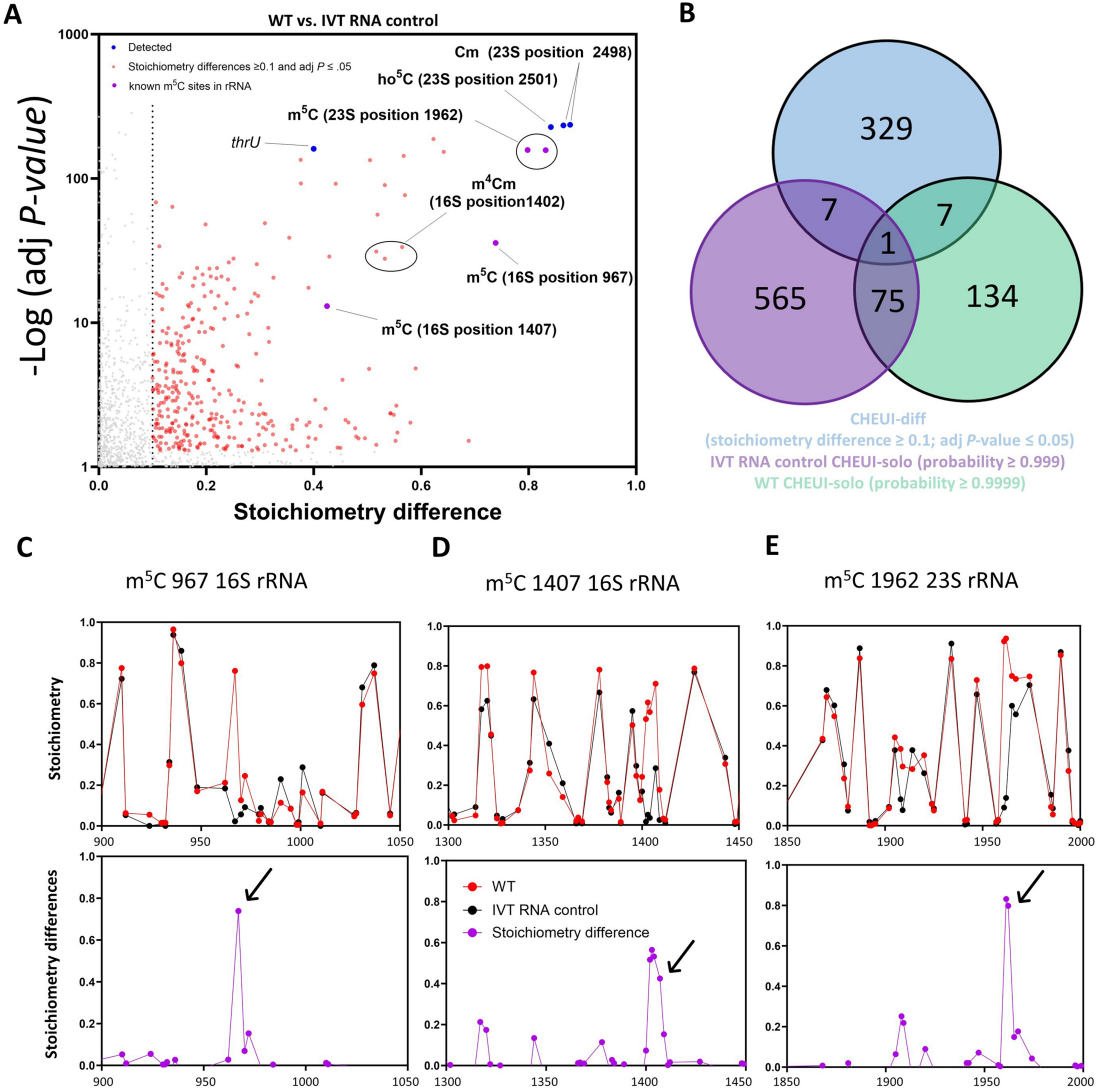
Detection of m^5^C in *E. coli* RNA. (A, B) WT *E. coli* RNA and IVT RNA control samples were processed with DRS and analyzed using CHEUI-diff for m^5^C. Each sample was also analyzed using CHEUI-solo. (**A**) CHEUI-diff data for m^5^C in a comparison of WT *E. coli* RNA with the IVT RNA control. Each point represents a 9-mer. "Stoichiometry differences ≥0.1 and adj *P* ≤ .05" correspond to 9-mers with significant differences in stoichiometry at a threshold of ≥0.1 and adj *P* ≤ .05; "Detected" represent positions that were identified with CHEUI-solo at a probability ≥.9999 in the WT sample, and a probability ≤.999 in the IVT sample and with CHEUI-diff at a stoichiometry difference ≥0.1 and adj *P* ≤ .05; and "known m^5^C sites in rRNA" represent m^5^C sites at the 967 and 1407 positions of the 16S rRNA and position 1962 of the 23S rRNA. (**B**) Total numbers of 9-mers identified with CHEUI-diff in the comparison of WT *E. coli* to the IVT RNA control, with CHEUI-solo in the IVT RNA control, and with CHEUI-solo in WT *E. coli* RNA. (C–E) Upper panels: CHEUI-diff stoichiometry values for m^5^C in the comparison of WT *E. coli* with IVT RNA at each 9-mer in the 16S and 23S rRNAs transcripts. Lower panels: Stoichiometric differences at each position in the 16S and 23S rRNAs transcripts. Graphs are shown for a region of 150 nt around three known modified positions: (**C**) m^5^C at position 967 of the 16S rRNA, (**D**) m^5^C at position 1407 of the 16S rRNA, and (**E**) m^5^C at position 1962 of the 23S rRNA. Arrows indicate 9-mers containing known modified nucleotides.

### Detection of m^6^A in *E. coli* RNA

To evaluate m^6^A (the most prevalent mRNA modification in eukaryotes) in prokaryotic mRNA, mutants lacking the previously identified *E. coli* m^6^A rRNA methyltransferase genes *rlmF* [63] and *rlmJ* [39] were generated. We also examined the mutant *trmM*, which lacks the gene encoding the methyltransferase responsible for m^6^A methylation of the tRNA^Val^ position A37 [64]. MS was used to quantify m^6^A contents in rRNA + mRNA (tRNA-depleted) samples of several *E. coli* strains: the WT, the single mutants Δ*rlmF*, Δ*rlmJ*, and Δ*trmM*, the double mutant Δ*rlmF*Δ*rlmJ*, and Δ*rlmF*Δ*rlmJ* complemented in *cis* with *rlmF* and *rlmJ*. The WT strain and the complemented mutant had similar m^6^A levels (Fig. 4A). The single deletion mutants Δ*rlmF* and Δ*rlmJ* showed half the methylation levels of the WT strain, and m^6^A was barely detectable in the double deletion mutant (Fig. 4A). The Δ*trmM* mutant had similar m^6^A contents as the WT, suggesting that TrmM did not play a role in rRNA or mRNA methylation. To confirm the functionality of TrmM, tRNAs (<200 nt) were purified from WT and Δ*trmM E. coli*; the mutant showed an eight-fold decrease in tRNA m^6^A levels compared with the WT strain, confirming its role as a tRNA m^6^A methyltransferase (Supplementary Fig. S5A) and supporting a lack of TrmM involvement in rRNA or mRNA methylation.

**Figure 4.**
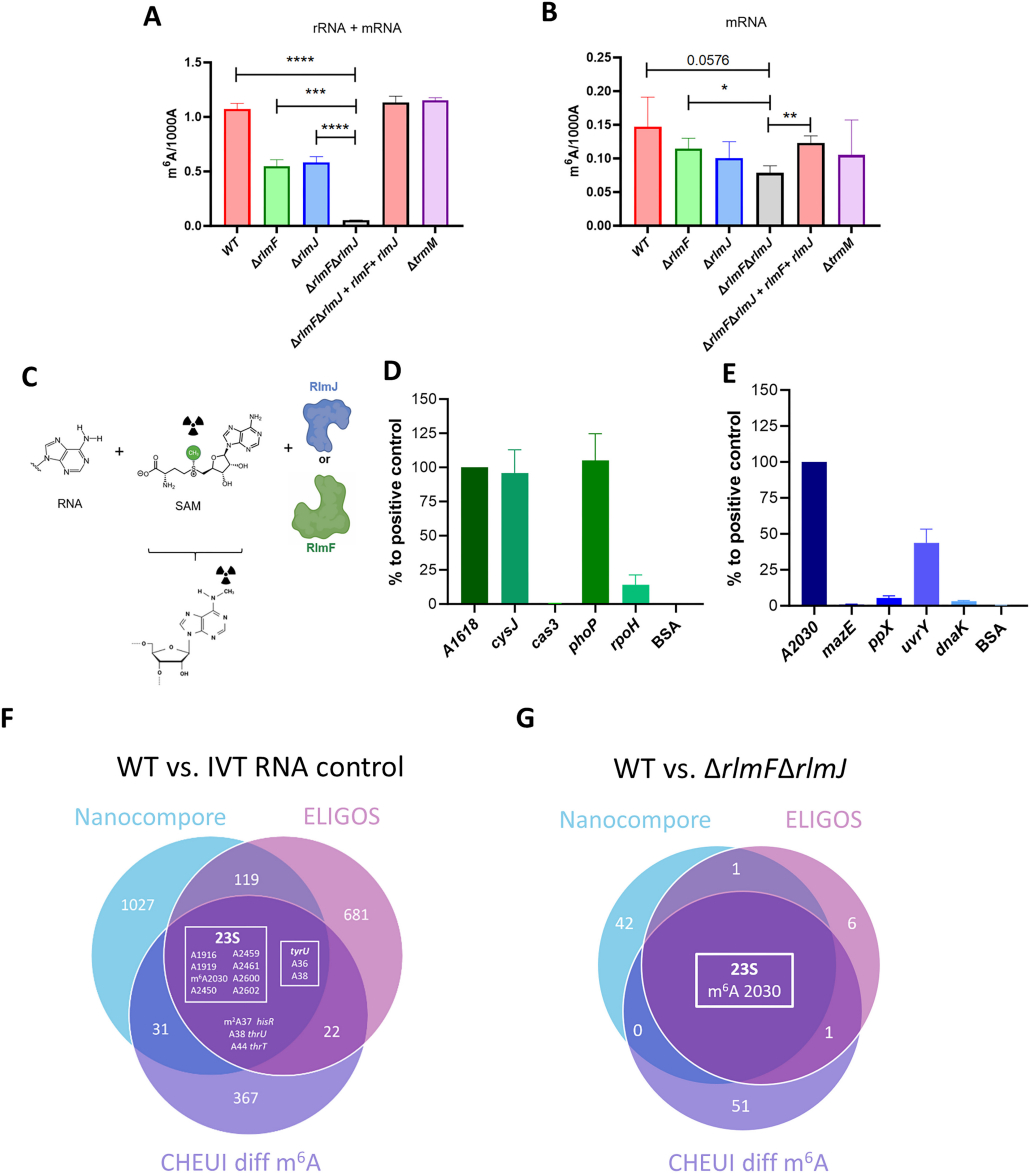
Detection of m^6^A in *E. coli*. (A, B) Total RNA samples were purified from WT *E. coli*; the single mutants Δ*rlmF*, Δ*rlmJ*, and Δ*trmM*; the Δ*rlmF*Δ*rlmJ* double mutant; and the Δ*rlmF*Δ*rlmJ + rlmF + rlmJ* complementation strain. tRNA was depleted from total RNA to obtain rRNA + mRNA samples and both tRNA and rRNA were depleted from total RNA to produce mRNA-enriched samples (mRNA). m^6^A levels were measured via MS in (**A**) rRNA + mRNA (tRNA-depleted) samples and (**B**) mRNA-enriched (tRNA-/rRNA-depleted) samples. Data are presented as the number of m^6^As per 1000 nonmodified As (1000 A). *P < .05, **P < .01, ***P < .001, ****P < .0001; ns, not significant (unpaired Student’s *t*-test). (**C**) Graphical illustration of the *in vitro* methylation protocol. Methyltransferase activity of purified (**D**) RlmF and (**E**) RlmJ. IVT RNAs of 100–300 nt were generated for *cysJ*, *cas3*, *phoP*, *rpoH*, *mazE*, *ppX*, *uvrY*, and *dnaK*, each of which contained an expected modification site; 30-nt RNAs containing As in the appropriate sequence context were also generated for the 23S rRNA positions 2030 and 1618. Unique and overlapping putative modification sites identified in WT *E. coli* RNA compared with RNA from (**F**) the IVT control and (**G**) Δ*rlmF*Δ*rlmJ* mutants using Nanocompore, ELIGOS, and CHEUI-diff for m^6^A.

METTL16 is an RlmF homolog [65] that has been shown to methylate MAT2A mRNA and U6 small nuclear RNA in eukaryotes [66]. Because transcription and translation occur in a single compartment in prokaryotes, we tested whether one of these methyltransferases could also methylate mRNA in *E. coli*. As described above, mRNA was enriched through tRNA/rRNA depletion (Fig. 1A); rRNA was reduced to maximum levels of 1% (16S rRNA) and 0.3% (23S rRNA) of the total RNA (Supplementary Fig. S5B and C), indicating successful mRNA enrichment. Samples from WT *E. coli*, the complemented Δ*rlmF*Δ*rlmJ* mutant, and the Δ*trmM* mutant showed comparable m^6^A levels (Fig. 4B). In the mRNA of the Δ*rlmF*Δ*rlmJ* double deletion mutant, we detected 0.078 m^6^A per 1000 A, compared with 0.147 m^6^A per 1000 A in the WT mRNA (Fig. 4B). This suggested that the rRNA methyltransferases RlmF and RlmJ, but not TrmM, may be partially responsible for methylation of *E. coli* mRNA *in vivo*.

Next, *in vitro* methylation assays were performed to evaluate whether these methyltransferases could methylate additional sequences beyond those previously reported in the rRNA. First, the *in vitro* activities of purified RlmF and RlmJ (Fig. 4C) were measured using fragments of 23S rRNA containing known methylation sites as positive controls. Specifically, a previously reported 28-nt fragment containing A2030 of the 23S RNA with an additional 5′-GG sequence [39] was used to test RlmJ activity. Similarly, a 30-nt fragment from 1601 to 1631 of the *E. coli* 23S rRNA (containing the known modification site A1618) was used as the positive control for RlmF activity. After confirming that the two enzymes could methylate the positive controls (Fig. 4D and E), we examined their activity on various *in vitro*-synthesized RNA oligos corresponding to genes containing the sequences CACAGG or GUGAAGA (the consensus sequences for RlmF and RlmJ, respectively). The results indicated that RlmF was indeed able to methylate As in sequences containing the consensus motif: *cysJ* (214 nt) and *phoP* (251 nt) were methylated at levels comparable to the positive control A1618 (Fig. 4D). A sequence derived from *rpoH* (239 nt) was methylated, albeit at a lower level than the rRNA-derived positive control sequence (Fig. 4D). RlmJ was able to methylate the 241-nt *uvrY-*derived sequence at intermediate levels and the *ppX* (188 nt) and *dnaK* (262 nt) sequences at a low level (Fig. 4E). Fragments derived from *cas3* (243 nt) and *mazE* (177 nt) were not methylated, although they contained the appropriate motifs (Fig. 4D and E). We also found that RlmF had greater and faster methylation activity than RlmJ (Supplementary Fig. S5D and E). Overall, these results indicated that RlmJ and RlmF could methylate *E. coli* mRNA sequences *in vitro*, but this activity was not confirmed *in vivo*.

To detect m^6^A in *E. coli*, sequenced WT and IVT RNA control samples were compared to identify m^6^A positions throughout the *E. coli* transcriptome. Several algorithms have been developed to detect m^6^A in RNA sequenced with ONT [67]. We compared three programs that are able to distinguish m^6^A modifications independent of sequence context using different features: ELIGOS, which is based on modification-induced basecalling errors [11]; Nanocompore, which identifies modifications based on the electric currents generated during nanopore sequencing [52]; and CHEUI-diff m^6^A, which implements a two-stage neural network [51].

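At these thresholds, ELIGOS called 839 positions in WT against IVT, 160 of them A. Nanocompore called 1185 positions, counted at any base, and CHEUI-diff m6A called 433 As. Exactly the same position was called by all 3 programs at 13 As, of which 8 are in the 23S rRNA and 5 in tRNAs, and none in any other RNA. The count moved most when the calls were allowed to lie within 2 nt of each other, which gave 31 sites, 4 of them outside rRNA and tRNA. With a Nanocompore threshold of 0.05 there were 15 sites, 1 of them at position 344 of *ssrA*; with an ELIGOS OddR of at least 1.5 and an adjusted P-value of at most 0.05 there were 18, with 2 in intergenic regions. Nanocompore tested 355 units on the plus strand and 1 on the minus strand.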

Modifications identified with the three programs were compared after applying the thresholds suggested by the authors, namely an OddR ≥2.5 and adjusted *P*-value ≤.00001 for ELIGOS, a GMM logit *P*-value ≤.01 for Nanocompore, and a stoichiometry difference ≥0.1 and adjusted *P*-value ≤.05 for CHEUI-diff m^6^A. This yielded a total of 13 positions in the tRNA and rRNA (but none in the mRNA) that were identified by all three algorithms, referred to as shared sites. The shared sites included the known m^6^A position A2030 of the 23S rRNA (Fig. 4F). Other shared sites included 1916 and 1919 of the 23S rRNA, which are near the known modification sites Ƒ1915 and Ψ1917, respectively. Similarly, the shared site A2450 is close to the known m^2^G site 2445; the shared sites A2459 and A2461 are near the known modification site Ψ2457; and the shared sites A2600 and A2602 are close to the known P sites 2604 and 2605 in the 23S. 

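In the 23S rRNA, the OddR and the CHEUI stoichiometry difference were 18.0 and 0.508 at A1916, and 4.09 and 0.285 at A1919. A2450 had an OddR of 8.24 and a stoichiometry difference of 0.531. For A2459 these values were 25.3 and 0.185, and for A2461 they were 3.84 and 0.1402. The OddR was 31.3 at A2600 and 26.9 at A2602, with stoichiometry differences of 0.119 and 0.428, respectively. At A2030, the CHEUI stoichiometry difference from the IVT control was 0.485.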

All three algorithms also detected A38 in *thrU*, which is adjacent to the t^6^A modification at site 37; m^2^A37 of *hisR*; A36 and A38 of *tyrU*, which surround the ms^2^i^6^A modification at site 37; and A44 of *thrT*, which is near the m^7^G modification at site 46 (Fig. 4F). These signals are most likely noise produced by proximity to previously identified modifications or to other modification types, such as m^2^A. To identify positions that were methylated by RlmF or RlmJ specifically, we isolated RNA from the Δ*rlmF*Δ*rlmJ* mutant, depleted the sample of tRNA and rRNA, and conducted ONT sequencing (Supplementary Fig. S5F and G). 

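Counted along each gene, the tRNA sites were A38 of *thrU* (OddR 5.57, stoichiometry difference 0.274), A38 of *hisR* (4.55 and 0.1398), A37 and A39 of *tyrU* (9.55 and 0.213, and 16.9 and 0.418) and A44 of *thrT* (6.30 and 0.138). In *hisR* and *tyrU*, the count along the gene is 1 higher than the standard tRNA numbering.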

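The Δ*rlmF*Δ*rlmJ* library is also the combination of 2 biological replicates, and its Salmon estimated reads summed to 2130072. The gene *rlmF* (positions 842332 to 843258) had 25.4 reads in the WT at 37°C, 18.9 in the WT at 45°C, 10.7 in the IVT control and 0 in the Δ*rlmF*Δ*rlmJ* library, and a count of 0 allows up to 3 reads. The gene *rlmJ* (positions 3645385 to 3646227) had 1.00 read in the Δ*rlmF*Δ*rlmJ* library and 3.01 in the WT at 37°C, so that a loss of its reads was not detectable at this depth. In the ELIGOS table of WT against Δ*rlmF*Δ*rlmJ*, the mutant takes the place of the control and 11814 positions are listed, with a median depth of 146 reads in the WT and 240.8 in the mutant. In the mutant, 26.3% of the reads were assigned to *ssrA*, 59.6% to units with a protein-coding gene (48.2% without the unit that also holds *rnpB*) and 12.05% to rRNA.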

The data were then analyzed with ELIGOS, Nanocompore, and CHEUI-diff m^6^A, comparing the Δ*rlmF*Δ*rlmJ* sample to the WT (Fig. 4G). This showed only the presence of the known modification at position A2030 of the 23S rRNA; thus, even if RlmF and RlmJ are able to methylate mRNA, the modifications occur at very low levels that can be only detected with MS at this time.

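In WT against Δ*rlmF*Δ*rlmJ*, ELIGOS called 9 positions at the thresholds used for the shared sites. Nanocompore called 44 positions, counted at any base, and CHEUI-diff m6A called 53 of 174836 tested 9-mers. Nanocompore tested 628 units on the plus strand and 8 on the minus strand, and 793 of the 9-mers tested by CHEUI were on the minus strand, so the comparison covers mainly the plus strand. Only A2030 was called by all 3 programs. Its ESB was 0.166 in the WT and 0.0338 in the mutant (OddR 5.67), and its CHEUI stoichiometry was 0.970 in the WT and 0.448 in the mutant, a difference of 0.522. With a Nanocompore threshold of 0.05, or with calls within 2 nt of each other, there were 2 sites, both in rRNA or tRNA. At A1618, the other known m6A site, the OddR was 1.56 and the CHEUI stoichiometry difference was 0.0347. From the single shared site, and after its MS and in vitro methylation results, the paper concludes that any methylation of mRNA by RlmF and RlmJ occurs at very low levels that only MS can detect.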

Photo-crosslinking-assisted m^6^A-seq (PA-m^6^A-seq) was previously performed for *E. coli* mRNA and identified 265 m^6^A peaks corresponding to the transcripts of 213 *E. coli* genes at a resolution of ∼20–200 nt [19]. Recently, another group implemented an approach based on nanopore sequencing and MeRIP-seq of native bacterial RNA and modification-free IVT RNA samples [21]. Considering only putative modification sites both present within MeRIP peaks and supported by at least four DRS-based modification detection tools yielded 75 high-confidence m^6^A positions across *E. coli* mRNAs corresponding to 21 genes [21]. To determine whether these previously identified positions could be validated using orthogonal (i.e. non-sequencing-based) methods, we performed experimental validation with single-base elongation- and ligation-based qPCR amplification method (SELECT) [40]. This qPCR-based detection approach relies on the fact that m^6^A hinders the single-base elongation activity of BstII DNA polymerase and the nick ligation efficiency of SplintR ligase. The threshold cycle (C_T_) values can then be compared between pairs of oligos, with one targeting a suspected m^6^A site and the other targeting a nearby unmodified A as a control (Fig. 5A). To account for possible differences in annealing efficiencies between oligos, IVT RNA was employed as a negative control. The presence of an m^6^A modification at the target site would delay amplification, increasing the difference in C_T_ values (ΔC_T_) between the target site and the adenosine control (A control). As an additional control for the known m^6^A positions A1618 and A2030 in the *E. coli* 23S rRNA, RNA extracted from the double deletion mutant Δ*rlmF*Δ*rlmJ*, which lacks the *E. coli* m^6^A rRNA methyltransferases that methylate these sites [39, 63], was also tested. For each suspected m^6^A site, ΔC_T_ was calculated for the WT RNA sample (ΔC_T (WT)_) and the IVT (ΔC_T (IVT)_). For the known m^6^A sites in the 23S rRNA, we also calculated ΔC_T_ for Δ*rlmF*Δ*rlmJ* RNA (ΔC_T (Mut)_). Positions were considered modified only if ΔC_T (WT)_ − ΔC_T(IVT)_ (or ΔC_T (WT)_ − ΔC_T(Mut)_) was ≤−1 [41].

**Figure 5.**
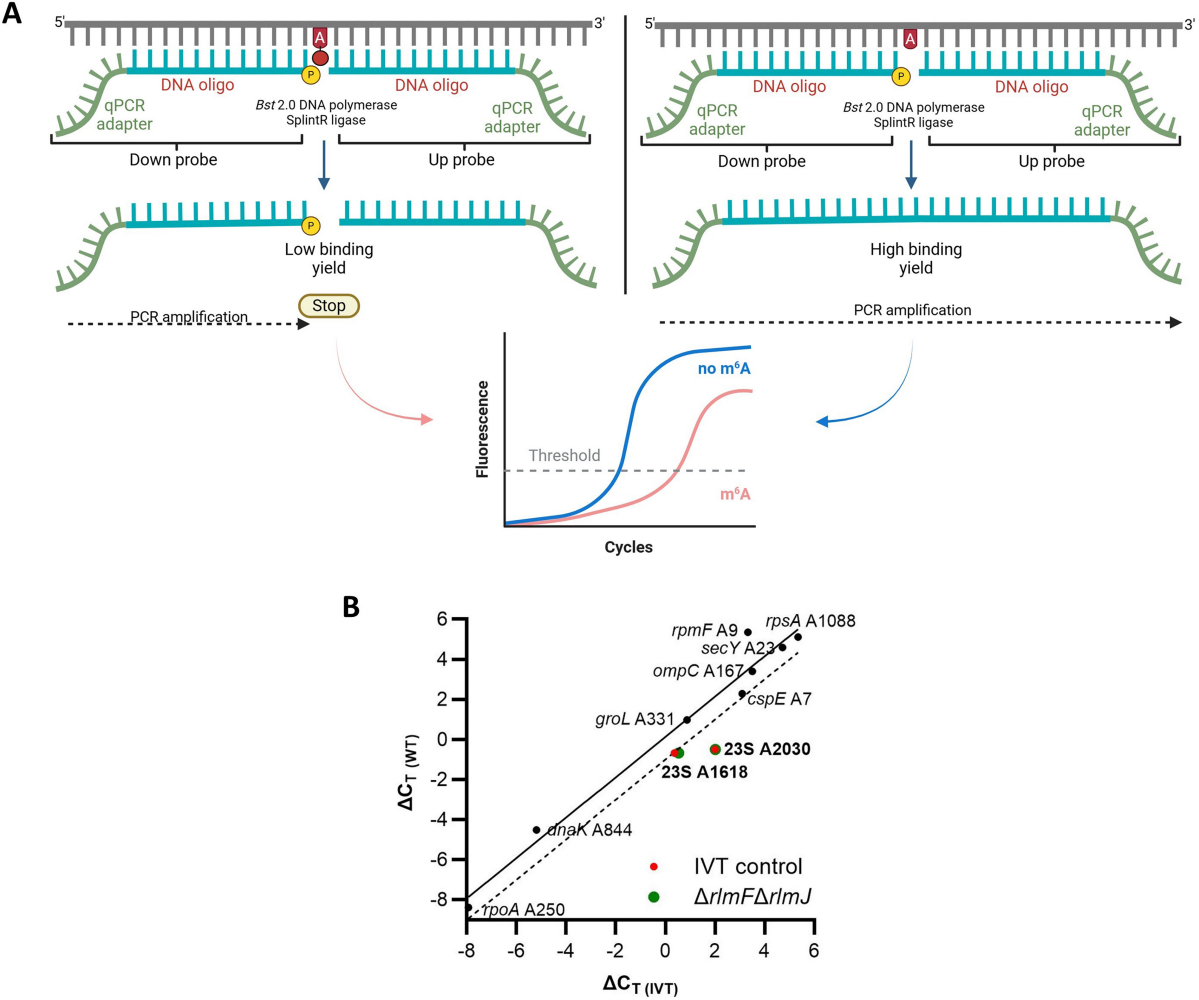
SELECT analysis of high-confidence m^6^A sites in *E. coli* mRNA. (**A**) Graphical illustration of the SELECT protocol. (**B**) Differences in the detection thresholds between several positions where m^6^A modifications were expected and nearby unmodified As (ΔC_T_) in the IVT RNA control (ΔC_T(IVT)_) and WT RNA (ΔC_T (WT)_). The solid diagonal line represents a simple linear regression of the data obtained from the putative m^6^A positions; the dotted line represents the same regression but with a difference of −1 ΔC_T_ between the WT and IVT samples. Modified positions appear below the dotted line. For positions 1618 and 2030 of the 23S rRNA, values for both the comparison of the WT with the IVT control and with RNA extracted from the Δ*rlmF*Δ*rlmJ* double mutant are shown.

For position A1618 of the 23S rRNA, ΔC_T (WT)_ − ΔC_T(IVT)_ was −1.03 and ΔC_T (WT)_ − ΔC_T(Mut)_ was −1.17; at position A2030, both ΔC_T (WT)_ − ΔC_T(IVT)_ and ΔC_T (WT)_ − ΔC_T(Mut)_ were −2.5 (Fig. 5B and Supplementary Fig. S6A). This confirmed that SELECT could be used as an orthogonal method to evaluate the presence of m^6^A in *E. coli* RNA samples. Next, we used SELECT to evaluate eight sites within eight different mRNAs that were recently identified as high-confidence *E. coli* mRNA m^6^A modifications (*secY* A23, *cspE* A7, *ompC* A167, *dnaK* A844, *groL* A331, *rpsA* A1088, *rpoA* A250, and *rpmF* A9) [21]. The C_T (WT)_ − ΔC_T(IVT)_ values ranged from 2.03 (*rpmF* position A9) to −0.82 (*cspE* position A7) (Fig. 5B and Supplementary Fig. S6B), which were above the threshold for classification as modified sites (≤−1). Thus, SELECT did not support the presence of these m^6^A modifications in *E. coli* mRNA.

### Effects of heat stress on rRNA modifications in *E. coli*

After establishing several techniques to study the epitranscriptome of *E. coli*, we focused on assessing stress-dependent epitranscriptomic changes, specifically during heat stress. Most bacteria constantly monitor temperature changes, and the expression of many virulence genes is coordinated in response to changing temperatures [68]. Sensing and responding to changes in temperature occurs particularly at the level of translation via RNA thermometers. RNA thermometers are complex RNA structures that change conformation in response to differences in temperature [69]. We here asked whether changes in the epitranscriptome represent another level of bacterial regulation under heat stress.

*E. coli* cells pre-grown in LB medium at 37°C to an OD_600_ of 0.5 were heat-stressed by the addition of hot LB to instantaneously raise the temperature to 45°C, followed by incubation at 45°C for 30 min to an OD_600_ of ∼1 (Fig. 6A). The previously described *E. coli* samples grown at 37°C to a similar OD_600_ were used as controls (Fig. 1D). Total RNA was extracted from the cells, then tRNA and rRNA were depleted and the resulting mRNA-enriched samples were sequenced using ONT as described above. 

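The 45°C library combines 2 biological replicates, and its Salmon estimated reads summed to 1080271, compared with 1353512 at 37°C. At 45°C, 1753 units (66.1%) had at least 20 reads. Both temperatures were compared by the authors with the same IVT control; the ELIGOS table at 45°C lists 6032 positions, with a median depth of 315.2 reads, and 3218 positions are in the tables of both temperatures, 79.7% of them with the same window. The shares of assigned reads were compared between the temperatures as log2 ratios with a pseudocount of 0.5 reads, and because each temperature has 1 library, no test between replicates was possible.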

Overexpression of *dnaK*, which encodes the chaperone heat shock protein 70 [70], is often used as an indicator for the heat shock response in *E. coli*. RT-qPCR demonstrated 5.6× upregulation of *dnaK* in the heat-treated sample compared with the control sample (Fig. 6B). Furthermore, analysis of DRS data derived from the 45°C compared with the 37°C samples showed upregulation of 15 genes that are regulated by the heat-shock sigma factor (sigma 32) [24] (Fig. 6C). 

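The unit that contains *dnaK* (positions 12163 to 14079) and *dnaJ* had 1284.5 reads at 37°C and 4604 at 45°C, a log2 ratio of the shares of 2.17 (exact 95% interval 2.078 to 2.258). This value depended on the scaling, the only kind of alternative run for it: with a median-of-ratios size factor the log2 ratio was 1.80. Of the 16 gene names labelled in Fig. 6C, which lie in 13 units, all had a higher value at 45°C, and 15 were at least 2 times higher. The log2 ratios ranged from 0.16 for the unit of *hfq*, which contains 9 genes, to 3.24 for *ibpAB*. The direction for the unit of *hfq* was reversed by the median-of-ratios size factor (log2 ratio −0.20) and by TMM (−0.15). With the median-of-ratios size factor, the labelled genes *hslV* (0.74), *ycjX* and *ycjF* (both 0.69) were also less than 2 times higher. In a list of 20 genes known as sigma 32 targets, written before the data were examined but after the labels of Fig. 6C had been read, 19 genes could be placed in 13 units, and 11 of them are also labelled in Fig. 6C, so that the list is not independent of these data. Of these units, 12 were higher at 45°C and 10 were at least 2 times higher (8 with the median-of-ratios size factor). The 4 units of the list without a labelled gene had log2 ratios of 0.79 (*clpX* and *lon*), 0.73 (*ftsH*), −0.78 (*rpoD*) and 1.31 (*rpoH*). Among the 962 units that overlap a protein-coding gene on either strand and have at least 50 reads at both temperatures, the largest log2 ratios were those of *hchA* (4.39, from 114.7 to 1927 reads), *ibsC* (3.31), *clpB* (3.06), *sibC* (3.04) and *bssS* (2.92); *sibC* is annotated as a ncRNA and is included here because it overlaps *ibsC*. The smallest were those of *tnaCAB* (−3.31), *yobF-cspC* (−3.05), *ompF* (−2.96), *dctA* (−2.69) and *aspA-dcuA* (−2.52). From the upregulation of *dnaK* and of the sigma 32 genes, the paper concludes that the increase in temperature triggered the heat-shock response.

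**Figure D1:**
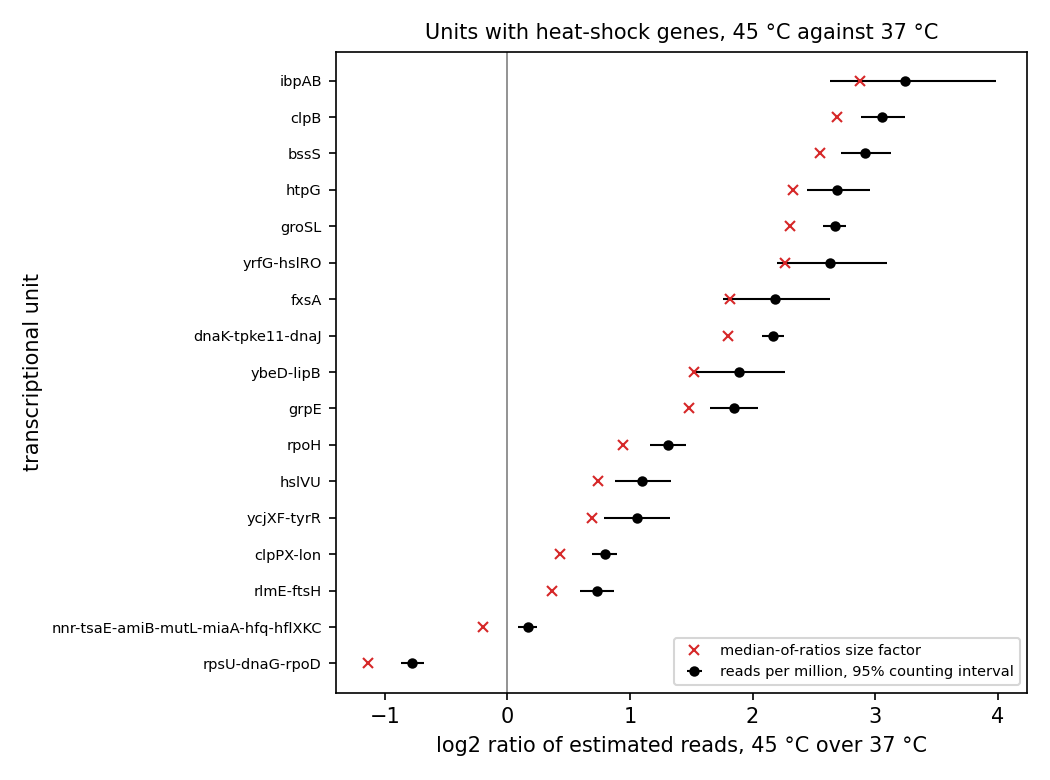
Log2 ratio of the share of assigned reads at 45°C to that at 37°C for 17 units that contain a gene of the sigma 32 list or a gene labelled in Fig. 6C. Points show the ratio with its 95% counting interval, and red crosses show the ratio with the median-of-ratios size factor. The points lie above 0 for all units except the unit of *rpoD* (−0.78); the unit of *hfq*, at 0.16, falls to −0.20 with the median-of-ratios size factor.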

Taken together, these results confirm that the increase in temperature triggered the heat-shock response.

**Figure 6.**
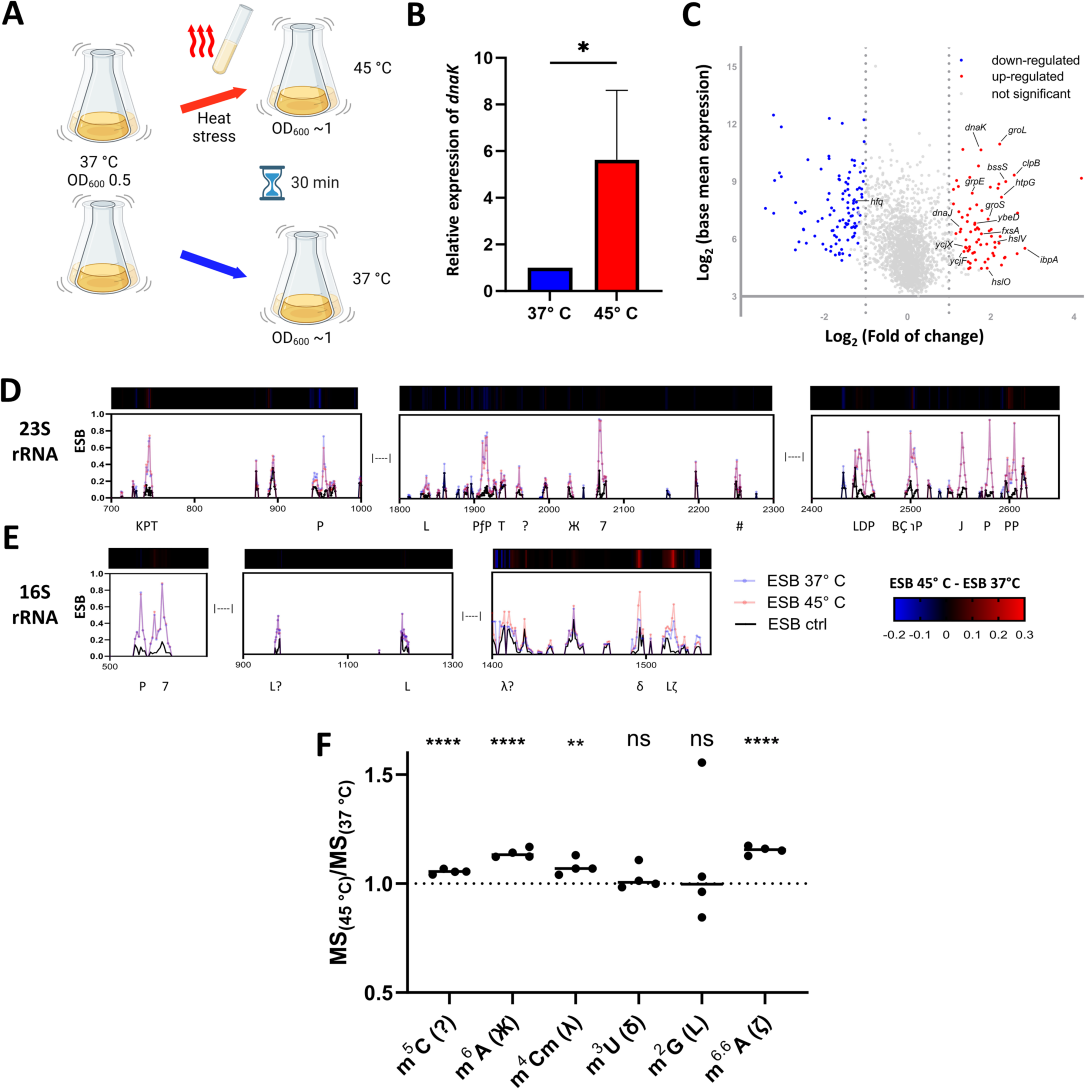
Effects of heat stress on the *E. coli* epitranscriptome. (**A**) Overview of the heat stress protocol. Two flasks of *E. coli* were grown in parallel at 37°C to an OD_600_ of 0.5. LB heated to 90°C was added to one flask to raise the temperature to 45°C and cultivation was continued at 45°C for 30 min. The other flask was left at 37°C. Cells were then harvested and RNA was extracted. (**B**) RT-qPCR was performed to evaluate expression of *dnaK*, which encodes the 70 kDa heat shock protein. *dnaK* expression was normalized to the 16S rRNA as an internal control. (**C**) DEGs in *E. coli* at 45°C compared with 37°C as determined with DRS. Data are displayed as log-transformed base mean expression versus log-transformed fold change. DEGs controlled by the sigma 32 (σ^32^) factor are labeled. ESB_test 45°C_, ESB_test 37°C_, and ESB control values for sites across the (**D**) 23S and (**E**) 16S rRNAs. The bar above each graph shows ΔESB 45°C − Δ ESB 37°C. Modification types are shown below each graph. (**F**) MS-based quantification of selected modifications in rRNA + mRNA (tRNA-depleted) samples. Values were calculated as modification abundance at 45°C divided by abundance at 37°C (MS_(45°C)_/MS_(37°C)_). **P < .01, **** *P* < .0001; ns, not significant (unpaired Student’s *t*-test).

The DRS data showed that the average read quality in the 45°C sample (Supplementary Fig. S7A) was comparable to that of the 37°C sample (Fig. 1D), as was the distribution of mapped reads (Supplementary Fig. S7B and Fig. 1E). This ensured the validity of comparisons between DRS data generated from samples grown at the two temperatures (Supplementary Fig. S7C and D). 

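At 45°C, *ssrA* was assigned 23.7% of the reads (exact binomial 95% interval 23.6 to 23.8), units with a protein-coding gene 48.3% (39.9% without the unit that also holds *rnpB*), rRNA 25.7%, tRNA 1.47% and ncRNA units without *rnpB* 0.527%. The corresponding rRNA share at 37°C was 15.2%. The 10 most abundant units held 65.1% of the reads. At least 10 reads at both temperatures were assigned to 1881 units, of which 388 were at least 2 times higher and 146 at least 2 times lower at 45°C. The share of higher units among the changed ones, 72.7%, depended on the scaling: it was 85.2% (528 and 92 units) when scaled to the reads of protein-coding units and 40.2% (201 and 299 units) with a median-of-ratios size factor.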

The ESB values produced by ELIGOS can be directly used as a measure of some modification levels [11, 17]. We therefore compared the ESB test values of modification sites shared by the 45°C and 37°C samples to evaluate changes in RNA modification levels due to heat stress. 

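In the 23S rRNA, 24 known positions were listed at both temperatures. The median change in ESB test value from 37°C to 45°C was 0.00563 (95% interval −0.00172 to 0.0103, obtained by drawing the reads of each position again from its ESB), and 15 of the 24 positions were higher at 45°C. The single changes ranged from −0.0587 at U747, whose counting interval includes 0, to 0.138 at Ψ955 (Newcombe 95% interval 0.0793 to 0.194). The intervals of 5 positions excluded 0: besides Ψ955, the ESB test value was higher by 0.0551 at Ψ1917 and by 0.122 at Ψ2504, where the authors' window differed between the temperatures, and the changes were −0.0510 at A2503 and −0.0332 at Ψ2604.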

There were no differences in ESB test values between the 45°C and 37°C samples in the 23S rRNA sites (Fig. 6D), but temperature-specific differences were observed in the 16S rRNA. 

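A1518 of the 16S rRNA was covered by 6426 reads at 37°C and 5528 reads at 45°C, and A1519 by 6421 and 5525 reads, both with a window of 1 nt. At A1518, the ESB test value was 0.406 (Wilson 95% interval 0.394 to 0.418) at 37°C and 0.611 (0.598 to 0.624) at 45°C, a difference of 0.206 (Newcombe 95% interval 0.188 to 0.223). At A1519, it was 0.207 and 0.308, a difference of 0.101 (0.0854 to 0.117). The ESB in the IVT control was 0.0403 at A1518 and 0.0203 at A1519. Averaged over the listed positions within 2 nt of A1518, the difference was 0.121. At the 44 listed 16S positions more than 10 nt away from a known modification, the median difference was 0.00125 and the range −0.0980 to 0.288. Among the 33 of them with the same window at both temperatures, a selection made after the data were seen, the highest difference was 0.0350.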

The m^6,6^A (ζ) modifications at sites 1518 and 1519 (genomic positions 225 288 and 225 289, respectively) were increased in abundance at 45°C, with ESB test values of 0.61 and 0.3, respectively, compared with 0.4 and 0.2, respectively, at 37°C (Fig. 6E). These observations were validated via MS to assess levels of m^6,6^A. In an rRNA + mRNA sample (tRNA-depleted), m^6,6^A was found to increase by 15% at 45°C (Fig. 6F). As positive controls, MS measurements were also performed for the modification m^2^G (L) (which is present at sites G966 and G1516 of the 16S rRNA and G1835 and G2445 of the 23S rRNA); consistent with the predictions of ELIGOS, these sites showed no change in modification abundance in rRNA + mRNA samples. 

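Among the m2G sites, the change in ESB test value from 37°C to 45°C was −0.00304 at G966, 0.0148 at G1835 and −0.00763 at G2445, with counting intervals that include 0. At G1516, which lies 2 nt from A1518, the ESB test value was 0.196 at 37°C and 0.292 at 45°C, a change of 0.0957 (Newcombe 95% interval 0.0805 to 0.111).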

ELIGOS cannot detect m^5^C (whereas CHEUI can), could not be used to assess stoichiometric changes (such as those at positions 967 and 1407 of the 16S rRNA and 1962 of the 23S rRNA), could not identify m^6^A at position 1618 of the 23S rRNA, and produced an offset signal for the m^3^U (δ) at position 1498 of 16S rRNA. We therefore assessed modification abundance at these sites with MS. Levels of m^6^A, m^4^Cm and m^5^C increased under heat stress (Fig. 6F). In contrast, no changes were detected in levels of m^3^U (Fig. 6F).

### Effects of heat stress on tRNA modifications in *E. coli*

tRNAs are highly modified molecules with known modifications clustered in the anticodon-, variable-, D-, and T-loops (Fig. 7A). Using the tRNA modifications present in the MODOMICS database [61], which contains only thoroughly characterized, experimentally validated modifications, we examined a set of 31 tRNAs with known modifications. The ESB test value derived from ELIGOS for each modification site was used as a proxy for modification abundance [17]; differences in modification levels between the 45°C and 37°C data were calculated from the ΔESB (ESB test − ESB control) values for both conditions.

**Figure 7.**
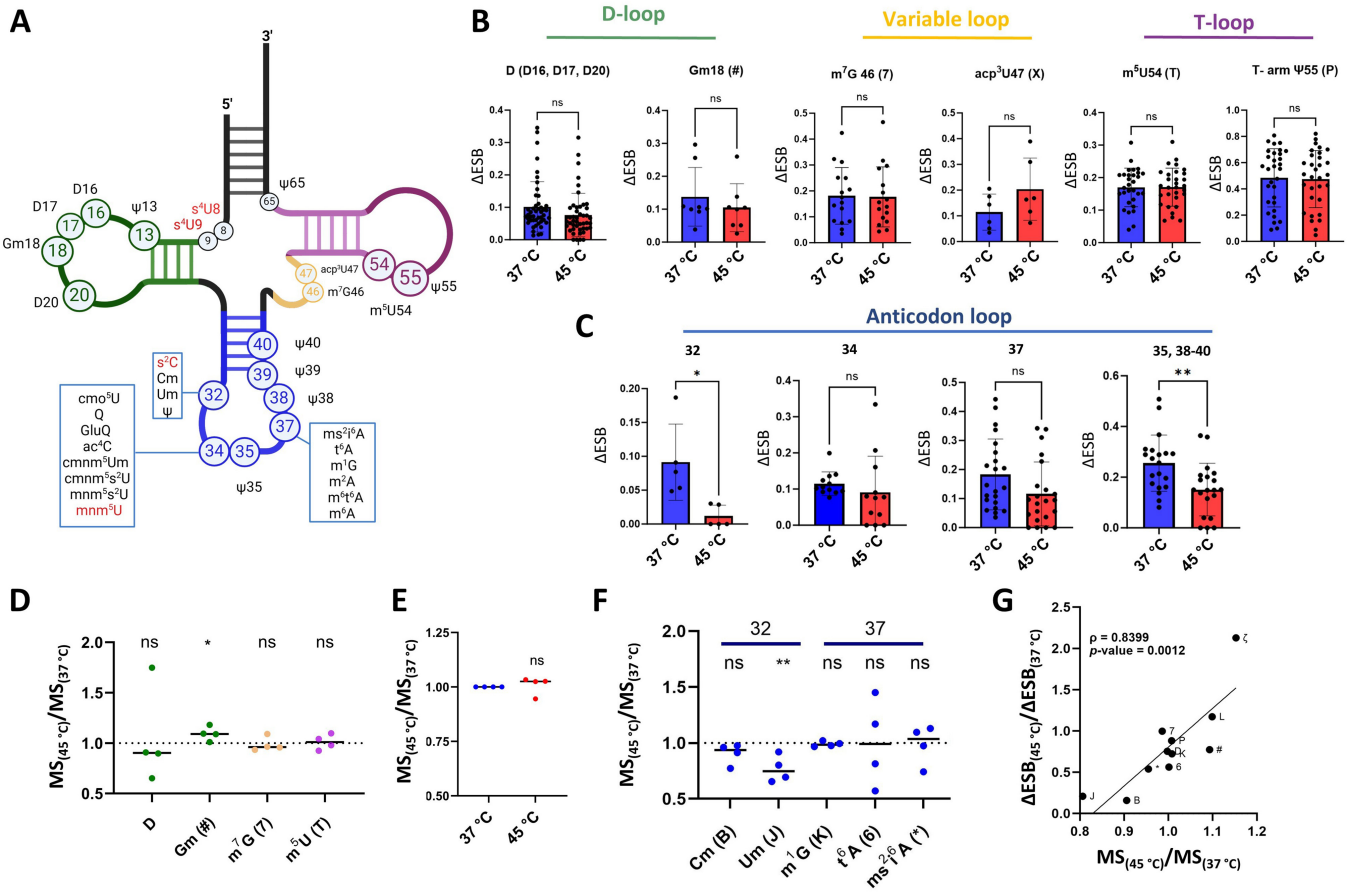
Changes in *E. coli* tRNA modifications under heat stress. (**A**) Schematic representation of the tRNA secondary structure and location of known modifications. Modifications marked in red were not detected in our dataset. (B, C) ΔESB values for known tRNA modification sites at 37°C and 45°C. ΔESB was calculated as ESB test − ESB ctrl for each condition; it was set to 0 for positions not detected in both datasets. Values are shown separately for modifications in the (**B**) D-, variable, T-, and (**C**) anticodon loops. Modifications in the D-loop comprise Gm at position 18 and D at positions 16, 17, and 20; those in the variable loop are m^7^G (7) at position 46 and acp^3^U (X) at position 47; those in the T-loop are m^5^U (T) at position 54 and Ψ (P) at position 55; and those in the anticodon loop are Cm (B), Um (J) and Ψ (P) at position 32, cmo^5^U (V), Q, GluQ (⊄), ac^4^C (M), cmnm^5^Um ()), cmnm^5^s^2^U ($), and mnm^5^s^2^U (S) at position 34, m^2^A (ɿ), ms^2^i^6^A (*), t^6^A (6), m^1^G (K), m^6^t^6^A (E), and m^6^A (Ж) at position 37, and Ψ (P) at positions 35 and 38–40. *P < .05, **P < .01; ns, not significant (unpaired Student’s *t*-test). (D–F) MS data for selected modifications in tRNA-enriched samples (RNA ≤ 200 nt). Values were calculated as modification abundance at 45°C divided by abundance at 37°C (MS_(45°C)_/MS_(37°C)_). Abundance levels are shown for (**D**) modifications in the D-, variable, and T-loops, (**E**) Ψ (P), and (**F**) other modifications at position 32 and 37 in the anticodon loop. *P < .05, **P < .01; ns, not significant (unpaired Student’s *t*-test). (**G**) Relative changes in modification abundance at 45°C compared with 37°C as measured with ELIGOS from nanopore sequencing data (ΔESB_(45°C)_/ΔESB_(37°C)_) and MS (MS_(45°C)_/MS_(37°C)_). The correlation between modification abundance based on ELIGOS and MS data was calculated as Pearson’s correlation coefficient (ρ).

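ΔESB is the ESB test value minus the ESB of the IVT control, and a position missing from the table of 1 temperature was given a ΔESB of 0, as in the paper. Because the tRNA-by-tRNA list of modifications was not used here, every U in the D-loop before or after the conserved GG, and the first G of that GG as position 18, was examined in each tRNA where it was listed at 1 or both temperatures. Of 52 D-loop U sites, 41 (78.8%, Wilson 95% interval 66.0 to 87.8) had a lower ΔESB at 45°C, and the median ΔESB was 0.0741 at 37°C and 0.0573 at 45°C. For position 18, 18 of 20 sites (90.0%) were lower at 45°C, with medians of 0.0988 and 0.0757. The sites of a tRNA share their reads and are not replicates, so no P-value was computed.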

Using the ΔESB values as a measure of differences in modification abundance, we found no changes in modification levels in response to heat shock at sites in the D-loop (namely D16, D17, D20, and Gm18) (Fig. 7B and Supplementary Fig. S8). 

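In the variable loop, G46 had a lower ΔESB at 45°C in 10 of 17 tRNAs (58.8%, Wilson 95% interval 36.0 to 78.4), with a median of 0.155 at 37°C and 0.139 at 45°C. U47 was lower in 12 of 18 tRNAs (66.7%, 43.7 to 83.7), with medians of 0.177 and 0.153. In the T-loop, U54 was lower in 15 of 30 tRNAs (50.0%, 33.2 to 66.8), with medians of 0.168 and 0.172. U55 was lower in 12 of 33 tRNAs (36.4%, 22.2 to 53.4), with medians of 0.551 and 0.507. For U54, U55, U47 and G46, a difference between the number of lower and higher tRNAs was not detectable with this number of sites.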

Similar results were found for levels of m^7^G at position 46 and 3-(3-amino-3-carboxypropyl)uridine (acp^3^U) at position 47 in the variable loop (Fig. 7B) and for m^5^U (T) at position 54 and Ψ (P) at position 55 in the T-loop (Fig. 7B and Supplementary Fig. S8). Several previously described modifications were evaluated by MS of tRNA-enriched samples (RNAs ≤ 200 nt) to confirm the findings of the nanopore sequencing (Fig. 7D–F). The results were consistent between the sequencing and MS datasets for the modification types D, m^7^G, and m^5^U (Fig. 7D). However, an increase of ∼10% in Gm levels (as detected with MS) was not detected with sequencing (Fig. 7D). There are multiple Ψ modifications in the tRNA T-loop and anticodon loop; MS could be used to detect the total level of Ψ in these regions without the site specificity afforded by sequencing (Fig. 7E and Supplementary Fig. S8). Considering all of these sites together, MS showed no changes in Ψ levels at 45°C compared with 37°C, consistent with the sequencing results. However, sequencing did reveal significantly lower Ψ levels specifically at sites 35 and 38–40 of the anticodon at 45°C compared with 37°C (Fig. 7C), highlighting the increased precision enabled by DRS. 

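For Us at positions 38 to 40, 19 of 21 sites in 16 tRNAs (90.5%, Wilson 95% interval 71.1 to 97.3) had a lower ΔESB at 45°C. The median ΔESB was 0.257 at 37°C and 0.149 at 45°C, and the median change was −0.124. Among the 18 sites listed at both temperatures, 16 were lower and the median change was −0.0889. With U35 included, 20 of 27 sites (74.1%, 55.3 to 86.8) were lower, and the medians were 0.214 and 0.149. Higher sites numbered 7 with U35 and 2 without it, so most U35 sites had a higher ΔESB at 45°C. Every listed U at position 35 was taken here, known as modified or not.

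**Figure D2:**
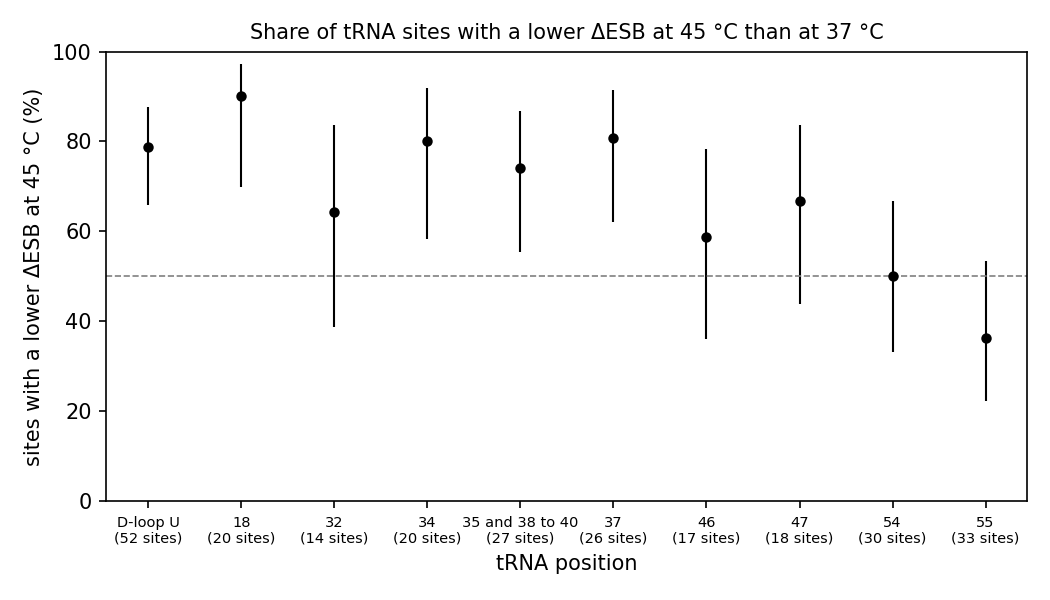
Share of tRNA sites with a lower ΔESB at 45°C than at 37°C, in percent, for each group of tRNA positions. Points show the share and bars its Wilson 95% interval; the dashed line marks 50%. The values range from 36.4% at position 55 to 90.0% at position 18; positions 35 and 38 to 40 are shown as 1 group.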

A similar decreasing trend was observed at anticodon position 32 (Fig. 7C), which may bear one of three modification types: Cm (B), Um (J), or s^2^C (ʤ). 

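Position 32 was listed in 14 tRNAs, and its ΔESB was lower at 45°C in 9 of them (64.3%, Wilson 95% interval 38.8 to 83.7). The median ΔESB was 0.0754 at 37°C and 0.0480 at 45°C, but 4 of the sites were listed only at 37°C and 2 only at 45°C. Among the 6 sites listed at both temperatures with the same window, a selection made after the data were seen, 3 were lower.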

Although s^2^C cannot currently be detected with ONT sequencing, levels of both Cm and Um at this position were found to decrease by ∼10% and 24%, respectively, at 45°C by MS (Fig. 7F). In contrast to these sites in the anticodon loop, modification levels at tRNA positions 34 and 37 were not found to change in response to heat stress with either ELIGOS or MS (Fig. 7C and F). 

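At position 34, 16 of 20 tRNAs (80.0%, Wilson 95% interval 58.4 to 91.9) had a lower ΔESB at 45°C, with a median of 0.104 at 37°C and 0.0548 at 45°C; 7 of these sites were listed only at 37°C. Of the 13 sites listed at both temperatures, 9 (69.2%, 42.4 to 87.3) were lower. Position 37 was lower in 21 of 26 tRNAs (80.8%, 62.1 to 91.5), with medians of 0.131 and 0.0889, and in 18 of 21 listed at both temperatures.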

Finally, to evaluate the suitability of the ΔESB values produced by ELIGOS as a proxy for changes in modification levels, we assessed the relationship between the ratio of ΔESB_(45°C)_ to ΔESB_(37°C)_ and the relative changes in the MS data (MS_(45°C)_/MS_(37°C)_). This revealed a very high correlation rate between the datasets (ρ = 0.8399; *P*= .0012), supporting our use of DRS data to quantitatively evaluate changes in modification levels (Fig. 7G). Overall, the DRS data not only corroborate the MS findings, but also offer site-level resolution of epitranscriptomic changes. This allowed, for instance, the detection of reduced D levels at specific tRNA sites, even when the averaged data (from either ELIGOS or MS) showed no changes.

### Effects of heat stress on modifications to the transcriptome in *E. coli*

To minimize errors and maximize the detection of truly modified sites with ONT sequencing, we analyzed precision and recall among tRNA and rRNA regions using thresholds of varying stringency for several parameters output by ELIGOS. Specifically, we tested a range of thresholds for the ESB test (Supplementary Fig. S9A–C), ESB control (Supplementary Fig. S9D–F), OddR (Supplementary Fig. S9G–I), and adjusted *P*-value (Supplementary Fig. S9J–L). Precision was calculated as the percentage of truly modified positions out of the total number of positions classified as modified, and recall was calculated as the percentage of known modified sites detected in our dataset out of the total number of known modified sites (see the “Materials and methods” section). In addition to testing various thresholds for each parameter individually, we analyzed precision and recall for all possible combinations of these four parameters, with a total of 32 000 combinations (Fig. 8A). 

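In the rRNA alone, 144 positions passed these thresholds in the WT at 37°C. Of these, 113 were a known position or lay within 10 nt of one in a continuous stretch of passing positions, a precision of 78.5% (Wilson 95% interval 71.1 to 84.4). A known position itself passed at 29 of 36 sites, a recall of 80.6% (65.0 to 90.2). Raising the OddR to at least 5 gave a precision of 83.5% and a recall of 72.2%. The tRNA part was not analysed here.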

Thresholding the ELIGOS results using the optimal values identified with this method (%ESB test ≥ 0.1, %ESB control ≤ 1, OddR ≥ 3, and adjusted *P* ≤ .05) yielded a precision of 85.9% (i.e. an error rate of 14.1%) and a recall of 58.8% in the combined tRNA/rRNA dataset. As described above, the primary limitation in analyzing mRNA or low-abundance RNAs is reaching the read depth required for RNA modification detection. To maximize the detection of low-abundance RNAs, the two biological replicates were combined and compared with the IVT RNA data (Fig. 1F).

**Figure 8.**
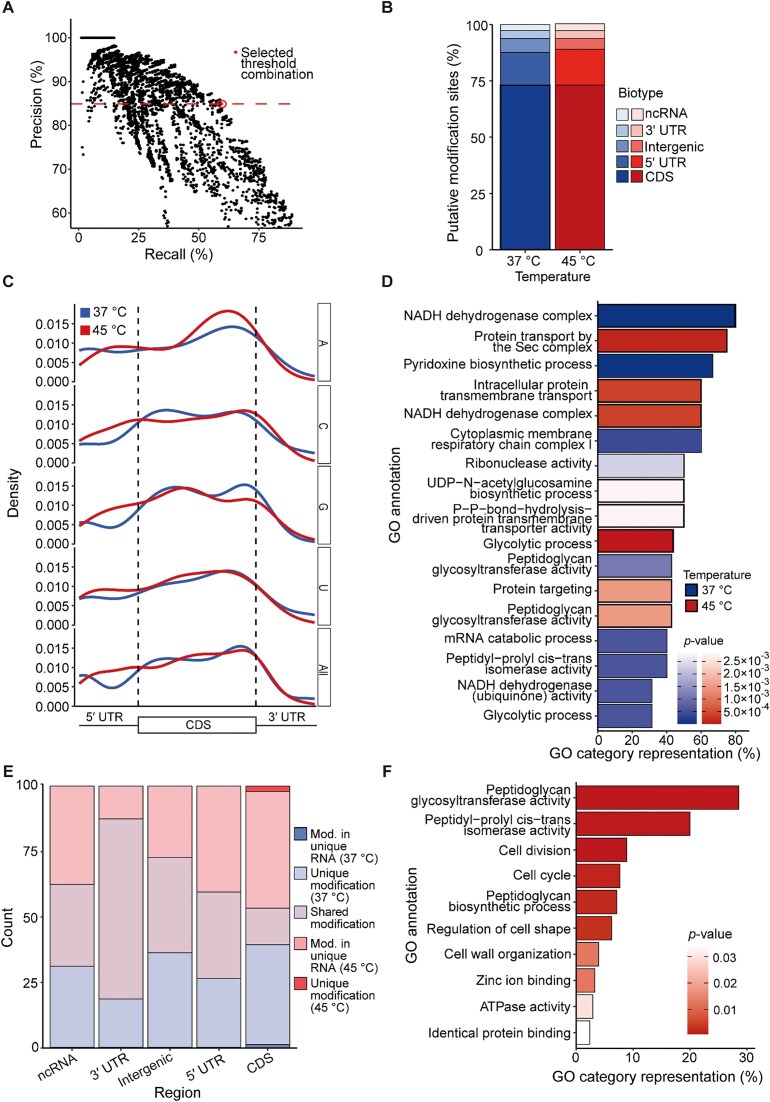
Characteristics and distribution of putative novel modification sites throughout the *E. coli* transcriptome. (**A**) Precision and recall of known tRNA and rRNA modification sites using 32 000 combinations of four parameters: ESB test, ESB control, OddR, and adjusted *P*-value. The combination of thresholds selected for use in further analyses is indicated with a circle. (**B**) Relative proportions of putative novel *E. coli* modification sites by RNA biotype, excluding tRNA and rRNA. A total of 387 and 439 sites/regions were detected outside the tRNA and rRNA in samples grown at 37°C and 45°C, respectively. (**C**) Normalized distribution of putative mRNA modifications across the 5′ UTR, CDS, and 3′ UTR in samples grown at 37°C and 45°C. (**D**) GO enrichment analysis of all genes with putative mRNA modifications in samples grown at 37°C or 45°C. Adjusted *P*-values were derived from a hypergeometric probability test followed by false discovery rate correction for multiple testing. (**E**) Proportions of putative modification sites shared by the 37°C and 45°C samples. Modifications were designated as shared, unique at 37°C or 45°C (unique modification), or within an RNA that was only present at 37°C or 45°C (modification in unique RNA). (**F**) GO enrichment analysis of RNAs containing putative modifications that increased in abundance at 45°C compared with 37°C.

These high-confidence thresholds were then applied to the remaining RNA biotypes: mRNAs, including the 5′ UTRs, CDSs, and 3′ UTRs; ncRNAs; and intergenic regions. Due to the previously demonstrated effects of modifications on neighboring nucleotides in nanopore sequencing [11], the signals surrounding known modifications in the tRNA and rRNA were analyzed. We consistently found detectable signals up to 10 nt upstream and downstream of known modification sites (Supplementary Fig. S10A–C). This made it difficult to determine whether the signal at each individual nucleotide, especially in regions without well-characterized modification sites, originated from one or more closely placed modifications. Therefore, regions of adjacent nucleotides in which all sites were classified as modified by ELIGOS were each considered a single “modification region”. After thresholding with the values established using the tRNA and rRNA data, the 37°C dataset contained 283 putative novel modification sites/regions in the CDS (73.1% of the total), 56 in the 5′ UTR (14.5%), 24 in the intergenic region (6.2%), 14 in the 3′ UTR (3.6%), and 10 in ncRNAs (2.6%); in the 45°C dataset, there were 321 putative modification sites or regions in the CDS (73.1%), 70 in the 5′ UTR (15.9%), 21 in the intergenic region (4.8%), 15 in the 3′ UTR (3.4%), and 12 in ncRNAs (3.1%) (Fig. 8B).

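At these thresholds, 703 positions outside tRNA and rRNA passed at 37°C and 755 at 45°C, which joined into 388 and 440 sites/regions of adjacent positions. In the CDS there were 285 regions at 37°C (73.5%, Wilson 95% interval 68.8 to 77.6) and 323 at 45°C (73.4%, 69.1 to 77.3). There were 51 (13.1%) and 57 (13.0%) in 5′ UTRs, 25 and 26 in intergenic regions, 16 and 21 in 3′ UTRs, and 11 and 13 in ncRNAs. An adjusted P-value of at most 0.00001 moved the counts most, to 90 regions at 37°C, 46.7% of them in the CDS, and 87 at 45°C, 31.0% of them in the CDS. Among the 137 regions at 37°C whose position with the highest ESB had at least 50 reads in both libraries, the highest OddR values were found in the CDS of *mscS* (highest ESB 0.357 at position 3069476), *osmC* (0.253 at 1556829), *zapA* (0.163 at 3055759) and *ubiG* (0.124 at 2340158), each with an infinite OddR at 1 or more of its positions, followed by the known modified positions of *ssrA*. Among 147 regions at 45°C, 6 tied at an infinite OddR at 1 or more positions, and 5 of these are named. The region of *yfcZ* lay in the 5′ UTR (highest ESB 0.306 at 2460978, not listed at 37°C). The others named lay in the CDS of *ubiG* (0.291), *mscS* (0.275), *osmC* (0.217) and *hflX* (0.196 at 4401562).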

To determine the general distribution of modifications across each transcript, the putative modification sites/regions were plotted based on their relative locations within each mRNA. This revealed enrichment of putative RNA modifications at the beginning and end of the CDS at 37°C and in the middle and end of the CDS at 45°C (Fig. 8C). 

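When each CDS was divided into 3 equal parts, the first, middle and last part held 31.6%, 36.1% and 32.3% of the 285 CDS regions at 37°C. At 45°C, these parts held 26.9%, 32.8% and 40.2% (Wilson 95% interval of the last 35.0 to 45.7) of the 323 regions. In a division into 10 equal parts, chosen after the data were seen, the first and the last part held 12.3% and 10.5% of the regions at 37°C, where the fifth part held the most (12.6%), and 9.91% and 13.9% at 45°C, where the last part held the most.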

Nucleotide-specific analysis of the modification distributions showed that As were the most abundantly modified base in the 5′ UTR. At both 37°C and 45°C, modified As and Us were enriched toward the end of the CDS, whereas modified Cs and Gs showed a more bimodal distribution (Fig. 8C). 

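In the 5′ UTR, the base with the highest ESB of each region was A in 8, C in 12, G in 15 and U in 16 of the 51 regions at 37°C, and A in 16, C in 10, G in 13 and U in 18 of the 57 regions at 45°C. Counting every passing position, A made up 25 of 117 positions at 37°C and 37 of 140 at 45°C. In the first, middle and last part of the CDS at 37°C, there were 14, 25 and 27 regions at A, 27, 20 and 18 at U, 24, 25 and 20 at C, and 25, 33 and 27 at G. The numbers at 45°C were 13, 25 and 30 for A, 24, 26 and 38 for U, 28, 24 and 34 for C, and 22, 31 and 28 for G. The base composition of the transcripts was not taken into account.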

GO enrichment analysis was then performed for the putative modifications identified in mRNAs. Significantly enriched GO terms among transcripts with putative modifications at 37°C included those related to functions in general metabolism and RNA metabolism (Fig. 8D). At 45°C, CDSs containing putative modifications were enriched in functions associated with transporters and cell wall synthesis (Fig. 8D).

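Overlapping regions were found at both temperatures as 143 pairs. In the 3′ UTR, 10 of the 16 regions at 37°C (62.5%) overlapped a region at 45°C, and in the 5′ UTR 33 of 51 (64.7%). The share was 45.5% in ncRNAs, 44.0% in intergenic regions and 26.3% in the CDS. Of the regions at 45°C, the overlapping share was 57.1% in the 3′ UTR, 57.9% in the 5′ UTR and 23.2% in the CDS.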

Comparison of the putative mRNA modification sites between the two temperature conditions revealed extensive overlap, particularly in the 3′ UTR (Fig. 8E). 

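Of the regions found at a single temperature, 13 lay in an RNA with fewer than 20 estimated reads at the other temperature, 8 of them found at 37°C and 5 at 45°C. These were 5 regions in the CDS, 7 in intergenic regions and 1 in an ncRNA. Of the CDS regions, 99.2% lay in units with at least 20 reads at both temperatures. There were 124 overlapping pairs in mRNA, counting CDS and UTRs.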

Only 18 of the putative modification sites were uniquely found at 37°C or 45°C because the transcript containing the modification was too lowly abundant in either condition; all of the putative modification sites outside the CDS and 96.6% of those in the CDS were present in transcripts with ≥20 reads under both conditions, enabling direct comparisons of 133 putative mRNA modification sites/regions. As discussed above, the ESB test values produced by ELIGOS can be used as a measure of modification abundance. Thus, we compared ESB test values for putative CDS modification sites/regions present at both temperatures. Of these 74 putative modification sites/regions, a majority (59.5%) showed increased abundance at 45°C compared with 37°C. GO enrichment analysis was performed for transcripts containing these putative modifications that increased at 45°C, revealing enrichment of transcripts related to cell wall structure and other well-characterized components of the heat stress response (Fig. 8F). These findings suggest that mRNA modifications represent an additional layer of post-transcriptional regulation in *E. coli* under heat stress.

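In the CDS, 77 pairs of overlapping regions were compared by the highest ESB test value of each region, with a median depth of 134 reads at 37°C and 75.7 at 45°C. The value was higher at 45°C in 42 pairs (54.5%, Wilson 95% interval 43.5 to 65.2) and lower in 35, with a median difference of 0.00223. The counting interval of the difference excluded 0 in 10 pairs, of which 3 were higher and 7 lower at 45°C; among the 62 pairs with the same window at both temperatures, it did so in 4, of which 1 was higher and 3 lower. Among the 17 pairs with an adjusted P-value of at most 0.00001 at both temperatures, 4 (23.5%) were higher, so that the direction of the majority depended on this threshold. From the share of sites with increased abundance at 45°C and the functions of their transcripts, the paper proposes that mRNA modifications are an additional layer of post-transcriptional regulation under heat stress.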

## Discussion

Numerous epitranscriptomic studies have been conducted in eukaryotes from yeast to humans, and the machineries responsible for m^6^A and m^5^C modifications are well characterized. In comparison, mRNA modifications in bacteria remain poorly understood. One of the main reasons for this gap in epitranscriptomic knowledge is the difficulty in isolating mRNA from bacteria. The absence of poly(A) tails and the high abundance of rRNA make the mRNA isolation process a challenging endeavor. Currently, the most widely used protocols for ribosome depletion use specific biotinylated probes to eliminate rRNA. Using biotinylated probes, we were here able to reduce the 16S and 23S rRNAs levels to 1% and 0.3%, respectively, of the total RNA. Although mRNA isolation methods have been greatly improved in recent years, complete rRNA removal is still not achievable [71]. We used this disadvantage as an advantage because by polyadenylating bacterial RNA prior to sequencing, we were able to analyze all RNA types (including mRNAs, ncRNAs, tRNAs, and rRNAs) at the same time. Third-generation sequencing approaches provide key advantages over earlier methods: they are independent of rRNA depletion and facilitate the sequencing of native RNA and thus, the detection of modifications with single-molecule resolution without the need for potentially harmful chemical treatments. However, DRS data are extremely noisy, necessitating the analysis of unmodified controls (e.g. IVT *E. coli* RNA) to eliminate systemic error signals associated with the sequencing process itself. In addition to an IVT control, to minimize errors while maximizing the detection of truly modified sites, we used the set of known tRNA and rRNA modifications to establish an optimal combination of thresholds for several parameters associated with modification abundance and confidence. Overall, this approach proved suitable for detecting about 60% of all known tRNA and rRNA modifications in *E. coli*. Of the 34 different types of modifications known in *E. coli* tRNA and rRNA, we were able to detect 24 (including D, Ψ, m^5^U, m^7^G, and Gm) using ELIGOS (Fig. 2A). m^5^C modifications were not detectable using ELIGOS (Fig. 2A) but were detected using another program, CHEUI (Fig. 3A).

Our current protocols do not include a specific method for sequencing tRNA samples. Instead, we rely on the polyadenylation process, which is less efficient than protocols specifically designed for tRNA sequencing, such as those employing adapter-based strategies [72, 73]. Despite this limitation, our approach successfully enabled sequencing of at least 33 tRNAs at a sufficient read depth for modification detection and provided a comprehensive representation of the *E. coli* tRNA modification profile (Fig. 2D). Furthermore, our method demonstrated a robust capacity to detect changes in the tRNA modification profile in response to stress conditions (Fig. 7).

Without a separate treatment such as bisulfite [62], the dataset generated in this study was suitable for the assessment of m^5^C abundance in bacterial RNA. Although we successfully detected known m^5^C positions in addition to Cm and ho^5^C in the 16S and 23S rRNAs, the presence of m^5^C in *E. coli* mRNA was not supported. However, despite the advances of our approach compared with previous methods, the sequencing depth was not sufficient to evaluate all transcripts of *E. coli*. Therefore, our results do not conclusively prove the absence of m^5^C in *E. coli* mRNA.

Using orthogonal methods, we were unable to detect previously reported methylation sites identified with PA-m^6^A-seq, a sequencing method that relies on antibody recognition of m^6^A [19]. Additionally, recently reported high-confidence m^6^A positions in *E. coli* [21], which were identified through a combination of DRS sequencing data analysis and the antibody-based MeRIP technique, could not be validated with SELECT in our hands or with DRS data analyzed using three different programs to assess the presence of m^6^A modifications in *E. coli* mRNA (ELIGOS, Nanocompore, and CHEUI-diff m^6^A) [11, 51, 52]. We compared DRS data from the WT with data from an IVT RNA control and the Δ*rlmF*Δ*rlmJ* mutant, the latter of which lacks the genes encoding m^6^A methyltransferases for the 23S rRNA. We detected the known m^6^A modification at position A2030 but not at A1618 in the 23S rRNA, consistent with a previous report [17]. Notably, the m^6^A abundance in mRNA samples prepared using our protocol was ∼0.15 per 1000 As, which is <10% of the levels previously reported in *E. coli* [19]. Nevertheless, our MS data support the idea that RlmF (an ortholog of METTL16) and RlmJ are at least partially responsible for m^6^A modifications in mRNA. This is plausible, given that bacteria lack a nucleus and thus all reactions occur in a single compartment, and was further supported by an *in vitro* methylation assay. Using a DRS approach, we were not able to detect any specific m^6^A sites in *E. coli* mRNA. This could be due to limitations in the sensitivity of the detection, the presence of m^6^A modifications in mRNAs with low abundance, low modification levels, population-level heterogeneity, and/or technical differences in growth conditions or sample preparations. It should be noted that the presence of m^6^A modifications in viral RNA genomes has recently been questioned [41]. Previously, using immunoprecipitation and sequencing approaches, Chikungunya virus and dengue virus were shown to contain m^6^A modifications [74, 75]. However, a renewed investigation employing a combination of techniques such as SELECT, MS, and DRS could not confirm these earlier findings [41]. Our work similarly emphasizes the need to use orthogonal methods to validate putative m^6^A positions identified with sequencing-based methods alone.

We analyzed the epitranscriptome of heat-stressed *E. coli* to test whether changes in RNA modifications could represent another level of regulation. At the same time, these experiments served as a validation of the use of DRS-based error rates to measure changes in RNA modification levels. Our ONT data demonstrated changes in rRNA modifications, specifically in m^6,6^A at sites 1518 and 1519 (as confirmed by MS data), as well as m^6^A, m^5^C, and m^4^Cm. All changes occurred at positions that are structurally closely linked and belong to the decoding center. This suggests that the heat stress response is accompanied by a remodeling of the decoding center through increased abundance of m^4^Cm, m^5^C, m^6^A, and m^6,6^A modifications. Consistent with these results, mutants for *rsmF* and *rsmA* (which encode the methyltransferases responsible for m^5^C1407, m^6,6^A1518, and m^6,6^A1519 modifications) demonstrate reduced growth under heat stress [33].

Our ONT dataset also allowed analyses of heat-stress-induced changes in tRNA modifications, comparable to previous studies assessing the roles of tRNA modifications in *E. coli* under heat stress [26]. Although the DRS signals in tRNAs were noisier than those in rRNAs, it was possible to detect and evaluate modifications in many (∼70%) of the total number of unique *E. coli* tRNAs. In fact, our approach outperformed previous studies that used methods based on the interference of nucleotide modifications using reverse transcriptases [26, 60]. Our DRS data were here highly correlated (ρ = 0.83) with the results of the gold-standard modification detection technique, MS, outperforming previous protocols based on dimethyl sulfate or mutational profiling (MaP) [26]. This is likely because some modifications (such as Ψ and m^5^U) that produce little or no RT impairment can be easily identified with DRS. The discrepancies identified here between the sequencing and MS results for Gm, m^6^A, and Cm may have occurred because varying levels of these modifications produced only small corresponding changes in ESB values [17]. In contrast, modifications such as Ψ, m^6,6^A, m^2^G, Um, and m^1^G show large changes in ESB values in response to stoichiometric differences [17].

Although the averaged results from both ELIGOS and MS data did not indicate significant changes in D levels as a result of heat stress, decreased D was observed in specific tRNA positions at 45°C (Supplementary Fig. S8). This may be due to the role of D in enhancing tRNA structural flexibility [76]; elevated temperatures inherently increase tRNA flexibility, and additional flexibility from D modifications at high temperatures could therefore be unfavorable. A phenomenon consistent with this hypothesis has been observed in *Bacillus*, in which the absence of D shows detrimental effects on bacterial growth at low temperatures [77].

Modification levels in the anticodon loop were found to be generally reduced at 45°C. For example, the DRS data revealed a significant decrease in Cm and Um levels at position 32 of the tRNA (Fig. 7C and Supplementary Fig. S8), which is consistent with previous reports of *E. coli* under heat stress [26]. A significant decrease was also found in the level of the Ψ modification at positions 35, 38, 39, and 40 of the tRNA (Fig. 7C and Supplementary Fig. S8). These differences could not be assessed previously because MaP does not detect Ψ, and MS data lack the single-nucleotide specificity enabled by DRS. Modifications in the anticodon loop are known to affect the decoding process through rare codon usages, translation frameshift, or wobble to maintain the reading frame [4, 78]. Decreased modification levels in the anticodon loop can result in translational infidelity, protein misfolding, and activation of the unfolded protein and heat shock responses; cells may also overexpress hypomodified tRNA to alleviate protein homeostasis [79, 80], which could be advantageous under heat stress. In addition, we hypothesize that lower modification levels in the anticodon loop compensate for increased 16S rRNA modification levels in the decoding center.

Finally, we assessed the overall distribution of modifications throughout the *E. coli* transcriptome using a combination of thresholds designed to maximize the detection of modified sites while keeping the error rate below 15%. This revealed the presence of 387 putative modifications outside the tRNAs and rRNAs (i.e. in the mRNAs, ncRNAs, and intergenic regions) in *E. coli* grown at 37°C. Many of the putative mRNA modifications observed at 37°C were present in transcripts associated with general metabolism and RNA processing, suggesting that a primary function of mRNA modifications in *E. coli* may be related to the regulation of RNA itself. Transcripts containing modifications that increased in abundance at 45°C compared with 37°C were enriched in GO terms related to cell wall biosynthesis and transmembrane transport, indicating a role of the epitranscriptome in the regulation of the stress response. This is broadly consistent with the phenomenon of global changes reported in the epitranscriptome of *S. cerevisiae* in response to heat stress [81].

In summary, we here present the first systematic study of RNA modifications in *E. coli*. Deciphering a bacterial epitranscriptome requires a combination of complementary techniques, which here included DRS of high-quality RNA, MS, single-nucleotide PCR, and methyltransferase assays. These integrated approaches allowed us to simultaneously detect numerous modification types across RNA biotypes, including rRNAs, tRNAs, and mRNAs. On this basis, we found that the epitranscriptome of *E. coli* changes under heat stress, providing an additional level of regulation to fine-tune bacterial heat-stress responses.

## Supplementary Material

gkaf175_Supplemental_File

## Data Availability

Sequencing data have been deposited at NCBI Gene Expression Omnibus (GEO) under accession number GSE271571 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE271571). This study does not describe any novel programs, software, or algorithms.

# Supplementary material for: Direct RNA sequencing of the Escherichia coli epitranscriptome uncovers alterations under heat stress
**Source:** Nucleic Acids Res. 2025 Mar 20;53(6):gkaf175. doi: 10.1093/nar/gkaf175
**Supplement:** gkaf175_Supplemental_File

# **Direct RNA sequencing of the *Escherichia coli* epitranscriptome uncovers alterations under heat stress**

Sebastian Riquelme Barrios<sup>1</sup>; Leonardo Vasquez Camus<sup>1</sup>; Siobhan A. Cusack<sup>1</sup>; Korinna Burdack<sup>1</sup>,  
Dimitar Plamenov Petrov<sup>1</sup>, G. Nur Yeşiltaş-Tosun<sup>2</sup>; Stefanie Kaiser<sup>2</sup>; Pascal Giehr<sup>3\*</sup>; Kirsten Jung<sup>1\*</sup>

Germany

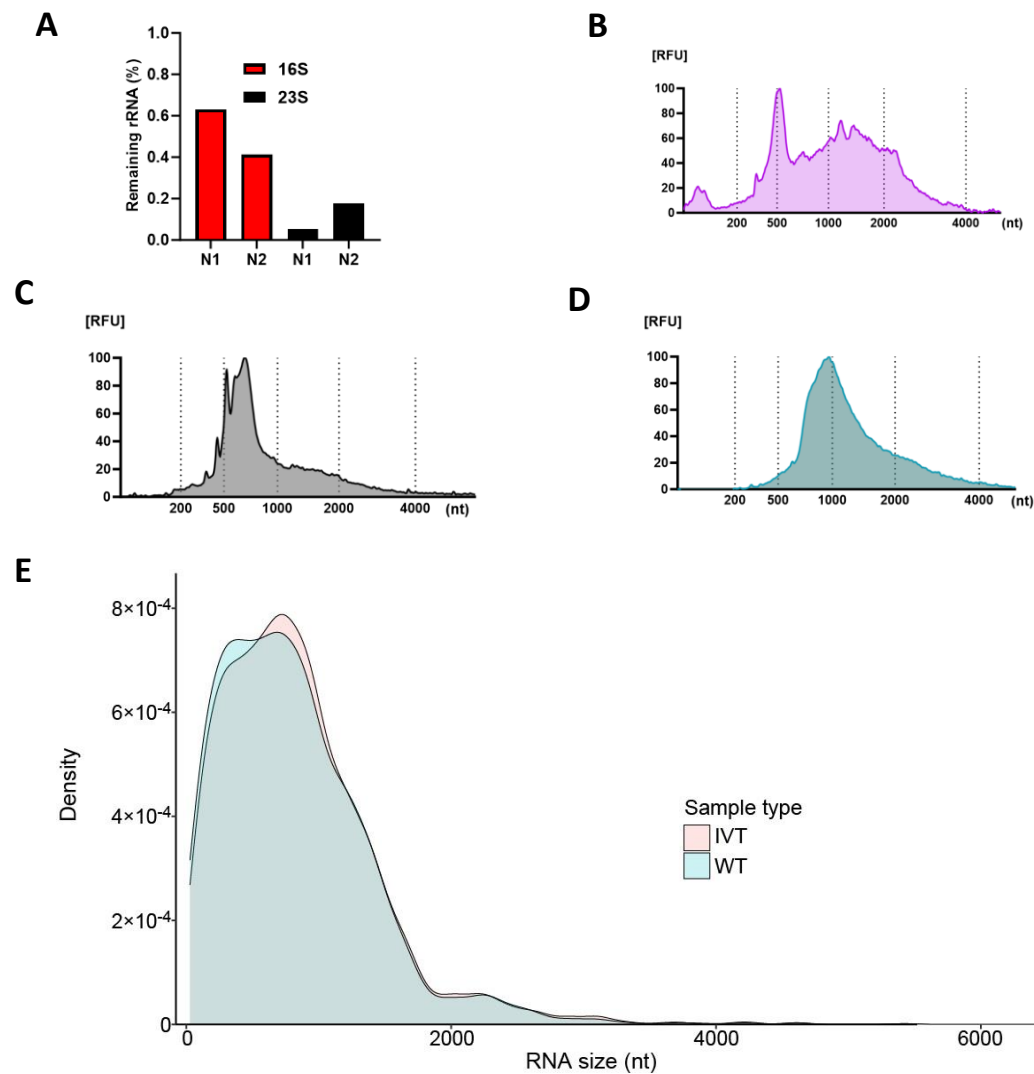

**Supplementary Figure 1. Quality control of prepared RNA samples.** (A) qRT-PCR was used to determine the abundance of 16S rRNA (red) and 23S rRNA (black) remaining after tRNA and rRNA depletion of WT RNA. rRNA abundance was normalized to that of the *recA* transcript. N1 and N2 indicate biological replicate samples. (B–D) Electropherograms showing relative fluorescent units (RFUs) at each nucleotide (nt) position in (B) tRNA/rRNA-depleted and polyadenylated WT samples, (C) *in vitro* transcribed (IVT) *E. coli* RNA samples before polyadenylation, and (D) IVT *E. coli* RNA after polyadenylation. (E) Size distribution of RNAs that were present at a depth of < 20 reads in the WT and IVT samples. There was no statistically significant difference in mean RNA size between the two sample types ( $p > 0.05$ ; Student's *t*-test).

**A**

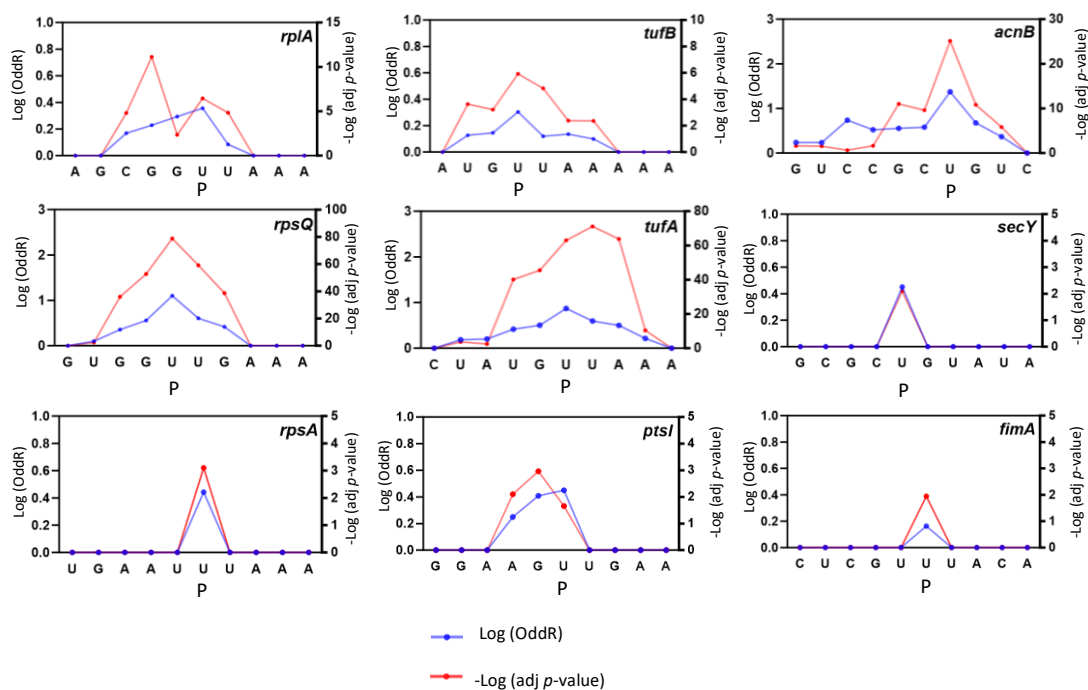

**B**

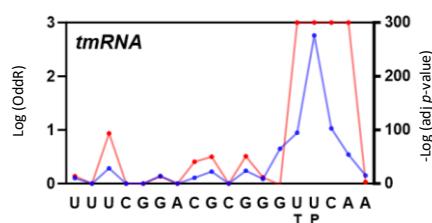

**Supplementary Figure 2. Detection of known RNA modifications in mRNA and transfer-messenger RNA (tmRNA).** (A, B) Log-transformed odds ratio (oddR) and negative log-transformed adjusted *p*-values for (A) nine sites previously identified as pseudouridine (P) in the *E. coli* mRNA [18] and (B) positions 341 and 342 of the *E. coli* tmRNA *ssrA*. T, 5-methyluridine (m<sup>5</sup>U).

**A**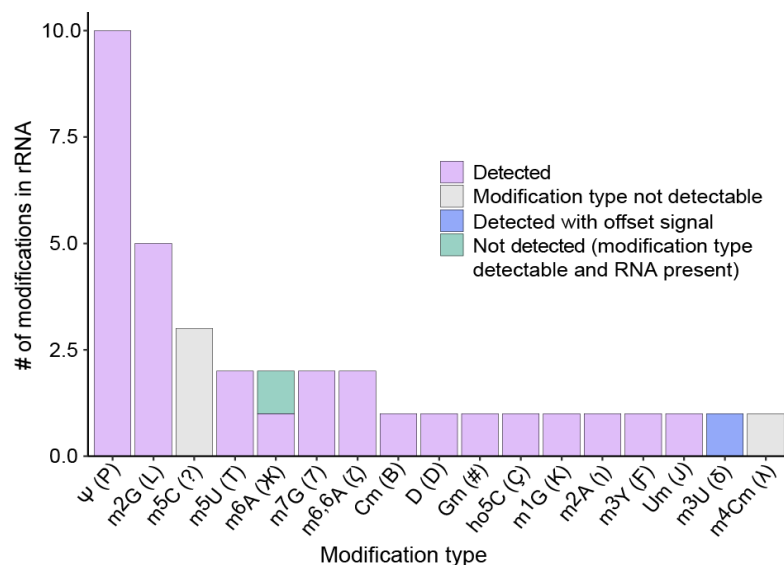**B**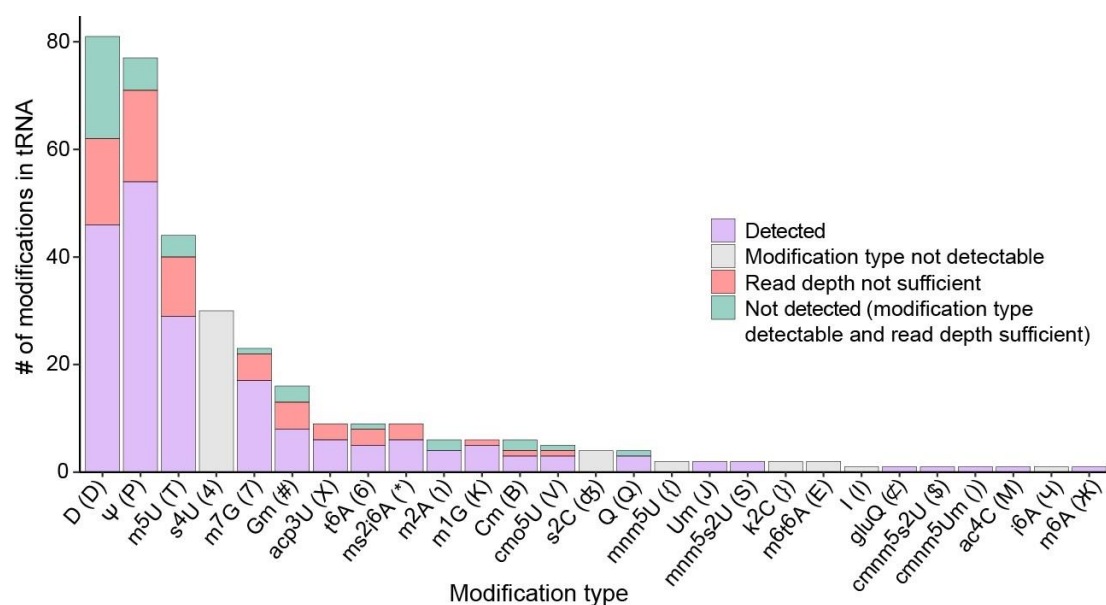

### Supplementary Figure 3. Detection of known modifications in *E. coli* tRNA and rRNA with ELIGOS.

The presence of known modifications in the ELIGOS output was evaluated for *E. coli* (A) rRNA and (B) tRNA. Modifications were classified as detected; of a modification type not known to be detectable with ELIGOS; contained in an RNA that was not present at a sufficient sequencing depth (20 reads); or of a modification type that was detectable with ELIGOS and contained in an RNA that was present at a sufficient sequencing depth in our dataset but not detected.

**A**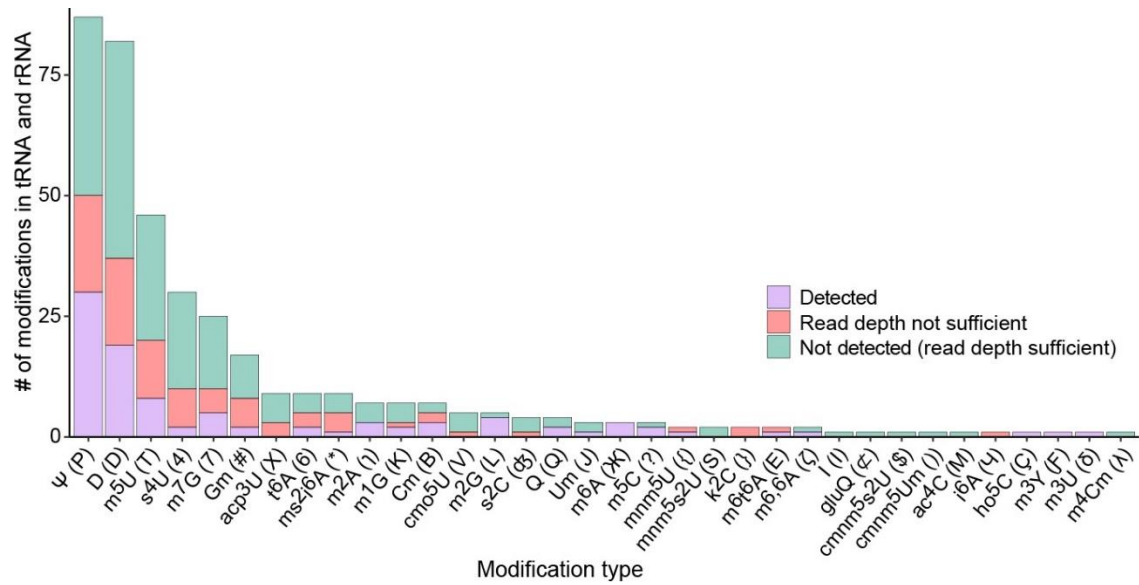**B**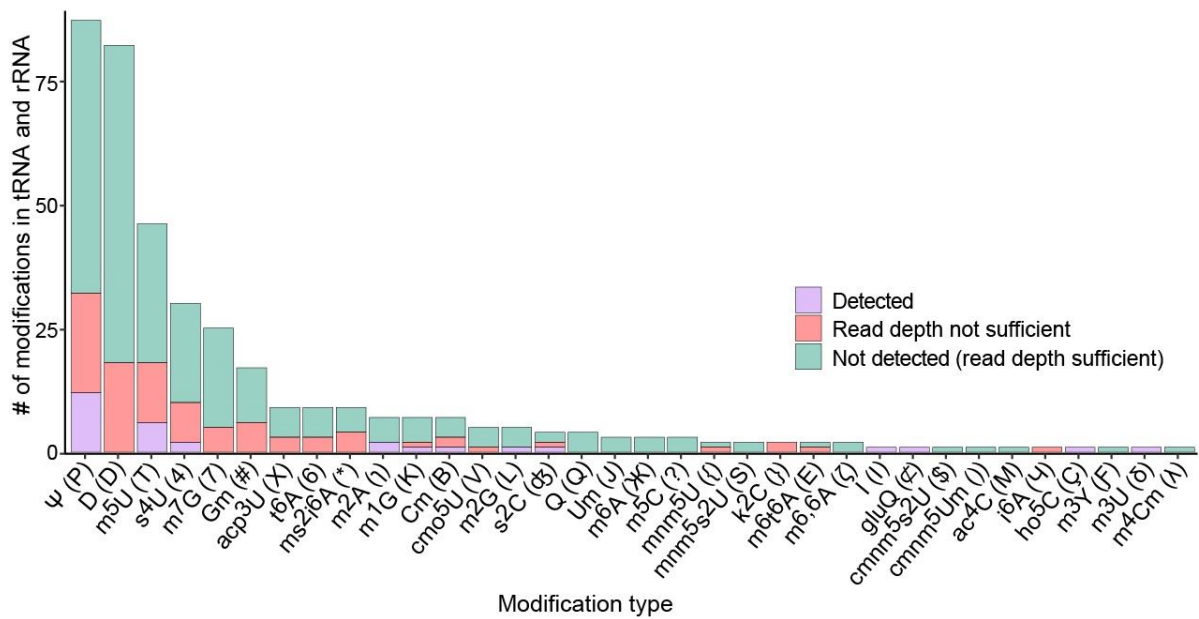

**Supplementary Figure 4. Detection of known modifications in *E. coli* tRNA and rRNA with Nanocompore and DRUMMER.** (A, B) Detection of known modifications in the *E. coli* tRNA and rRNA with (A) Nanocompore and (B) DRUMMER. Modifications were classified as detected; contained in an RNA that was not present at a sufficient sequencing depth (20 reads); or contained in an RNA that was present at a sufficient sequencing depth in our dataset but was not detected.

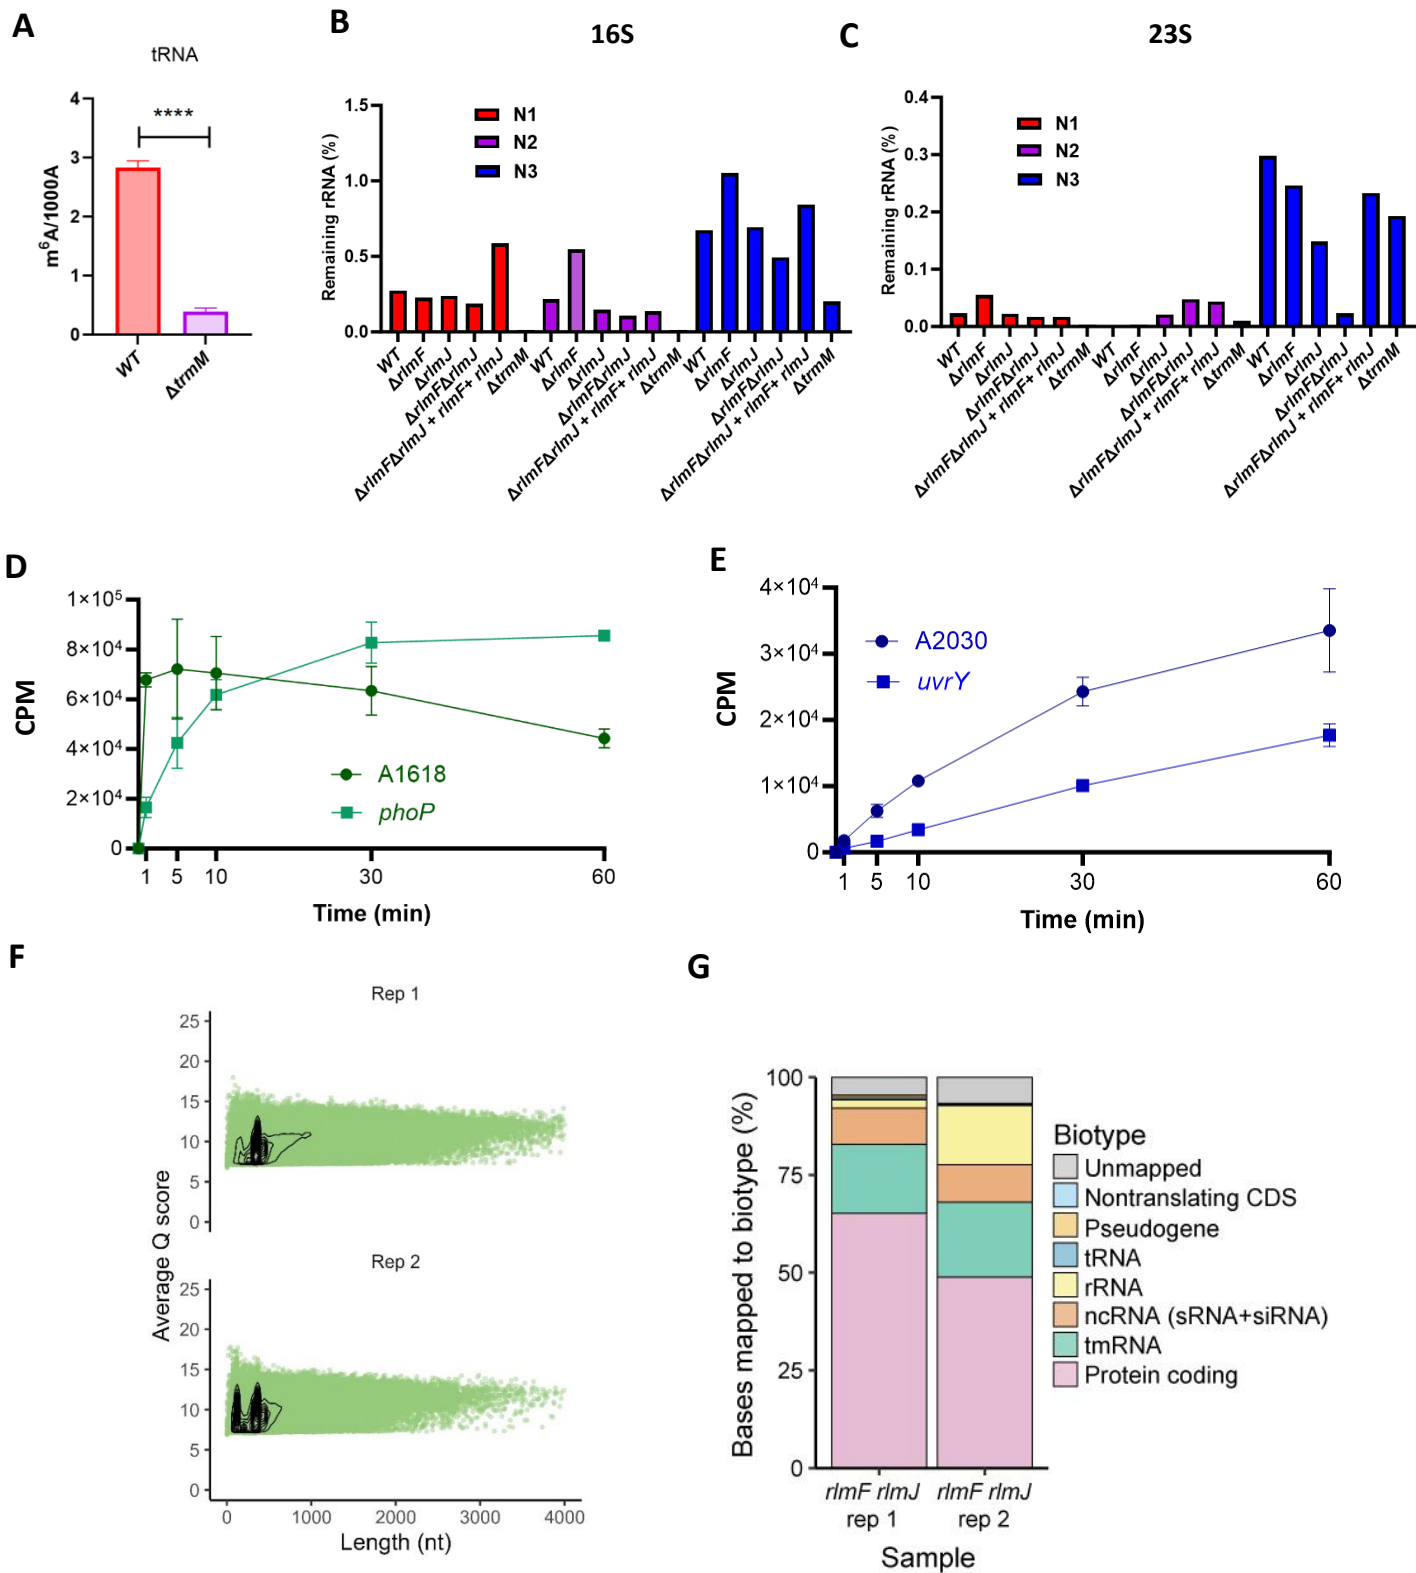

**Supplementary Figure 5. Detection of m<sup>6</sup>A in WT and methyltransferase mutant *E. coli* RNA.** (A) Mass spectrometric measurements of tRNA samples collected from WT and  $\Delta trmM$  mutant *E. coli* samples. Data are presented as the number of modified As (m<sup>6</sup>A) per 1000 unmodified As (1000A). \*\*\*\* $p < 0.0001$  (unpaired Student's *t*-test). (B, C) Percentages of (B) 16S and (C) 23S rRNA remaining after rRNA depletion in three biological replicates of several *E. coli* strains: WT; the single mutants  $\Delta rlmF$ ,  $\Delta rlmJ$ , and  $\Delta trmM$ ; the double mutant  $\Delta rlmF\Delta rlmJ$ ; and the complementation strain  $\Delta rlmF\Delta rlmJ + rlmF + rlmJ$ . qRT-PCR was performed to calculate the percentage of remaining rRNA (16S or 23S rRNA) in each sample, normalized to *recA* transcript abundance. N1–N3 indicate biological replicate samples. (D, E) Methyltransferase activities of (D) RlmF and (E) RlmJ over the course of 1 h. IVT RNAs of 100–300 nt in size were generated for *phoP* and *uvrY*, each of which contained an expected modification site; 30-nt RNAs containing As in the appropriate sequence context were also generated for the 23S rRNA positions 2030 and 1618. At time zero, the reaction was started by adding <sup>3</sup>H-methionine. CPM, counts per minute. (F, G) Summary of sequencing data generated from two biological replicates of  $\Delta rlmF\Delta rlmJ$  *E. coli* RNA, namely (F) Q score per read vs. read length and (G) relative proportions of bases mapping to specific RNA types. tmRNA, transfer-messenger RNA; ncRNA, noncoding RNA; sRNA, small RNA; siRNA, small interfering RNA; CDS, coding sequence.

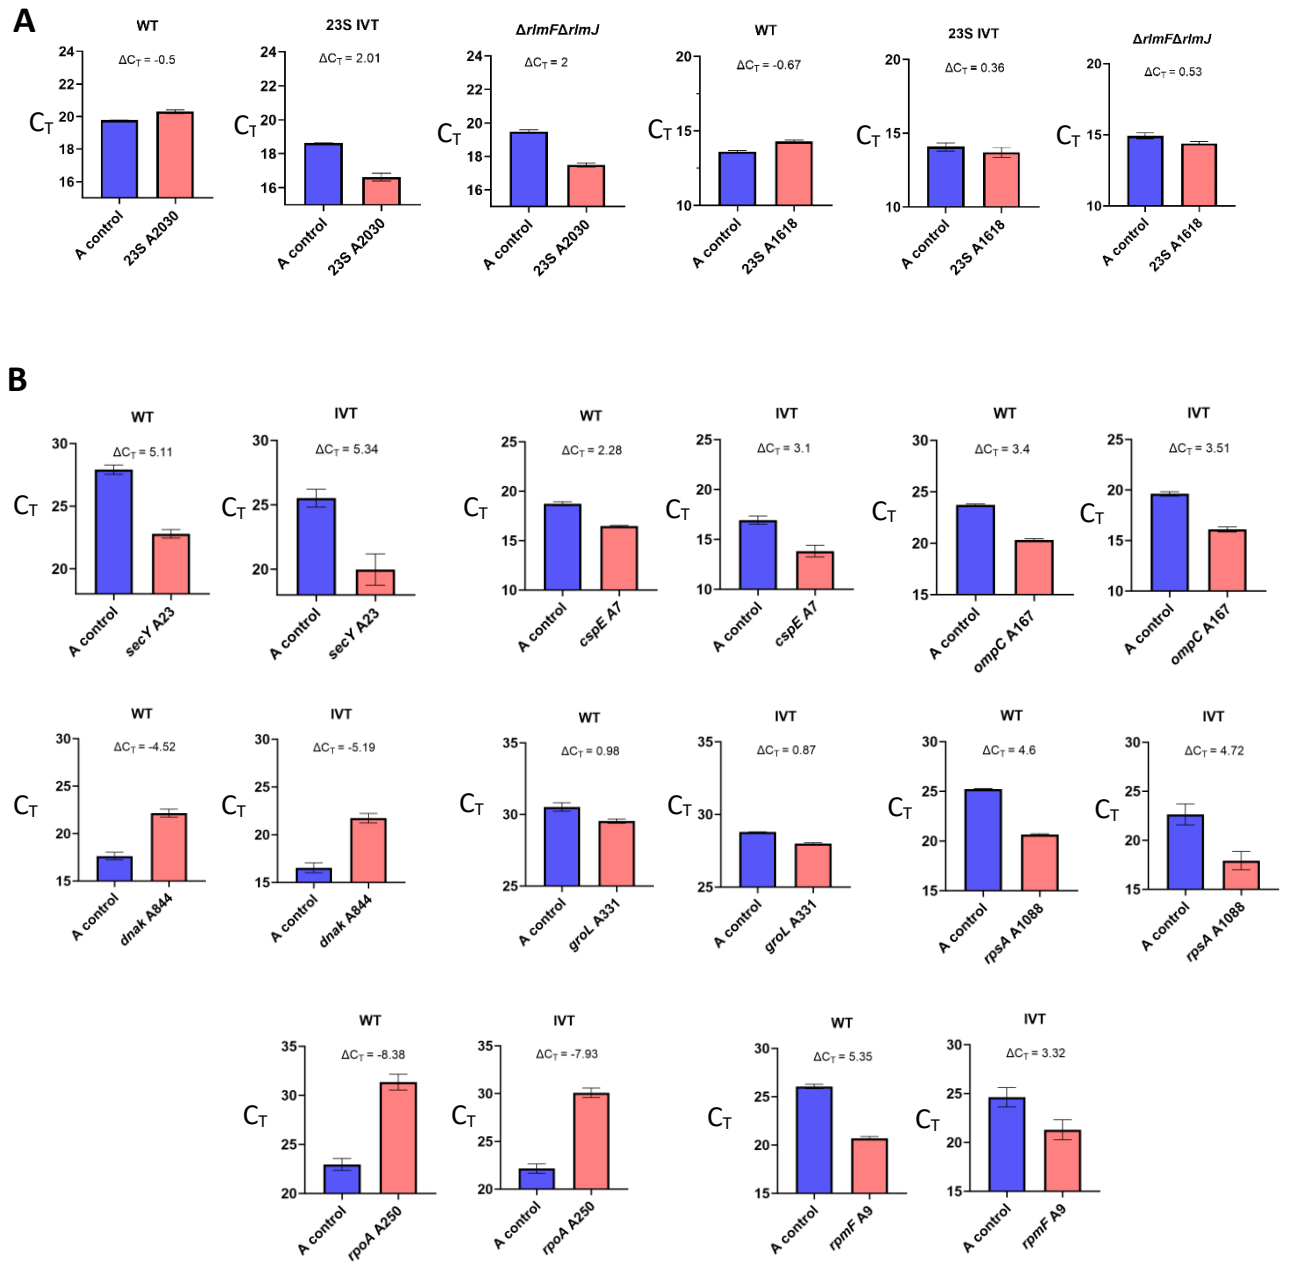

**Supplementary Figure 6. m<sup>6</sup>A detection with SELECT.** (A) Detection of m<sup>6</sup>A modifications at the A2030 and A1618 sites of the 23S rRNA in WT, IVT, and  $\Delta rlmF\Delta rlmJ$  *E. coli* with SELECT. (B) Assessment of eight *E. coli* mRNA sites previously identified as m<sup>6</sup>A modifications [21] with SELECT. For each target m<sup>6</sup>A site, a nearby unmodified control sequence was also tested (marked “A control”). Data are presented as the mean  $\pm$  standard deviation from three biological replicates.

**A**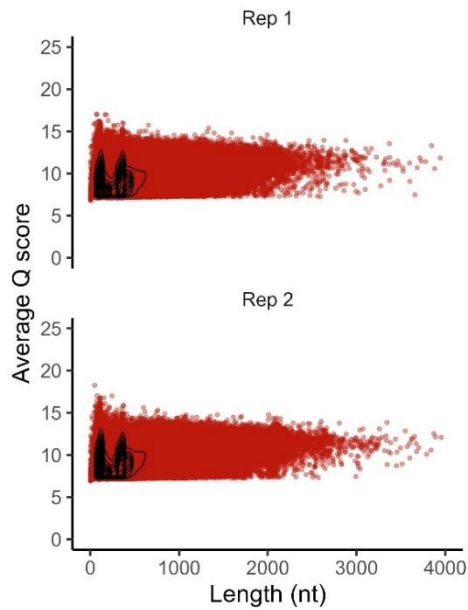**B**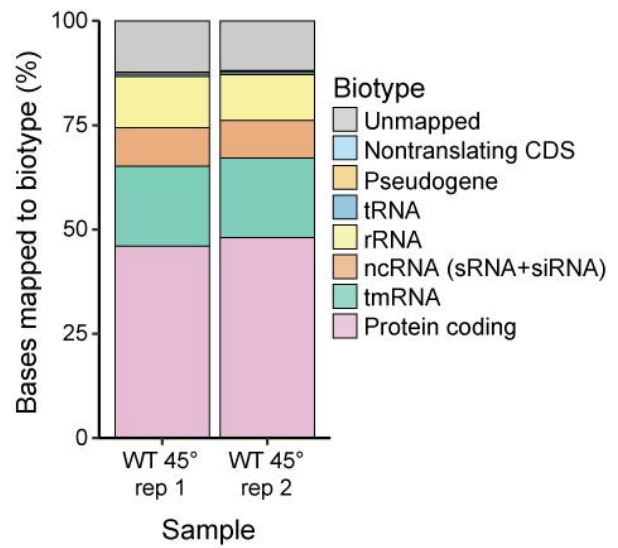**C**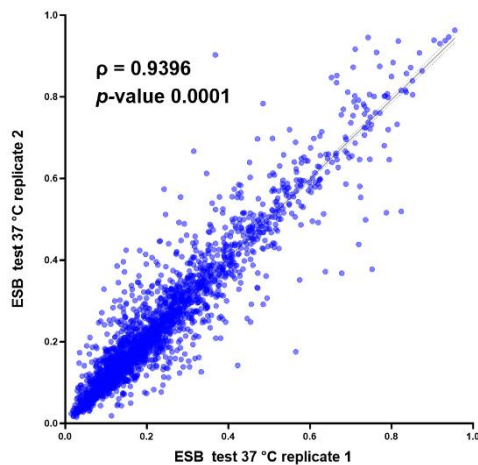**D**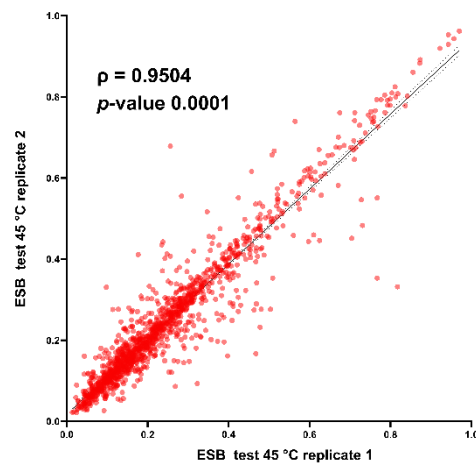

**Supplementary Figure 7. Summary of direct RNA sequencing data generated from *E. coli* exposed to heat stress.** (A, B) Summary of sequencing data generated from two biological replicates of WT *E. coli* grown at 45 °C, namely (A) Q score per read vs. read length and (B) relative proportions of bases mapping to specific RNA types. (C, D) Correlations between ESB test values from two biological replicates each (C) grown under standard growth conditions (37 °C) and (D) exposed to heat stress (45 °C). Correlations were calculated as Pearson's correlation coefficient ( $\rho$ ).

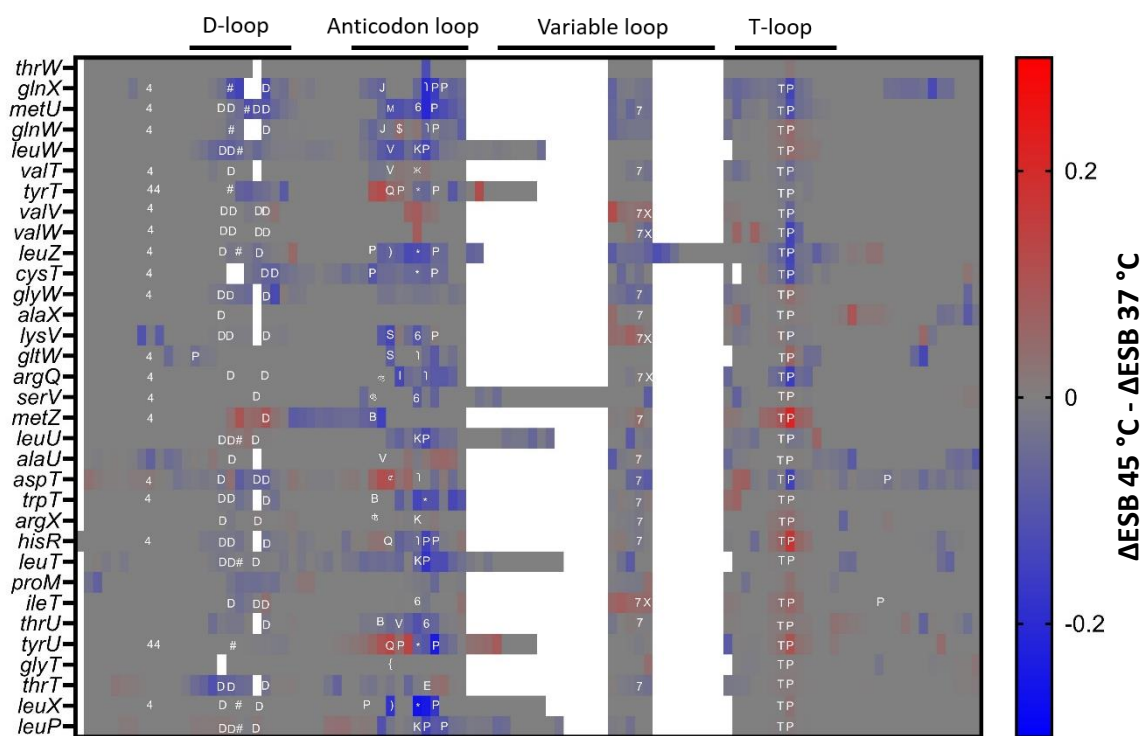

**Supplementary Figure 8. Changes in *E. coli* tRNA modification abundance in response to heat stress.** Changes in tRNA abundance were calculated as the  $\Delta$ ESB at 45 °C -  $\Delta$ ESB at 37 °C for positions across the 33 tRNAs containing modifications that were detected with ELIGOS.

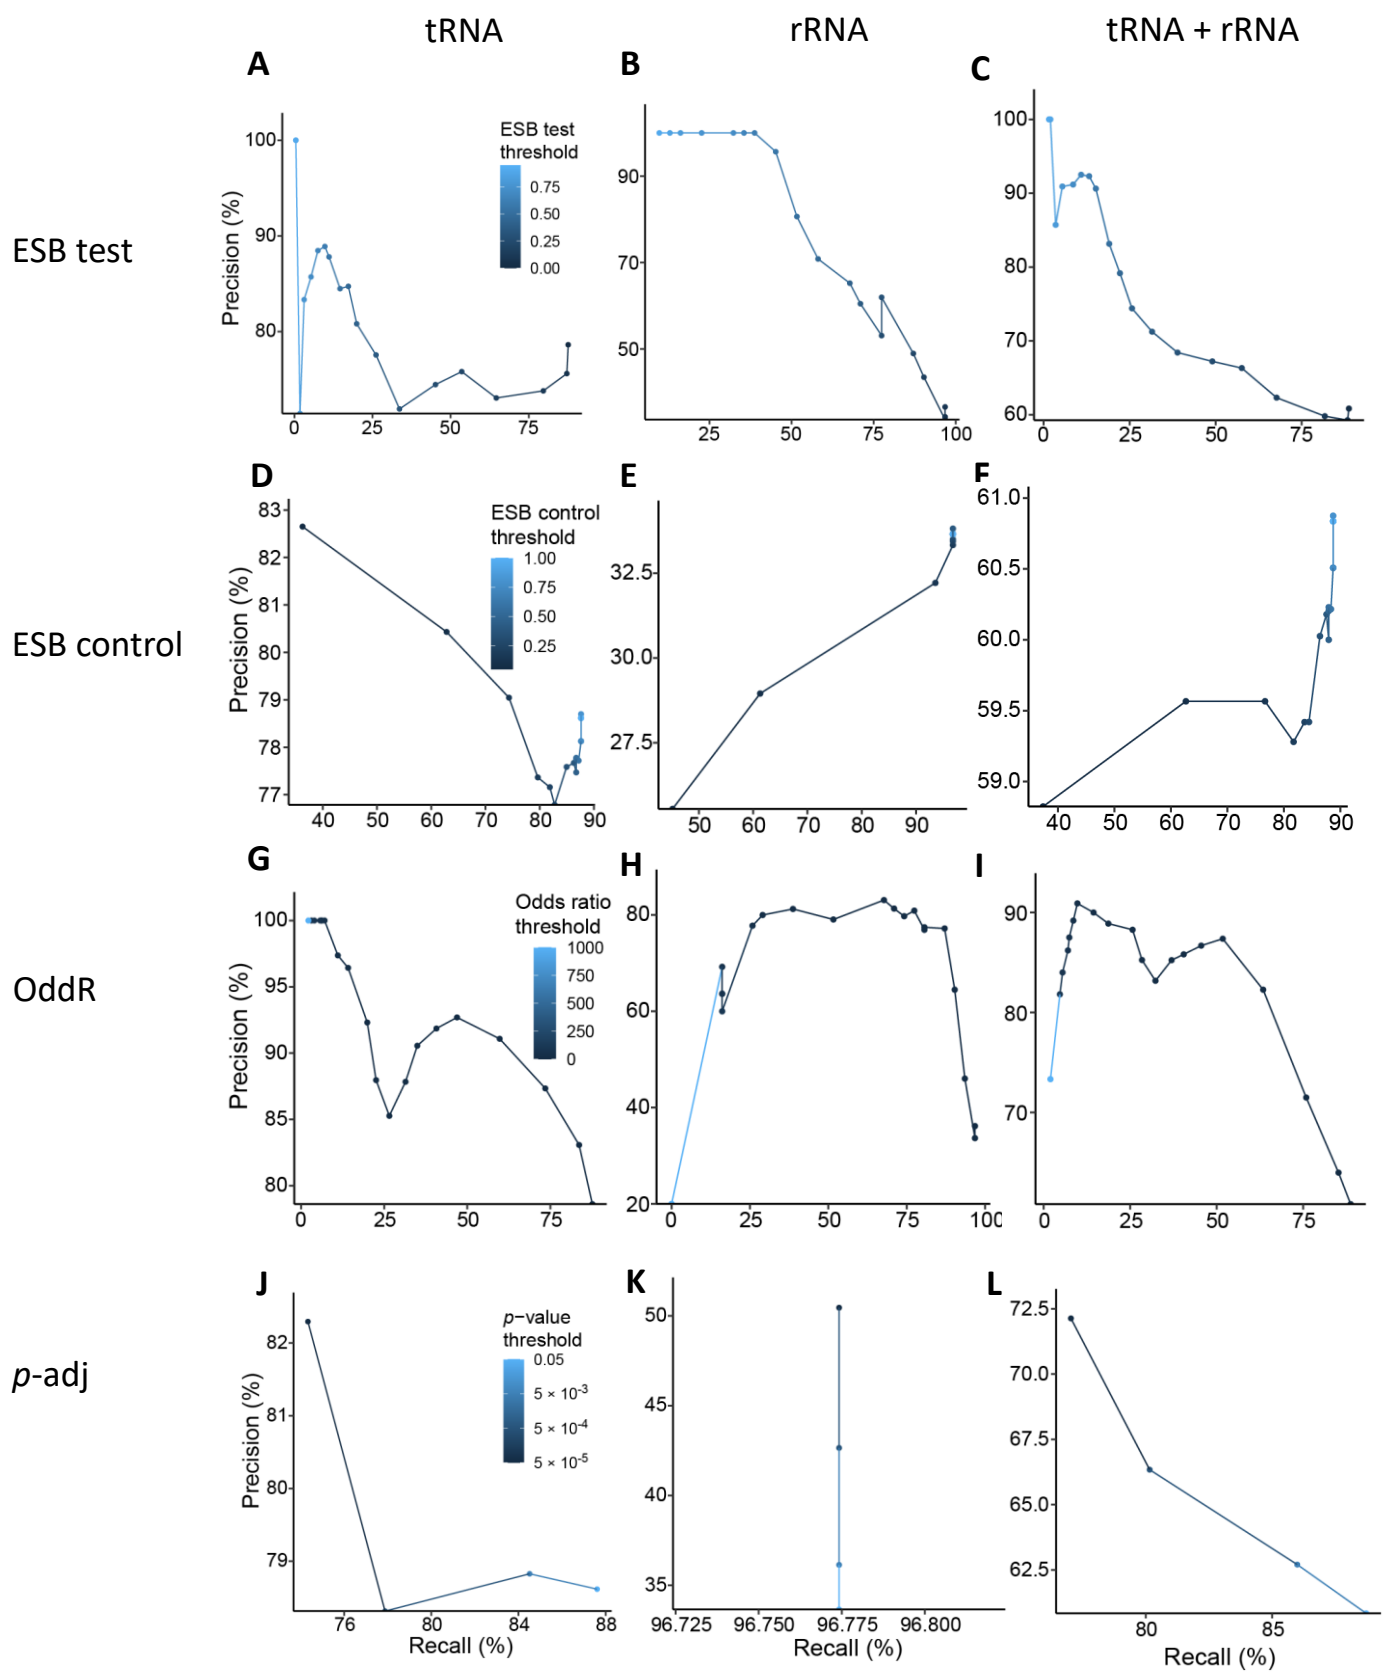

**Supplementary Figure 9. Precision and recall of known modification sites in *E. coli* tRNA and rRNA as detected with ELIGOS.** Modification sites in the *E. coli* rRNA and tRNA were detected with ELIGOS, then the results were examined using varying thresholds of the (A–C) percent error of specific bases (%ESB) in WT *E. coli* RNA (ESB test), (D–F) %ESB in the IVT control RNA (ESB control), (G–I) odds ratio (ESB test/ESB control) (oddR), and (J–L) adjusted *p*-value (*p*-adj). Left, tRNA only; center, rRNA only; right, tRNA + rRNA.

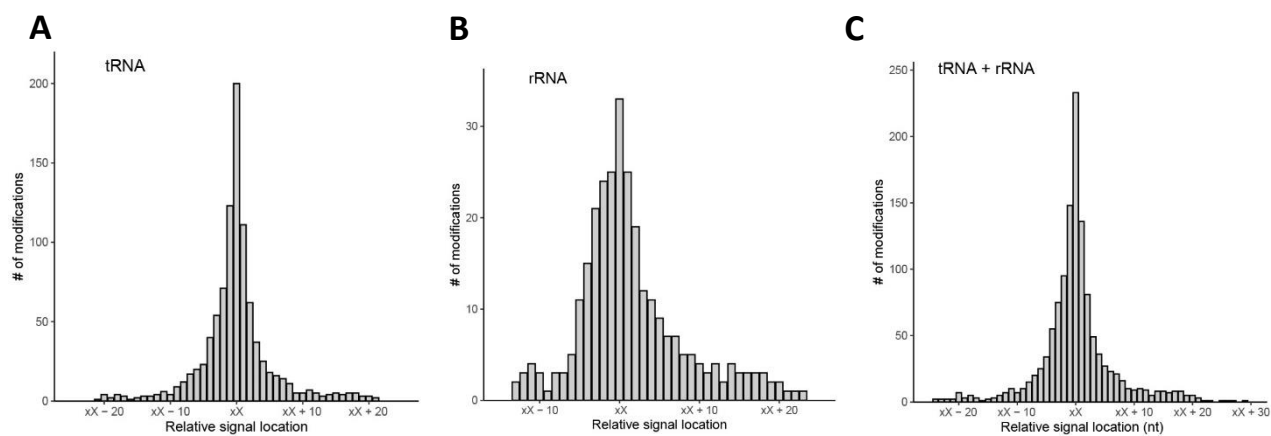

**Supplementary Figure 10. Distribution of modification signals around known modified sites.** The signals in the direct RNA sequencing data surrounding known modification sites (xX) were examined in the (A) tRNA only, (B) rRNA only, and (C) tRNA and rRNA combined.

**Supplementary Table 1.** Primers for mutant construction.

| Name                  | Sequence (5' to 3')                                   |
|-----------------------|-------------------------------------------------------|
| DEL_rlmF_for_f1       | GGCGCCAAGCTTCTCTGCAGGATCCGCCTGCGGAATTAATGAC           |
| DEL_rlmF_rev_f1       | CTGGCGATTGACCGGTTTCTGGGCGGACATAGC                     |
| DEL_rlmF_for_f2       | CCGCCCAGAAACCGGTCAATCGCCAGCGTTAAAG                    |
| DEL_rlmF_rev_f2       | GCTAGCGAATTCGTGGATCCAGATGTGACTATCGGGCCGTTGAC          |
| DEL_rlmF_chk_for      | AGGCGAATGCAGTTACGTTG                                  |
| DEL_rlmF_chk_rev      | CGGCATGAACACTGGAGATTTG                                |
| DEL_rlmJ_for_f1       | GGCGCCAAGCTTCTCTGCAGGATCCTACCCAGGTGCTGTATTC           |
| DEL_rlmJ_rev_f1_short | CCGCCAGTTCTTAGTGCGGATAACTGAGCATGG                     |
| DEL_rlmJ_for_f2_short | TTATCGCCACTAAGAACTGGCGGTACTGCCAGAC                    |
| DEL_rlmJ_rev_f2_short | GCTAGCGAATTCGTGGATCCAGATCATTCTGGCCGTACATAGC           |
| DEL_rlmJ_chk_for      | GGTCGCGATACGCTTTATAC                                  |
| DEL_rlmJ_chk_rev      | TATTCCACGCCCGGAATATC                                  |
| trmM Fw v2            | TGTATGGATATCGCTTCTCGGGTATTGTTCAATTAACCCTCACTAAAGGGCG  |
| trmM Rv v2            | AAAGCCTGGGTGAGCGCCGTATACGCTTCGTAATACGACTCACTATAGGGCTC |
| c fw trmM             | TTCGTCGAGTTCAAGTTGC                                   |
| c Rv trmM             | GATTATCCGGAAGTCTCAC                                   |

**Supplementary Table 2.** Primers for reverse transcription quantitative PCR (RT-qPCR).

| Name             | Sequence (5' to 3')     |
|------------------|-------------------------|
| RT-qPCR recA Fw  | CGGTTCGCTTTCACTGGATATCG |
| RT-qPCR recA rv  | CCTGCAGCGTCAGCGTGGT     |
| 23S Fw           | TAACCGGCGATTTCCGAATG    |
| 23S rv           | CCAGACGCTTCCACTAACAC    |
| 16S Fw           | CAGGCGGTTTGTTAAGTCAG    |
| 16S rv           | CTTCGCCACCGGTATTCTC     |
| qPCRf for SELECT | ATGCAGCGACTCAGCCTCTG    |
| qPCRr for SELECT | TAGCCAGTACCGTAGTGCGTG   |

**Supplementary Table 3.** Mass transitions in dynamic multiple reaction monitoring mode with tandem quadrupole mass spectrometry (MS).

| Compound name             | Precursor ion | MS1 Res. | Product ion | MS2 Res. | Ret time (min) | Delta Ret time | Fragmentor | Collision energy |
|---------------------------|---------------|----------|-------------|----------|----------------|----------------|------------|------------------|
| A                         | 268,1         | Wide     | 136         | Unit     | 5,3            | 1              | 180        | 21               |
| A SILIS                   | 283           | Wide     | 146         | Unit     | 5,3            | 1              | 180        | 21               |
| C                         | 244,1         | Wide     | 112         | Unit     | 1,8            | 1              | 175        | 13               |
| C SILIS                   | 256           | Wide     | 119         | Unit     | 1,8            | 1              | 175        | 13               |
| Cm                        | 258,1         | Wide     | 112         | Unit     | 3,8            | 4              | 180        | 9                |
| Cm SILIS                  | 271           | Wide     | 119         | Unit     | 3,8            | 4              | 180        | 9                |
| D                         | 247,1         | Wide     | 115         | Unit     | 1,7            | 1              | 70         | 5                |
| D SILIS                   | 258           | Wide     | 121         | Unit     | 1,7            | 1              | 70         | 5                |
| G                         | 284,1         | Wide     | 152         | Unit     | 4,2            | 1              | 130        | 17               |
| G SILIS                   | 299           | Wide     | 162         | Unit     | 4,2            | 1              | 130        | 17               |
| Gm                        | 298,1         | Wide     | 152         | Unit     | 4,9            | 1              | 100        | 9                |
| Gm SILIS                  | 314           | Wide     | 162         | Unit     | 4,9            | 1              | 100        | 9                |
| m <sup>1</sup> G          | 298,1         | Wide     | 166         | Unit     | 4,9            | 1              | 105        | 13               |
| m <sup>1</sup> G SILIS    | 314           | Wide     | 177         | Unit     | 4,9            | 1              | 105        | 13               |
| m <sup>2</sup> G          | 298,1         | Wide     | 166         | Unit     | 4,89           | 0,6            | 95         | 17               |
| m <sup>2</sup> G SILIS    | 314           | Wide     | 177         | Unit     | 5,1            | 0,6            | 95         | 17               |
| m <sup>3</sup> U          | 259,1         | Wide     | 127         | Unit     | 4,7            | 2              | 75         | 9                |
| m <sup>4</sup> Cm         | 272           | Wide     | 126         | Unit     | 4,63           | 1              | 80         | 12               |
| m <sup>5</sup> C          | 258,1         | Wide     | 126         | Unit     | 3,6            | 1              | 185        | 13               |
| m <sup>5</sup> C SILIS    | 271           | Wide     | 134         | Unit     | 3,6            | 1              | 185        | 13               |
| m <sup>5</sup> U          | 259,1         | Wide     | 127         | Unit     | 4,3            | 2              | 95         | 9                |
| m <sup>5</sup> U SILIS    | 271           | Wide     | 134         | Unit     | 4,3            | 2              | 95         | 9                |
| m <sup>66</sup> A         | 296           | Wide     | 164         | Unit     | 7,2            | 1              | 130        | 21               |
| m <sup>66</sup> A SILIS   | 313           | Wide     | 176         | Unit     | 7,2            | 1              | 130        | 21               |
| m <sup>6</sup> A          | 282,1         | Wide     | 150         | Unit     | 6,7            | 1              | 125        | 17               |
| m <sup>6</sup> A SILIS    | 298           | Wide     | 161         | Unit     | 6,7            | 1              | 125        | 17               |
| m <sup>7</sup> G          | 298,1         | Wide     | 166         | Unit     | 3,5            | 2              | 100        | 13               |
| m <sup>7</sup> G SILIS    | 314           | Wide     | 177         | Unit     | 3,5            | 2              | 100        | 13               |
| ms <sup>2i6</sup> A       | 382           | Wide     | 250         | Unit     | 7              | 5              | 110        | 21               |
| ms <sup>2i6</sup> A SILIS | 403           | Wide     | 266         | Unit     | 7              | 5              | 110        | 21               |
| t <sup>6</sup> A          | 413,1         | Wide     | 281,1       | Unit     | 6              | 1              | 130        | 9                |
| t <sup>6</sup> A SILIS    | 434           | Wide     | 297         | Unit     | 6              | 1              | 130        | 9                |
| U                         | 245,1         | Unit     | 113         | Unit     | 3              | 1              | 95         | 5                |
| U SILIS                   | 256           | Unit     | 119         | Unit     | 3              | 1              | 95         | 5                |
| Um                        | 259,2         | Wide     | 113         | Unit     | 4,6            | 0,8            | 96         | 8                |
| Um SILIS                  | 271,1         | Wide     | 119         | Unit     | 4,6            | 0,8            | 96         | 8                |
| Ψ                         | 245,1         | Wide     | 209         | Unit     | 1,7            | 1              | 90         | 5                |
| Ψ SILIS                   | 256           | Wide     | 220         | Unit     | 1,7            | 1              | 90         | 5                |

Ret, retention; Res, resolution.

**Supplementary Table 4.** Primers for used for cloning.

| Name                 | Sequence (5' to 3')                                                 |
|----------------------|---------------------------------------------------------------------|
| RlmJ GA Fw           | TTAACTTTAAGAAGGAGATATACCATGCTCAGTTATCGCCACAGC                       |
| RlmJ GA Rv           | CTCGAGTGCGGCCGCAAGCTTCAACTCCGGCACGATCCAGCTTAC                       |
| pET 28 fw            | TTGAAGCTTGCGGCCG                                                    |
| pET 28 rv            | GGTATATCTCCTTCTTAAAGTTAAACAA                                        |
| rlmF for NcoI        | CATGCCATGGCAATGTCCGCCCAGAAACC                                       |
| rlmF rev HIS HindIII | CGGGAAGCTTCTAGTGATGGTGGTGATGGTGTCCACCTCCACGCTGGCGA<br>TTGACAAAACGGC |

**Supplementary Table 5.** Primers for *in vitro* transcription of selected genes.

| Name       | Sequence (5' to 3')                              |
|------------|--------------------------------------------------|
| A1618      | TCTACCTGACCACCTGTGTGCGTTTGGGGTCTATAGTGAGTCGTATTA |
| A2030      | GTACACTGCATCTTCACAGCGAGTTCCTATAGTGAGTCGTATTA     |
| T7-cas3 Fw | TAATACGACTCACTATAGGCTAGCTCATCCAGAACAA            |
| cas3 rv    | TACGCTGAACGATCGTC                                |
| T7-cysJ Fw | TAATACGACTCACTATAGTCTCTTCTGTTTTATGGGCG           |
| cysJ rv    | CAGCAGGCTGCTGATT                                 |
| T7-rpoH Fw | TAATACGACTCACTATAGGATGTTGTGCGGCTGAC              |
| rpoH rv    | GAACGGCGAAGGAGAC                                 |
| T7-phoP Fw | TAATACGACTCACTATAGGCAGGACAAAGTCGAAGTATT          |
| Phop rv    | TTTGCCATTATTGCGTATC                              |
| T7-uvrY Fw | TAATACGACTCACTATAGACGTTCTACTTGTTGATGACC          |
| uvrY rv    | ACGGTAAGCATGATGATTTTG                            |
| T7-ppx Fw  | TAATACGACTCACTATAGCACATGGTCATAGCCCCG             |
| ppx rv     | ATACAGACGCTGGCAGG                                |
| T7-mazE Fw | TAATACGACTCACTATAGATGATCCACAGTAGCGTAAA           |
| mazE rv    | ACCAGTTCAGCAAGCGT                                |
| T7-dnaK Fw | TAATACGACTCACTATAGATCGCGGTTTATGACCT              |
| dnak rv    | GAGCGGAAGACAGTTTCG                               |

**Supplementary Table 6.** Primers for single-base elongation- and ligation-based quantitative PCR amplification method (SELECT) to detect  $N^6$ -methyladenosine ( $m^6A$ ) modifications.

| Name                  | Sequence (5' to 3')                             |
|-----------------------|-------------------------------------------------|
| 23S 2030 control down | 5PHOS/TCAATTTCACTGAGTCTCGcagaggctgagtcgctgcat   |
| 23S 2030 control up   | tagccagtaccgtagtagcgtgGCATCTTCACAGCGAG          |
| 23S 2030 m6A down     | 5PHOS/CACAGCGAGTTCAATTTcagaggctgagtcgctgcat     |
| 23S 2030 m6A up       | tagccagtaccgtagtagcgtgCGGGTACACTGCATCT          |
| 23S 1618 control down | 5PHOS/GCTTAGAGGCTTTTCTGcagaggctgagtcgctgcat     |
| 23S 1618 control up   | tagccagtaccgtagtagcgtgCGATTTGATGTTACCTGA        |
| 23S 1618 m6A down     | 5PHOS/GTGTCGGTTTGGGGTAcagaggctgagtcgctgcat      |
| 23S 1618 m6A up       | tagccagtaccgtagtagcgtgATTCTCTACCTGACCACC        |
| cspE 7 m6a down       | 5PHOS/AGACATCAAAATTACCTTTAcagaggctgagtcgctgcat  |
| cspE 7 m6a up         | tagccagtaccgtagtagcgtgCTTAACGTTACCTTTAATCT      |
| cspE control down     | 5PHOS/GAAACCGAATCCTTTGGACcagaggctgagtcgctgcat   |
| cspE control up       | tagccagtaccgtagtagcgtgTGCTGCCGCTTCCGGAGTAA      |
| dnak 844 m6A down     | 5PHOS/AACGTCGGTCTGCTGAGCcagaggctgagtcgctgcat    |
| dnak 844 m6A up       | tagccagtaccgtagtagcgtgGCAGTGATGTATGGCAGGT       |
| dnak control down     | 5PHOS/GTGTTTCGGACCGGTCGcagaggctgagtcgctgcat     |
| dnak control up       | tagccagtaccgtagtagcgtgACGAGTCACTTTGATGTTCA      |
| groL 331 m6A down     | 5PHOS/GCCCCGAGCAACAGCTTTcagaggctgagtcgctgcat    |
| groL 331 m6A up       | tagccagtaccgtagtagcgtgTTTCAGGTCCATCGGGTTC       |
| groL control down     | 5PHOS/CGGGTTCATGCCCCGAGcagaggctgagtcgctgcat     |
| groL control up       | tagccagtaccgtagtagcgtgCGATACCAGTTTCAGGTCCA      |
| ompC 167 m6A down     | 5PHOS/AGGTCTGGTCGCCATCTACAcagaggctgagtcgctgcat  |
| ompC 167 m6A up       | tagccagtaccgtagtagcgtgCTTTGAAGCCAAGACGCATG      |
| ompC control down     | 5PHOS/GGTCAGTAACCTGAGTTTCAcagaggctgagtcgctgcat  |
| ompC control up       | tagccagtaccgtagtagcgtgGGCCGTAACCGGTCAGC         |
| rpmF 9 m6A down       | 5PHOS/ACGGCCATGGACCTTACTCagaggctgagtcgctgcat    |
| rpmF 9 m6A up         | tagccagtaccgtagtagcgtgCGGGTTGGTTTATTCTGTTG      |
| rpmF control down     | 5PHOS/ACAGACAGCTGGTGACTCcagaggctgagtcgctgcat    |
| rpmF control up       | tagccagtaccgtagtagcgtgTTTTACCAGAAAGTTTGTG       |
| rpoA 250 m6A down     | 5PHOS/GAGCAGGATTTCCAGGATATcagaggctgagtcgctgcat  |
| rpoA 250 m6A up       | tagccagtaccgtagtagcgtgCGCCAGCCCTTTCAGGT         |
| rpoA control down     | 5PHOS/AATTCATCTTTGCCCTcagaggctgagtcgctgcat      |
| rpoA control up       | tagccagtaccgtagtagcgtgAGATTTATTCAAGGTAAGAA      |
| rpsA 1088 m6A down    | 5PHOS/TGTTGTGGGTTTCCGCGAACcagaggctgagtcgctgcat  |
| rpsA 1088 m6A up      | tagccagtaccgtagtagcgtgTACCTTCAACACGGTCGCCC      |
| rpsA control down     | 5PHOS/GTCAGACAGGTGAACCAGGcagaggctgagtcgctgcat   |
| rpsA control up       | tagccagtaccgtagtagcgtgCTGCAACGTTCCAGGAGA        |
| secY control down     | 5PHOS/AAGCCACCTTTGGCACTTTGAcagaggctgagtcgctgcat |
| secY control up       | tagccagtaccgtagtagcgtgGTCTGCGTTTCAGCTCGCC       |
| secY23 m6A down       | 5PHOS/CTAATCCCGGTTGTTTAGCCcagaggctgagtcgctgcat  |
| secY23 m6A up         | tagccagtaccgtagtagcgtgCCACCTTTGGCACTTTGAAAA     |

**Supplementary Table 7.** Primers for *in vitro* RNA transcription from total WT *E. coli* RNA.

| Name               | primer sequence 5' to 3'                           |
|--------------------|----------------------------------------------------|
| IVT Fwd Primer PCR | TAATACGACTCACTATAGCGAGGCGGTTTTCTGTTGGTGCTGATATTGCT |
| IVT Rev Primer PCR | ACTTGCCTGTCGCTCTATCTTC                             |
| 23S Fw T7          | TAATACGACTCACTATA GGTAAAGCGACTAAGCGTACA            |
| 23S Rev T7         | AAGGTTAAGCCTCACGGTT                                |
| 16S Fw T7          | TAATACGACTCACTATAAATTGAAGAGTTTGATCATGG             |
| 16S Rev T7         | TAAGGAGGTGATCCAACCG                                |

How the deposited data were processed for this re-analysis (not part of the article)

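Direct RNA sequencing libraries of 4 kinds were analysed: mRNA-enriched RNA of *E. coli* MG1655 grown at 37°C (WT), an unmodified in vitro transcribed control (IVT), the Δ*rlmF*Δ*rlmJ* mutant at 37°C, and WT cells heat-stressed at 45°C. The authors combined 2 biological replicates of each kind, and the deposited values refer to the combined libraries, so each condition has n = 1 and no replicate error or replicate test could be computed.

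The authors basecalled the reads with Guppy, aligned them with Minimap2 to a transcriptome or genome with a single copy of each duplicated tRNA and rRNA gene, and quantified transcriptional units with Salmon. The deposited Salmon values are estimated counts without normalization for each transcriptional unit. The deposited ELIGOS values are counts of base observations with and without a basecalling error, the error at specific bases (ESB) as a fraction, the odds ratio, and a P-value of a Fisher exact test with its adjusted P-value, in which reads are the units. Only positions with a P-value below 0.001 and an odds ratio of at least 1.2 are in the deposited ELIGOS tables, which list 5996 positions for WT against IVT, 6032 for 45°C against IVT and 11814 for WT against the mutant. The deposited Nanocompore values are P-values of the GMM logit, KS intensity and KS dwell time tests with a log odds ratio. In the deposited CHEUI-diff tables, the authors give coverage as a count, stoichiometry as a fraction and a rank-sum P-value, and in the CHEUI-solo tables coverage as a count, stoichiometry as a fraction and the probability as a score from 0 to 1.

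Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Units were joined to the 4650 genes of the reference annotation of the ASM584v2 genome by position, and a unit was classed by these genes. The annotation used holds no strand, so a gene on the other strand can be counted in a unit and set its class, and the class of a region. The strand of a unit is the one given in the authors' list, plus for 1946 and minus for 705. These labels could not be checked against the annotation, and no other check of them was made. The shares and counts of units by strand rest on them. A unit was counted as present at 20 or more estimated reads. The log2 ratio of 45°C to 37°C was taken from the reads divided by all assigned reads of the library, with a pseudocount of 0.5 reads, for units with at least 10 reads at both temperatures, and a unit was counted as changed when it was at least 2 times higher or lower. Its interval is the exact conditional interval for the ratio of a pair of counts. Scaling to the reads of protein-coding units moved the median log2 ratio by 0.24, the median-of-ratios size factor by −0.37 and TMM by −0.31.

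A known rRNA or tRNA position was counted as detected when it was listed with an adjusted P-value of at most 0.05. Modification regions were runs of adjacent listed positions outside tRNA and rRNA with an ESB test value of at least 0.1, an ESB control value of at most 1, an odds ratio of at least 3 and an adjusted P-value of at most 0.05, the thresholds given in the paper. Regions were assigned to CDS, 5′ UTR, 3′ UTR, ncRNA or intergenic from the annotation and the deposited unit coordinates. Regions at the temperatures were paired when they overlapped on the same strand and were compared by their highest ESB test value. CHEUI-diff m5C and m6A rank-sum P-values were adjusted by the Benjamini-Hochberg method over all tested 9-mers. Sites shared by the programs were those called at exactly the same A at the thresholds given in the paper.

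The assigned reads summed to 1353512 (WT at 37°C), 836604 (IVT), 2130072 (mutant) and 1080271 (WT at 45°C). Shares carry Wilson 95% intervals, except for the shares of reads on *ssrA*, which carry exact binomial intervals, and differences of fractions carry Newcombe intervals; a count of 0 was taken to allow up to 3. These intervals cover counting error only, and those of CHEUI stoichiometries take the coverage as the number of reads, which can make them too narrow. Variation between replicates cannot be computed from combined libraries; the rRNA shares of the 37°C replicates in Table 1 of the paper lie further apart than these intervals. The median depth at listed ELIGOS positions was 648 reads at 37°C, 315.2 at 45°C and 146 in the comparison with the mutant.

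The genes and sites named are first those the paper names for a comparison. Also named are the 5 protein-coding units with the largest and the 5 with the smallest log2 ratio. This ranking took units with at least 50 reads at both temperatures. For regions, 5 with the highest odds ratio at each temperature are named. They were taken from regions whose position with the highest ESB had at least 50 reads in both libraries. At 45°C, 6 regions tied at an infinite odds ratio, and 5 of them are named. The thresholds, the named-genes rule and the first set of alternatives were set before the data were examined; of 213 values under alternatives, 145 were set then and 68 were added after the data were seen. The alternatives were other scalings, minimum numbers of reads, pseudocounts, thresholds of each program, joining and overlap rules for regions, windows and tolerances around a position. The comparison of 45°C with 37°C was tested on simulated data with 200 changed units. These were drawn from units with at least 50 reads at 37°C and given changes well above 2 times, with counting noise only. High recovery thus follows from the settings and does not measure the recovery of changes near 2 times. Of the 1747 units with enough reads, 191 were changed units, and 99.5% of these were recovered. With the library total, 23 unchanged units were called, and with the median-of-ratios size factor 16. The median log2 ratio of unchanged units was −0.28 with the library total and 0.01 with the median-of-ratios size factor.

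Mass spectrometry, RT-qPCR, in vitro methylation, DRUMMER and single-base elongation results were not analysed here. The known tRNA modifications other than those fixed by position were left out because they need a tRNA-by-tRNA list, and GO enrichment was left out because the annotation used holds no GO terms. The replicates were not compared with each other, because the values are of combined libraries.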

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

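All tests reported here were chosen only after the results were seen. In the comparison of the WT with the Δ*rlmF*Δ*rlmJ* mutant by the m5C model of CHEUI-diff, for which the paper reports no results, C1615 of the 23S rRNA (genomic position 227373) had a stoichiometry of 0.698 in the WT (294 reads) and 0.431 in the mutant (815 reads), a difference of 0.268 (Newcombe 95% interval 0.202 to 0.327, counting error only). The interval takes the coverage as the number of reads, of which the stoichiometries are not whole counts, so it can be too narrow. C1615 drew attention as a signal in data the paper did not analyse, 3 nt from A1618, where RlmF methylates the 23S rRNA. In total, 75 of 178004 tested 9-mers differed at a stoichiometry difference of at least 0.1 and an adjusted P-value of at most 0.05, with 43 higher and 32 lower in the WT. None of the 75 also met the probability thresholds that the paper used for m5C.

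A shift of the m5C calls between the libraries as a whole would have moved other rRNA positions as well. Of the other 978 C positions in rRNA more than 10 nt from A1618 and A2030, 0 passed the same thresholds, and the largest difference among them was 0.148, which argues against such a shift in rRNA. The 9-mer of C1615, CCGACACAG, spans positions 1611 to 1619 and therefore contains A1618. A candidate explanation is that the m5C model read the loss of m6A at A1618 as a loss of m5C. In line with this, the m6A stoichiometry difference at A1614, whose 9-mer also contains A1618, was 0.120, compared with 0.0776 at A1616 and 0.0347 at A1618 itself; at C1617, the m5C difference was −0.0391, so not every 9-mer containing A1618 changed in the same direction. A difference in m5C at C1615 between the strains, as a biological effect of the deletions, was not tested and remains open.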

How the results depend on the processing

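The alternatives marked here as added were chosen only after the results were seen; the others were set beforehand. Over 59 results and 213 alternatives (145 set beforehand and 68 added), 138 values stayed within their interval or within 1.5 times the count, and 75 moved beyond it. The log2 ratios of *dnaK* and of the named units kept their sign, and that of the unit of *hfq* did not (0.16, and −0.20 with the median-of-ratios size factor); the larger group switched for the units changed at 45°C and for the overlapping CDS pairs, as given with them. For the 10 named units, 21 of 30 values with another scaling (added) moved, and each unit kept its direction.

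Transcripts with at least 20 reads. A minimum of 50 reads gave 337 units in the IVT and 1156 in the 45°C library. Counting genes in place of units (added) gave 3080 at 37°C, 1280 in the IVT, 3429 in the mutant and 3361 at 45°C; a unit can contain several genes. Among reads outside rRNA and tRNA, which is a smaller total, the share of *ssrA* was 29.9%, 84.0%, 30.3% and 32.5% in these libraries, in the same order; among all sequenced reads (added), a larger total, it was 20.9%, 60.2%, 23.2% and 17.6%.

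Units at least 2 times higher or lower at 45°C. Scaling to protein-coding reads gave 92 lower units; the median-of-ratios size factor gave 201 higher and 299 lower, and TMM 220 higher and 273 lower, so the larger group changed from higher to lower units. Without a read minimum, 732 were higher, and with at least 50 reads at both temperatures 131 were higher and 97 lower; more and fewer units enter by construction. The log2 ratio of *dnaK* was 2.41, 1.80 and 1.86 (added) with protein-coding scaling, the median-of-ratios size factor and TMM, respectively.

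Known positions. Position 54 was found in 69.7% of tRNAs with the thresholds selected by the paper and in 66.7% with an OddR of at least 2.5 and an adjusted P-value of at most 0.00001; position 55 was found in 100% of tRNAs with at least 50 reads. These thresholds admit fewer positions or tRNAs by construction. The mean change within 2 nt of A1518 was 0.121; the cause was not tested. The count of known rRNA positions and the direction at all tRNA position groups stayed within their limits under every alternative run, but at position 32 the same-window selection (added) left 50.0% lower.

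Regions. With an OddR of at least 5 there were 214 regions at 37°C and 254 at 45°C; with an adjusted P-value of at most 0.00001, 90 (46.7% in the CDS) and 87 (31.0%); with every position counted singly, 703 (67.9%) and 755 (67.4%); and with only positions of at least 50 reads in both libraries joined, 140 (61.4%) and 149 (63.8%). The changes in number follow from the construction of these alternatives; the cause of the lower CDS shares was not tested. The overlapping CDS pairs numbered 48 with the same highest position, 46 with the same highest position and window (added), 50 with an OddR of at least 5, and 17 with an adjusted P-value of at most 0.00001, where 23.5% were higher at 45°C; the cause of this change in majority was not tested.

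CHEUI and shared sites. A WT probability of at least 0.999 gave 21 m5C 9-mers and of at least 0.99 gave 51. A stoichiometry difference of at least 0.2 left 8 shared A sites, and calls within 2 nt gave 31. Against the mutant, a Nanocompore threshold of 0.05 gave 2 sites, as did calls within 2 nt. Looser thresholds admit more and stricter ones fewer sites by construction.

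The alternative for GO terms, the background of the enrichment, was not run, because the annotation used holds no GO terms.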

Differences from the paper's values

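No test is reported here; alternatives named as added were chosen only after the values were seen. Of 44 values compared, 39 lay within 1.5 times the paper's value, and 5 did not.

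The number of transcripts with at least 20 reads in the IVT control was 597 units, and the paper's value is 1379. None of the alternatives set before the data were examined came within 1.5 times of it: a minimum of 10 reads gave 895, a minimum of 50 reads 337 and protein-coding units 564. Counting the genes in the units, which was chosen after seeing the values, gave 1280. Apart from *ssrA*, 530 of the 597 units lay on the plus strand and 66 on the minus strand, and many minus-strand units with a control depth of at least 20 in the ELIGOS table had fewer estimated reads, so 597 is a limited measure of the transcripts in this library, and the shares of assigned reads in it have the same limit. The tRNA share of reads in the WT was 2.16%, and the paper's value is 1%; the rRNA share in the IVT control was 0.481%, and the paper's value is 0.12%. No alternative was set for these shares beforehand; as shares of all sequenced reads, chosen after seeing the values, they were 1.82% and 0.349%. The share of *ssrA* in the IVT control was 82.9% of assigned reads, within 1.5 times the paper's value of 60%, and 60.2% of all sequenced reads, a denominator chosen after seeing the values; in the WT that denominator gave 20.9%, and the paper's value is 25%. The adjusted P-value from the CHEUI rank-sum test was 6.9e-32 at C1402, where the paper's value is 3.87e-32, and 9.3e-14 at C1407, where the paper's value is 2e-11; no alternative was set for them. The WT probability at C1402 was 0.992, and the paper's value is 0.999.

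The paper states that the distribution of mapped reads was comparable at the temperatures; the rRNA share was 15.2% at 37°C and 25.7% at 45°C, while the share of *ssrA* was 24.7% and 23.7%. This difference has no replicate test, and the rRNA shares of the 2 replicates at 37°C in Table 1 of the paper lie further apart than the higher of them lies from either replicate at 45°C. The paper states that C967 of the 16S rRNA and C1962 of the 23S rRNA were not identified by ELIGOS; both were in the deposited table, with an OddR of 10.9 and 2.36, and C1402 and C1407 were not, as in the paper. With the 45°C library in place of the 37°C library, C1402 and C1407 were listed with an OddR of 1.64 and 1.50. The paper places the offset signal of m3U1498 at 5 nt upstream; the position there was listed with an OddR of 5.95, and the highest OddR nearby was 13.7 at 3 nt upstream. The paper places the Ψ site of *fimA* in its CDS. The match found here, by the U and its nearest bases only, lay 69 nt upstream of the annotated CDS, so it may be another site. The matches for the other 8 sites were inside their CDS.

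The paper finds no differences in the 23S rRNA between the temperatures; the median change was 0.00563 and the intervals of 19 of 24 positions included 0, while the ESB at Ψ955 was higher by 0.138. For the m2G sites, where the paper finds no change, the change was 0.0957 at G1516 and −0.00304, 0.0148 and −0.00763 at G966, G1835 and G2445. The paper finds no changes on average at the D-loop sites, apart from a decrease of D in specific tRNAs, and none at tRNA positions 34 and 37. The groups here are wider than the paper's, since they take every listed base at these positions and not only known modified sites. A lower ΔESB at 45°C was found at 78.8% of D-loop U sites and at 90.0%, 80.0% and 80.8% of sites at positions 18, 34 and 37, against 50.0% and 36.4% at positions 54 and 55, where the paper finds no change either. At position 34, the share was 69.2% for sites listed at both temperatures and 60.0% for those with the same window (added), with intervals that include 50%.

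The paper describes the CDS regions at 37°C as enriched at the beginning and end of the CDS; the first, middle and last part held 31.6%, 36.1% and 32.3%. At 45°C, where the paper describes enrichment in the middle and at the end, the middle part held 32.8% and the last part 40.2%. The paper names A as the most abundant base in the 5′ UTR; A accounted for 8 of 51 regions at 37°C and 16 of 57 at 45°C, and U for 16 and 18. The paper describes U as enriched toward the end of the CDS at both temperatures; at 37°C there were 27, 20 and 18 regions at U in the first, middle and last part, and at 45°C 24, 26 and 38. For A, there were 14, 25 and 27 regions at 37°C and 13, 25 and 30 at 45°C, but with an OddR of at least 5 the middle part held the most at both temperatures (8, 19 and 11; 9, 15 and 13). The paper places the greatest overlap in the 3′ UTR; the overlapping share of the regions at 37°C was 62.5% there and 64.7% in the 5′ UTR.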

Other observations

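The tests of explanations reported here were chosen only after the results were seen; the median-of-ratios scaling and the median change of 16S positions away from known modifications were set beforehand as alternatives. Each condition has 1 combined library, so differences between temperatures or strains cannot be separated from differences between libraries by a replicate test.

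The ESB test values at A1518 and A1519 of the 16S rRNA were higher at 45°C. A general rise of the basecalling error in 16S reads would have raised other positions too, but at the 33 16S positions more than 10 nt away from a known modification with the same window at both temperatures the highest change was 0.0350 (median of all 44 positions 0.00125, range −0.0980 to 0.288, the highest with different windows). A change over the whole 3′ end of the 16S rRNA would have raised all listed positions there alike, but at the 5 positions more than 5 nt from both sites with the same window at both temperatures the changes ranged from −0.0598 to 0.0524. With different windows, whose values are not comparable, the change there was 0.0954 at position 1525 and −0.0905 at position 1533. A rise that fades with distance from A1518 stays open, since the listed positions from 1511 to 1526 were all higher. Other technical differences between the libraries were not tested. From the ESB values alone, a higher m6,6A level at 45°C also remains open. G1516 and G1517, which are 2 nt and 1 nt from A1518, also rose, by 0.0957 and 0.142. The paper measured m6,6A by MS in tRNA-depleted RNA and reports an increase at 45°C. These MS data were not analysed here.

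ΔESB was lower at 45°C at most Us of tRNA positions 38 to 40. Parts of the tRNA were set by counting back from the 3′ end, for positions listed at both temperatures with the same window. In tRNAs with a long variable loop, this count shifts the parts upstream of the T arm, so these mix with their neighbours. A lower basecalling error over the whole tRNA would have lowered the T arm as well, but 48.5% of 204 T-arm positions were lower. The share was 76.9% of 169 positions in the part taken as the anticodon arm and 76.8% of 151 in the D arm. In the variable loop, 66.3% of 86 positions were lower, and at the 3′ end 67.5% of 40, so a fall over several parts of the tRNA other than the T arm remains open. In percent of the ΔESB at 37°C, the median change at position 18 and the Us of the D-loop was −23.6% (quartiles −43.1 and −4.20; 63 sites), against −42.2% (−49.9 and −27.0; 18 sites) at the Us of positions 38 to 40, all listed at both temperatures. These ranges overlap, so a fall in proportion to the signal in both arms remains open. A different composition of the tRNA reads at the temperatures may contribute and was not tested; a lower level of Ψ at 45°C remains open.

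Few IVT reads were assigned to units of the minus strand. An IVT library with few minus-strand transcripts would leave few minus-strand units covered in the ELIGOS control as well, but 195 listed units on the minus strand and 221 on the plus strand had a control depth of at least 20. Of these minus-strand units, 138 had fewer than 20 estimated reads in the IVT library, against 5 of 221 on the plus strand, and in the WT 2 of 196 on the minus strand. This suggests that the deposited IVT estimated counts leave out minus-strand reads that the genome alignment holds; the step at which this happened was not tested, and no biological explanation was tested.

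At 258 positions outside tRNA and rRNA the thresholds were passed at both temperatures. Chance in the shared IVT control could produce such positions. In 200 simulated pairs of unmodified libraries drawn against the same control, a mean of 0.03 positions per simulation passed at both temperatures, against 258 observed. The libraries were drawn at the control ESB of listed positions, which selection for a high odds ratio makes too low on average. A position without errors in the control could never pass in a simulated library. The simulation therefore cannot exclude a control that is low by chance. The simulation draws reads independently, so sequence-dependent errors that differ between in vitro and cellular RNA remain open.

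More overlapping CDS regions had a higher than a lower ESB test value at 45°C, 57.1% when the highest value over the positions listed at both temperatures was used. With both libraries drawn again from 1 common ESB, a mean of 51.8% of the regions were higher (95% range 42.9 to 63.6), so counting error at these depths with no change is a possible explanation of this share.

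Of the 285 CDS regions found at 37°C, 75 (26.3%, Wilson 95% interval 21.5 to 31.7) overlapped a region at 45°C. When the 45°C library was drawn again at the ESB seen at 37°C, 77.1% (72.6 to 81.1) of the regions were called. The ESB of a region chosen for passing the thresholds at 37°C is on average too high, which raises this simulated value by an unknown amount, so chance around the thresholds and a difference between the temperatures cannot be told apart for these regions. Of the 6 regions with the highest depth at 37°C, 4 (66.7%) were found again, against a simulated 95.1% (82.9 to 100), and of the 167 with the lowest depth, 29 (17.4%), against 75.9% (70.6 to 81.5). Of the 112 regions in between, 42 (37.5%, 29.1 to 46.7) were found again, against 77.8% (71.4 to 84.8). These simulated values are raised in the same way.

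More units were at least 2 times higher than lower at 45°C when scaled to all assigned reads. If a few abundant RNAs that take a different share of the reads were the cause, they would together take a smaller share at 45°C, which raises the ratios of the others, but the 10 most abundant units of each library (11 in total) took 60.6% of the reads at 37°C and 65.8% at 45°C. Their larger share lowers the other ratios; single units among them, and less abundant ones, were not tested. The median-of-ratios size factor gave 201 and 299, but it centres the ratios, so this reversal decides nothing about the cause. The total amount of mRNA per cell was not measured, and a general change of transcription under heat stress remains open.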
